# Enhanced metabolic detoxification is associated with fluroxypyr resistance in *Bassia scoparia*

**DOI:** 10.1002/pld3.560

**Published:** 2024-01-24

**Authors:** Olivia E. Todd, Eric L. Patterson, Eric P. Westra, Scott J. Nissen, André Lucas Simões Araujo, William B. Kramer, Franck E. Dayan, Todd A. Gaines

**Keywords:** herbicide resistance, NTSR, synthetic auxin

## Abstract

Auxin‐mimic herbicides chemically mimic the phytohormone indole‐3‐acetic‐acid (IAA). Within the auxin‐mimic herbicide class, the herbicide fluroxypyr has been extensively used to control kochia ( *Bassia scoparia* ). A 2014 field survey for herbicide resistance in kochia populations across Colorado identified a putative fluroxypyr‐resistant (Flur‐R) population that was assessed for response to fluroxypyr and dicamba (auxin‐mimics), atrazine (photosystem II inhibitor), glyphosate (EPSPS inhibitor), and chlorsulfuron (acetolactate synthase inhibitor). This population was resistant to fluroxypyr and chlorsulfuron but sensitive to glyphosate, atrazine, and dicamba. Subsequent dose‐response studies determined that Flur‐R was 40 times more resistant to fluroxypyr than a susceptible population (J01‐S) collected from the same field survey (LD_50_ 720 and 20 g ae ha^−1^, respectively). Auxin‐responsive gene expression increased following fluroxypyr treatment in Flur‐R, J01‐S, and in a dicamba‐resistant, fluroxypyr‐susceptible line 9,425 in an RNA‐sequencing experiment. In Flur‐R, several transcripts with molecular functions for conjugation and transport were constitutively higher expressed, such as glutathione S‐transferases (GSTs), UDP‐glucosyl transferase (GT), and ATP binding cassette transporters (ABC transporters). After analyzing metabolic profiles over time, both Flur‐R and J01‐S rapidly converted [^14^C]‐fluroxypyr ester, the herbicide formulation applied to plants, to [^14^C]‐fluroxypyr acid, the biologically active form of the herbicide, and three unknown metabolites. The formation and flux of these metabolites were faster in Flur‐R than J01‐S, reducing the concentration of phytotoxic fluroxypyr acid. One unique metabolite was present in Flur‐R that was not present in the J01‐S metabolic profile. Gene sequence variant analysis specifically for auxin receptor and signaling proteins revealed the absence of non‐synonymous mutations affecting auxin signaling and binding in candidate auxin target site genes, further supporting our hypothesis that non‐target site metabolic degradation is contributing to fluroxypyr resistance in Flur‐R.

## Significance Statement

Herbicide resistance is an ever‐present issue in weeds of cropping and rangeland systems. Every characterized herbicide resistance mechanism contributes to a working database used to address herbicide resistance in an agricultural or open‐space setting. Knowing the exact resistance mechanism helps public sector and industry researchers understand why herbicide applications are failing, and if resistant plants can still be controlled with other herbicide modes of action. In the kochia line Flur‐R, there is strong evidence to support a non‐target site resistance mechanism, specifically herbicide degradation via increased enzymatic activity. Increased fluroxypyr degradation represents a novel resistance mechanism to fluroxypyr in *Bassia scoparia*.

## 1 INTRODUCTION

Kochia (*Bassia scoparia*) is an invasive, annual, broadleaf tumbleweed that is problematic in agronomic settings, open spaces, and rangeland in the U.S., specifically across the Great Plains. Herbicides are the most prescribed method for kochia control in the U.S. Herbicide resistance in kochia is widespread, with resistance reported to multiple modes of action including ALS inhibitors (Group 2), glyphosate (Group 9), auxin‐mimics (Group 4), and atrazine (Group 5), as well as cross‐resistance to more than one Group 4 auxin‐mimic herbicide (Geddes, Owen, et al., 2021; Kumar, Currie, et al., 2019; Kumar, Jha, et al., 2019). Furthermore, multiple resistance is increasingly common, where one population is simultaneously resistant to more than one mode of action (Varanasi et al., 2015). The prevalence of glyphosate, atrazine, and ALS inhibitor‐resistant kochia has resulted in increased use of auxin‐mimic herbicides for kochia management, mainly dicamba and fluroxypyr, in no‐till fallow, wheat, and corn in the Great Plains region (Kumar, Jha, et al., 2019). While auxin‐mimics have been used for more than 70 years, resistance evolution to this mode of action has lagged behind other herbicide modes of action (Busi et al., 2018). Despite this lag, recent evidence suggests that auxin‐mimic resistance and multiple resistance in kochia is increasing (Geddes et al., 2022). Nine reports of auxin‐mimic resistance across six U.S. states and two Canadian provinces have described resistance in kochia populations as either resistant to dicamba alone or resistant to both dicamba and fluroxypyr (Geddes, Ostendorf, et al., 2021; Heap, 2023; Jha et al., 2015; Kumar, Currie, et al., 2019). These herbicides mimic the phytohormone indole‐3‐acetic‐acid (IAA) because they are chemically similar and induce auxin response gene transcription following application in weeds (Grossmann, 2010; McCauley et al., 2020; Pettinga et al., 2018; Xu et al., 2022) (Figure 1).

**FIGURE 1:**
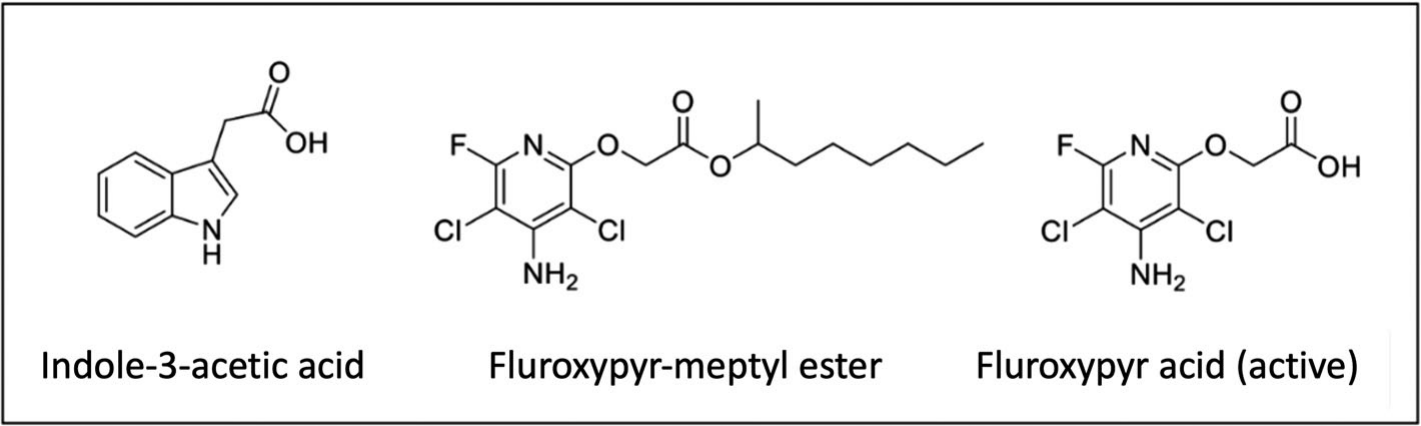
Chemical structure of indole‐3‐acetic acid (IAA), fluroxypyr‐meptyl ester (fluroxypyr‐ester) included in the formulated commercial products, and fluroxypyr‐acid, the biologically active form of the herbicide. Deesterification of fluroxypyr‐meptyl ester frees the carboxyl group shown in fluroxypyr‐acid, which plays a key role in plant perception related to the auxin signaling pathway in relation to the ring structure found throughout auxin‐mimic herbicide chemistry.

IAA is an auxin plant growth hormone that is responsible for gravitropism and response to light stimuli; however, it impacts several other growth phenotypes as well (Zhao, 2010). While auxins are involved in many cellular processes and signaling with other phytohormones, their function can be understood at the cellular level to primarily coordinate cell elongation (Perrot‐Rechenmann, 2010). In plants, auxin homeostasis is tightly regulated through a suite of biosynthesis pathways, cellular transport, feedback inhibition, oxidation, and conjugation (Rosquete et al., 2012). When IAA reaches high levels in the plant, polar auxin carriers such as Pin‐formed (PIN) efflux transporters, ATP binding cassettes (ABC class B) and Auxin resistant‐1/like AUX1s influx carriers (AUX/LAX) help maintain IAA homeostasis and gradients (Cho & Cho, 2013). Because the auxin‐mimic herbicide fluroxypyr is chemically similar to and behaves like IAA, it is hypothesized that PIN, ABCs, and AUX/LAX are able to direct the flow of fluroxypyr throughout the plant. In addition, fluroxypyr is a weak acid that can translocate in the plant based on its pKa and log Kow. Fluroxypyr also binds to Auxin signaling F‐box 5, a member of the Transport inhibitor response1/Auxin signaling F‐box (TIR1/AFB) receptor family (Lee et al., 2014). When applied, fluroxypyr and IAA act to stabilize the complex formed between AFB5 and the auxin‐dependent transcriptional regulator Indole‐3‐acetic acid inducible (Aux/IAA) proteins. Upon creation of this coreceptor‐ligand complex, Aux/IAA proteins are ubiquitinated, degraded, and no longer negatively regulate Auxin Response Factors (ARF). These ARF proteins are seated on the Auxin Response Element (AuxRE) in auxin‐mediated gene promotors (Teale et al., 2006).

In Arabidopsis, plants treated with IAA or auxin‐mimic herbicide (2,4‐D) showed expression of early response genes such as Aux/IAAs and small auxin‐up RNAs (SAURs). Other auxin‐induced genes included 1‐aminocyclopropane‐1 synthase (ACS), the first committed step in ethylene production, and GH3, an auxin homeostasis gene. These genes were transcribed within minutes of high auxin perception (Guilfoyle, 1999; Paponov et al., 2008; Raghavan et al., 2005). Many other phytohormone responses are also regulated by auxin perception, such as Cytokinin oxidase (CXK6), brassinosteroid biosynthesis gene BAS1, and several gibberellin‐related genes. Regulation of multiple hormone‐related genes suggests that the relationship between phytohormones and auxin response is complex (Paponov et al., 2008). When the auxin‐mimic herbicide fluroxypyr is applied to a plant, the resulting phenotypic response is changes in leaf angle, stem‐twisting, stem‐thickening, and lack of new growth at the meristem.

Herbicide resistance is categorized as either a target site or non‐target site (Gaines et al., 2020). Target site resistance is defined as a change (either in conformation or in expression) in a herbicide target protein. These changes often decrease herbicide binding affinity or in the case of overexpression, make it so the entire target protein pool is unable to be entirely inhibited (Murphy & Tranel, 2019). LeClere et al. (2018) reported resistance to the auxin‐mimic herbicide dicamba in kochia was due to the target‐site mutation Gly127Asn in *IAA16*, which affects the formation of the coreceptor‐ligand complex. More recently, Figueiredo, Küpper, et al. (2022) characterized a 27‐nucleotide deletion in the degron tail region of the gene encoding Aux/IAA2 that confers 2,4‐D and dicamba resistance in Indian hedge mustard (*Sisymbrium orientale*). This deletion also affects the formation and stability of the co‐receptor‐ligand complex. Non‐target site resistance is broadly recognized as all other methods unrelated to target site resistance and is often exemplified by metabolic detoxification of an herbicide, herbicide sequestration, or a variant in a metabolism‐catalyzing enzyme which may have a downstream effect by reducing the efficacy of the herbicide (Delye, 2013). Reduced translocation of 2,4‐D via auxin transport proteins was reported by Goggin et al. (2019) in wild radish (*Raphanus raphanistrum*). A 2,4‐D resistant population of waterhemp (*Amaranthus tuberculatus*) rapidly metabolized 2,4‐D via CYP450 5‐OH hydroxylation and subsequent amino acid and sugar conjugation reactions, which produced less phytotoxic metabolites that lost auxin signaling activity (Figueiredo et al., 2018; Figueiredo, Barnes, et al., 2022). With both target site and non‐target site resistance mechanisms described for auxin‐mimic resistance (Todd et al., 2020), both possibilities are investigated in this study.

Our research objectives were to (1) **distinguish the application rate at which the fluroxypyr‐resistant kochia line (Flur‐R) is resistant using a herbicide dose‐response,** (2) **determine whether fluroxypyr‐resistant kochia has any differences in absorption, translocation, or metabolism,** and (3) **identify potential candidate genes that may contribute to fluroxypyr resistance in Flur‐R using RNA sequencing and alignment to the kochia genome assembly** (Hall et al., 2023).

In our work, Flur‐R converted fluroxypyr‐ester into fluroxypyr‐acid and subsequent metabolites at a faster rate than a susceptible line. Furthermore, the resistant line produced a metabolite that was not detected in the susceptible line. The results from an RNA‐seq fluroxypyr‐induced differential expression analysis showed increased transcript expression of cellular transporters, cytochrome P450 monooxygenases (CYP450), glutathione s‐transferases (GSTs), and UDP‐glucosyl transferase (GTs) in the resistant plants. Taken together, these data suggest that metabolic detoxification of fluroxypyr may be the mechanism of fluroxypyr resistance in Flur‐R.

## 2 MATERIALS AND METHODS

### 2.1 Plant materials

In 2014, 171 kochia populations were collected from a field survey conducted in eastern Colorado (Westra et al., 2019). These populations were screened at a single dose of dicamba, fluroxypyr, and glyphosate to test for resistance. One population, Flur‐R, was found to have a few individuals (<2%) surviving a single fluroxypyr dose of 157 g ae ha^−1^ (label rate for use in wheat) (Starane Ultra, Dow Agrosciences, Indianapolis, IN). Survivors at 157 g ae ha^−1^ were selected and allowed to bulk pollinate. After two more generations of selection at both 157 g ae ha^−1^ and 314 g ae ha^−1^, the surviving individuals were cross‐pollinated. The progeny of these plants were found to be uniformly resistant to 314 g ae ha^−1^ fluroxypyr. During the bulking stages, groups of three to four plants were planted in one gallon pots and covered with pollination bags (Vilutis & Co., Frankfort, IL) to allow for cross‐pollination. Seed was harvested per pot, hand threshed, and cleaned using an air‐column blower. Seeds were stored at 4 C and planted in the spring in a greenhouse maintained at 25 C with a 16 h photoperiod supplemented with metal‐halide lamps (400 μmol m^−2^ s^−1^). An inbred dicamba‐resistant/fluroxypyr susceptible population (9425) homozygous for a G127N mutation in the *IAA16* gene (LeClere et al., 2018; Preston et al., 2009) and a fluroxypyr susceptible field population from the 2014 eastern Colorado field study (J01‐S) (Westra et al., 2019) were included in the dose‐response and single dose screening as susceptible controls.

### 2.2 Fluroxypyr and Dicamba dose response

Seeds of Flur‐R, J01‐S, and 9,425 were planted in 1.5 cm^2^ 280‐count plug flats (American Clay Works Supply, Denver, CO). Plants were sub‐irrigated and thinned down to one plant per cell. When plants were approximately 4–5 cm tall, uniform seedlings were transplanted to 4 cm^2^ plastic pots containing SunGro potting mix (American Clay Works Supply, Denver, CO). Plants were kept in the greenhouse under the conditions previously described. Plants were sub‐irrigated once a week for three weeks until the plants reached 10 cm in height. A randomized complete block design was used for each dose, with one plant per pot, four plants per dose, and three replications for a total of 12 treated plants. The dose‐response for fluroxypyr included the following eight rates: 0, 20, 40, 80, 157, 314, 628, and 1,256 g ae ha^−1^ fluroxypyr (Starane Ultra, Corteva Agrisciences, Indianapolis, IN). The dicamba doses included 0, 35, 70, 140, 280 (1x), 560, 1,120, and 2,240 g ae ha^−1^ (Engenia, BASF, Research Triangle Park, NC) mixed with Induce (NIS, .25% v/v, Helena Agri‐Enterprises, LLC, 24330 US‐34 Greely, CO 80631). Applications were made with a DeVries Generation 4 Research Track Sprayer (DeVries Manufacturing, Hollandale, MN, 86956) equipped with a TeeJet (TeeJet Technologies, 1801 Business Park drive, Springfield, IL) 8002EVS nozzle calibrated to deliver 187 L ha^−1^. Plant height was measured by recording the distance in centimeters from the soil surface to the newest leaf in the apical meristem before treating and was measured again 30 days after treatment. Survival (dead or alive) was also recorded 30 days after treatment. An individual was considered “dead” if it displayed severe epinasty, stem thickening, and yellowing, and had no new growth at the axillary or primary meristems after 30 days. An individual was considered “alive” if it displayed minimal to no epinasty or stem thickening, had no yellowing, and had new growth at the axillary or primary meristems after 30 days. All individuals were uniform for either dead or alive phenotypes, with no intermediate responses. Percent survival was chosen for fluroxypyr resistance assessment because while percent change in height can accurately differentiate between resistant and susceptible plants, for this population it did not accurately represent an actively growing plant in the individuals where axillary meristem growth was the primary source of regrowth.

For data analysis, the response variable “Percent Survival” was created by transforming binary data according to the equation:

(1) $$Y=\left(\frac{N_{1}}{N_{\text{total}}}\right)*100$$

Where *Y* is the percent survival at each calculated dose, *N*_*1*_ is the number of individuals marked as “alive” according to the parameters above. *N*_*total*_ is the number of individuals per rate.

The response variable “Percent Change in Height” over 30 days was normalized using the following equation:

(2) $$Y=\left(X_{∆\text{Height}}/A_{\mathrm{Avg}}\right)*100$$

Where *Y* is the change in height as a percent of the 0 g ae ha^−1^ rate for each population. $X_{∆\text{Height}}$ is the change in height in centimeters for an individual from day 0 to 30 days, and *A*_*Avg*_ is the average change in height for individuals at the 0 g ae ha^−1^ rate for the population being measured. The model used by the drm package in R did not converge for the J01‐S or 9,425 lines using “Percent Change in Height (% control)” as a response variable due to the non‐sigmoidal behavior of the curve, so “Percent Survival” data were analyzed using a three‐parameter log‐logistic model (Knezevic et al., 2007), which was the best model by a lack‐of‐fit test (“ModelFit” command) from the drc package in R (R Core Team, 2020) with the equation:

(3) $$Y=\frac{d}{1+\exp\;\left[b\left(\log\;\left[\left(x-\log\right)\;\left(e\right)\right]\right)\right]\;}$$

where *Y* is the percent survival 30 days after treatment, *d* is the upper limit parameter, *b* is the regression slope, *x* is the dose of either fluroxypyr or dicamba in g ae ha^−1^ and *e* is the dose at which 50% mortality is achieved (Table 1). The homoscedasticity and normality of the data were assessed and met model assumptions. The data were averaged per treatment and the standard error of the mean is presented per dose. “Rate” and “Population” were used as predictor variables and the experiment was repeated. Homogeneity of variance test was conducted to determine if the repeated dose‐response data could be combined for analysis. The data could not be combined, so the repeated experiment was analyzed separately and consistent results were identified.

**TABLE 1:** Parameters for fluroxypyr dose–response data in kochia ( *Bassia scoparia* ) populations Flur‐R, 9425, and J01‐S. Parameters of the fluroxypyr and dicamba dose‐responses for percent survival parameters are described in Equation 3 for Flur‐R, fluroxypyr sensitive line J01‐S, and fluroxypyr sensitive/dicamba‐resistant line 9,425. Flur‐R shows a significant resistance factor ratio (R/S) of 36 and 40 relative to 9,425 and J01, respectively. (*b,d*) Lower and upper limits of regression parameters, respectively. (*LD*_*50*_) the dose (g ae ha^−1^) of fluroxypyr where 50% mortality occurs for each population. (*R/S)* The ratio of resistant LD_50_ to either susceptible LD_50_ and associated *p*‐values.

Herbicide										
	Fluroxypyr					Dicamba				
*Line*	*b* ( ±SE)	*d* ( ±SE)	LD_50_ ( ±SE)	R/S	*p*‐value	*b* ( ±SE)	*d* ( ± SE)	LD_50_ ( ±SE)	R/S	*p*‐value
	‐‐‐‐‐g ae ha^−1^‐‐‐‐‐					‐‐‐‐‐g ae ha^−1^‐‐‐‐‐				
Flur‐R	7.3 (8.4)	94.5 (3.6)	720 (110.3)	36–40	<.001	7.4 (5.2)	100.0 (4.9)	56 (8.5)	‐‐	‐‐
9,425	8.5 (37.7)	100.0 (8.8)	20 (1.5)	‐‐	‐‐	85.1 (10.0)	91.7 (2.72)	415 (10.0)	6–7	<.001
J01‐S	3.1 (1.8)	100.0 (8.8)	18 (2.7)	‐‐	‐‐	9.3 (8.5)	100.0 (4.93)	64 (5.4)	‐‐	‐‐

### 2.3 Glyphosate, atrazine, and Chlorsulfuron single dose screening

Flur‐R and J01‐S seeds were planted in 4 cm^2^ plastic pots containing SunGro potting mix. Plants were sub‐irrigated and thinned down to one plant per pot and kept at greenhouse conditions previously described. When plants were approximately 7 cm in height, plants were treated with one of the following herbicides (*n* = 72 plants per herbicide): atrazine (Aatrex 4 L, Syngenta, Greensboro, NC, 2240 g ai ha^−1^, 1% crop oil concentrate), chlorsulfuron (Telar XP, Bayer CropScience, St. Louis, MO, 137 g ai ha^−1^), or glyphosate (RoundUp Powermax, Monsanto Company, St. Louis, MO, 870 g ae ha^−1^, 2% w/v ammonium sulfate). All treatments were applied with the same equipment and nozzle type described above. Survival (dead or alive) was assessed 30 days after treatment. In a post hoc analysis, a random number generator was used to assign each of the 72 individuals to one of three blocks with *n* = 24 to serve as replicates. The standard error of the mean was calculated using the standard deviation from this analysis.

### 2.4 Kompetitive allele‐specific PCR (KASP)

Approximately 200 mg of meristem tissue was harvested from 20 individuals each of Flur‐R and 5 individuals for the mutant and wild type checks. Flur‐R individuals were verified as resistant by spraying with 157 g ae ha^−1^ fluroxypyr. Tissue was put into a 1.5 ml Eppendorf tube and flash frozen in liquid nitrogen. DNA extraction protocol was adapted from Aboul‐Maaty and Oraby (2019) using the established CTAB method. DNA purification was checked using a NanoDrop2000 and diluted to 5 ng uL^−1^. The FAM fluorophore (in bold) was added to the forward primer specific to the G127N *IAA16* double mutation (allele‐specific sequence in italics) endowing a protein change from wildtype GWPPV to NWPPV in kochia described by LeClere et al. (2018) (5’**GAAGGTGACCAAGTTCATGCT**TGTTCTTCAGGACACAAGTTGTA*AA*) and the HEX fluorophore (in bold) was added to the forward primer specific to the wild type sequence (in italics) (5’**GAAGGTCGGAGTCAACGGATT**TGTTCTTCAGGACACAAGTTGTA*GG*). One universal reverse primer (5’AGTTTGATCATCGGACGTCTTCTT) and the forward primers were designed with IDT PrimerQuest. The KASP protocol and specific mix ratios are published on protocols.io at dx.doi.org/10.17504/protocols.io.dm6gpj9njgzp/v1. Fluorescence was recorded at the end of every cycle. Fluorescence at the 35th cycle was used for the allelic discrimination data. Data were plotted using GraphPad Prism version 8.4.2. Genotypes were assigned manually as homozygous wildtype, homozygous mutant, or heterozygous.

### 2.5 Plant material for Fluroxypyr absorption, translocation, and metabolism

Seeds from Flur‐R and J01‐S were sown into plug flats filled with SunGro potting mix and grown on a light shelf under 700 μmol m^−2^ s^−1^ of light at 25 C. When the plants reached 3–4 cm tall, 50 seedlings from each line were washed of soil in the roots and transplanted into a 25 ml Eppendorf tube filled with silica sand and fertilized with three granules of Osmocote. Uniform plants that were 4–5 cm tall and had recovered from transplanting were used in all subsequent absorption, translocation, and metabolism experiments.

### 2.6 Fluroxypyr absorption and translocation

Flur‐R (*n* = 24) and J01‐S (*n* = 24) plants were sprayed with 157 g ae ha^−1^ fluroxypyr using a track sprayer as described in section 2.2. The third and fourth youngest leaves in the meristem were protected from the broadcast application using aluminum foil. Immediately after applying fluroxypyr, the two covered leaves were treated with five 1 μl drops of the spray solution spiked with 3.1 kBq [^14^C]‐fluroxypyr. Absorption and translocation were monitored over a 196 h time course, with time points at 6, 12, 24, 48, 96, and 192 hours after treatment (HAT). Four Flur‐R and four J01‐S were harvested at each timepoint. Treated leaves were removed and washed in 5 ml 90% water, 10% methanol, and .5% non‐ionic surfactant. The leaf wash was mixed with 10 ml scintillation cocktail (Ecoscint XR) and radioactivity was measured using a liquid scintillation counter (LSC) (TRI‐CARB 2300TR, Packard Instruments Co., USA). Roots were washed with 5 ml water. Root wash and the silica sand rinse solution were vortexed for 3 seconds, and 1 ml of the root wash and sand rinse mixture was added to 10 ml scintillation cocktail to measure root exudation. Plants were sectioned and separated as follows: above‐treated leaves, treated leaves, below‐treated leaves, and root biomass. Each separate plant part was dried and oxidized using a biological oxidizer (Model OX500, R. J. Harvey Instrument Co., USA). The released ^14^C‐CO_2_ was collected by a ^14^C trapping cocktail (OX161, R.J. Harvey Instrument Co., USA). Radioactivity was quantified by LSC. One individual per timepoint was left intact, dried, and used for phosphor imaging (Typhoon Trio, GE Healthcare). Dried plants were separated and oxidized in the same manner as described above after imaging.

The experiment was repeated. Percent absorption and translocation were calculated as follows from Figueiredo et al. (2018) and maximum percent absorption was determined using a method described by Kniss et al. (2011) in R.

%Habs=C14ot/C14ot+C14wl×100%Htr=100−C14al/C14al+C14ot×100

Where “%*H*_abs_” is percent absorption of [^14^C]‐fluroxypyr ester, “^14^C ot” is the sum DPM from the oxidation of all plant parts, and “^14^C ot + ^14^C wl” is the sum DPM from the oxidation of all plant parts and counts washed from the treated leaf. For herbicide translocation studies, “%*H*_tr_” is percent translocation of [^14^C]‐fluroxypyr ester out of the treated leaf through the rest of the plant, “^14^C al” is the DPM [^14^C]‐fluroxypyr ester counted in the treated leaf.

### 2.7 Fluroxypyr metabolism

Fluroxypyr metabolism was evaluated by treating Flur‐R and J01‐S plants as previously described. Plants were sprayed with fluroxypyr while two leaves were protected from the spray solution. Those protected leaves were then treated with five 1 μl drops of the spray solution spiked with 25 kBq [^14^C]‐fluroxypyr. The time course was the same as previously described with four repetitions per timepoint. Treated leaves were removed and washed as previously described. The washed treated leaves were placed back with the remaining whole‐plant tissue and flash‐frozen in liquid nitrogen. Whole plants were then finely ground in a glass test tube with liquid nitrogen and a glass rod. Five milliliter extraction solution (90% water, 9% acetonitrile, 1% acetic acid) was added to each tube and samples were shaken for 30 min. The extraction solution was transferred to a .45 μm filter tube which was rinsed with an additional 5 ml extraction buffer and centrifuged at ~2,600 × g for 10 min to separate liquid from ground plant material. The extraction buffer that passed through the .45 μm filter was transferred to C‐18 cartridges preconditioned with 1 ml 100% acetonitrile (Waters Co., Sep‐Pak Plus). Using a vacuum manifold, the extraction buffer was pulled through the solid phase extraction cartridge. Bond solutes were eluted from the C18 cartridge with 5 ml 100% acetonitrile and samples were then evaporated to dryness in a fume hood. Solvent A (500 μL) consisting of 10% acetonitrile and 1% formic acid was added to each tube. Each sample was filtered through 25 μm nylon filters (Nalgene) into an injection vial with a 500 μL insert. High‐Pressure Liquid Chromatography (HPLC) (Hitachi Instruments, Inc.,) was used to separate radiolabelled fluroxypyr‐ester, fluroxypyr acid, and metabolites. The HPLC was equipped with a C‐18 column (4.6 mm by 150 mm column, Zorbax Eclipse XDB‐C18, Agilent Technologies) and inline radio‐detector (FlowStar LB 513, Berthold Technologies GmbH & Co.) with a YG‐150‐U5D solid scintillation flow cell (150 μl). The injection volume was 200 μL. Radiolabelled fluroxypyr‐ester had a retention time of 9.8 min, while fluroxypyr acid had a retention time of 2.8 minutes (protocol published on protocols.io at dx.doi.org/10.17504/protocols.io.kqdg39yopg25/v1).

### 2.8 Plant material and treatment for RNA sequencing

Seedlings from Flur‐R, 9425, and J01‐S were grown as described above. When the plants reached 7–10 cm tall, 20 of the most uniform seedlings from each line were treated as follows: All plants were sprayed with water and .01 g meristem tissue was harvested for the untreated RNA‐sequencing timepoint. Tissue was flash‐frozen in liquid nitrogen. The same 20 plants per line were treated 24 h later with 157 g ae ha^−1^ fluroxypyr, the labeled dose to control kochia in wheat. Approximately .01 g of meristem tissue was harvested at 3 and 10 h after fluroxypyr treatment for the remaining two RNA‐sequencing timepoints. Herbicide and water applications were made with a track sprayer as described in section 2.2. All plants were in the vegetative stage, except for one Flur‐R individual and three J01‐S individuals, which were in the early flowering stage at the time of tissue harvest. After 30 days, resistance response was measured and four individuals per timepoint per line were selected for RNA‐sequencing.

### 2.9 RNA extraction, sequencing and quantification

The RNA‐sequencing experiment was conducted first by extracting total RNA following the protocols in the QIAGEN RNeasy plant mini kit in six batches containing two individuals of each line to minimize batch effects. The kit was used to extract RNA from the top three fully expanded apical meristem leaves of Flur‐R, 9425, and J01‐S of 5–7 cm tall kochia at 0, 3, and 10 h after 157 g ai ha^−1^ fluroxypyr treatment. The final elution volume was 30 μl. Total RNA samples were diluted to a range of 500–10,000 pg μL^−1^ for quality check using an Agilent ScreenTape. Samples that had an RIN score above 6 were submitted to BGI Technologies for quality check following their sample submission guidelines. Following the quality check by BGI, 30 samples were used for sequencing. From the total RNA, mRNA enrichment was performed by rRNA depletion. Reverse transcription of the mRNA was performed with random N6 primers followed by end repair and A‐tail and adapter ligation to the fragments. After PCR amplification, single‐strand separation and single‐strand circularization were conducted to sequence paired‐end 100 base pair fragments with the BGISEQ sequencing platform. In total, 2.8 billion reads were produced, resulting in 92–97 million 100 bp reads per sample.

### 2.10 Differential expression and variant analysis

To analyze the transcriptome of Flur‐R, we sequenced RNA from 4 plants each of fluroxypyr resistant Flur‐R, and two fluroxypyr susceptible lines J01‐S and 9,425. BGI Seq was used to obtain between 91 and 95 million clean reads per sample (BGI Bioinformatics, San Jose, CA). Individual fasta files were uploaded to the remote research computing resource SUMMIT (Jonathon Anderson et al., 2017) and files were quality‐checked with FastQC (version .11.9). Adapters were trimmed by BGI Bioinformatics company after sequencing and quality check. Q20 scores were between 96% and 98%. Alignment was made to the coding sequence of the *B. scoparia* genome assembly version 2 (Hall et al., 2023) using HISAT2 (version 2.2.0 [Kim et al., 2019]), and alignment ranged between 59% and 63% for all individuals. Percent unmapped reads ranged between 46% and 51%, and percent uniquely mapped genes ranged from 43% to 48%. Approximately 4% of reads were multi‐mapped (Table S1). Reads were assigned to features using featureCounts in the Subread package (version 2.1, Liao et al., 2014). Differential expression was conducted with resultant reads for each gene feature using the DESeq2 package (version 1.28.1) in the statistical software R (version 4.2 (R Core Team, 2020)). Reads were transformed to logarithmic fold change log2 and compared across biological replicates for each population. For each population, the untreated condition was compared to either the 3 or 10 h timepoint to determine expression. Mean normalized counts per gene, an adjusted pvalue of < .05, and log2 fold change > .5 were the pre‐filtering parameters used by DESeq2 for optimal significant genes below the false discovery rate (FDR) of <.05.

Sorted and indexed bam files were run through the variant calling software Platypus (version .8.1 [Rimmer et al., 2014]) to detect single and mono‐nucleotide polymorphisms, short and long indels, as well as chromosome rearrangement. The output file was used with the software SnpEff (version 4.3 [Cingolani et al., 2012]) to annotate the variants called from Platypus and to provide effect predictions. Specific genes annotated with involvement in the auxin signaling pathway or metabolic herbicide resistance were targeted for variant analysis by checking chosen genes against a merged variant file for all individuals of each population. Presence or absence of variants was validated with Integrative Genomics Viewer (IGV) (Robinson et al., 2017).

## 3 RESULTS

### 3.1 Fluroxypyr and Dicamba dose response

Flur‐R was confirmed to be fluroxypyr resistant based on change in height (Figure 2a) and percent survival (Figure 2b) at 30 days after treatment (DAT), with 75% survival up to 628 g ae ha^−1^ of fluroxypyr (Figure 2b). Flur‐R was approximately 40 times more resistant than the susceptible population J01‐S and 36 times more resistant than 9,425 (Table 1). The population 9,425, which was previously reported to be fluroxypyr resistant (LeClere et al., 2018) was subsequently shown to have weak fluroxypyr resistance (Wu et al., 2020). Our results show 9,425 had less than 25% survival at 157 g ae ha^−1^ fluroxypyr (Figure 2b) and had a similar reduction in height as the known susceptible population J01‐S (Figure 2a). The LD_50_ ratios for J01‐S and 9,425 were not statistically different from 1, indicating that 9,425 is not resistant to fluroxypyr at field doses. Furthermore, Flur‐R was susceptible to dicamba (Figure 2c), with 8% survival at 70 g ae ha^−1^ and an LD_50_ of 56 g ae ha^−1^. Flur‐R is approximately seven times more susceptible than 9,425 to dicamba (Table 1).

**FIGURE 2:**
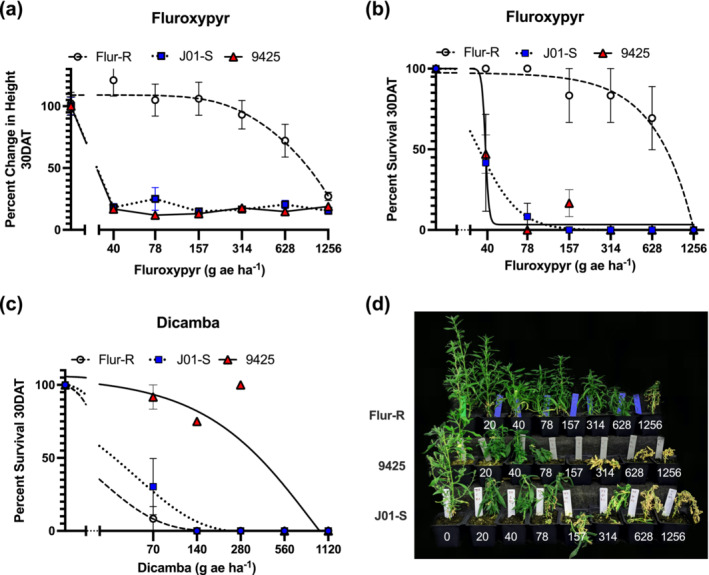
Dose‐response data for (a,b) fluroxypyr (no adjuvant) and (c) dicamba (+ .25% NIS) demonstrated fluroxypyr resistance and dicamba sensitivity in fluroxypyr resistant line Flur‐R. X‐axis is represented in a log10 scale. (a) Percent change in height as a percent of the untreated control 30 days after treatment with fluroxypyr showed a 25% reduction in height in Flur‐R at 628 g ae ha^−1^ (four times the label rate of 157 g ae ha^−1^). (b) Percent survival for Flur‐R with greater than 70% survival to fluroxypyr at 628 g ae ha^−1^ (LD_50_ = 720, *p* = <.001). The population 9,425 was susceptible to fluroxypyr (LD_50_ = 20 g ae ha^−1^, *p* < .001). (c) Flur‐R was susceptible to dicamba (LD_50_ = 56 g ae ha^−1^, *p* < .001) and the known dicamba‐resistant line, 9,425, was resistant to dicamba up to 280 g ae ha^−1^. Error bars represent SEM. (d) Singular plants represent the average line response at each dose of fluroxypyr where 157 g ae ha^−1^ represents the label rate.

### 3.2 Glyphosate, atrazine, and Chlorsulfuron single dose screening

No Flur‐R or J01‐S individuals survived glyphosate (870 g ae ha^−1^) or atrazine (2,240 g ai ha^−1^) treatments; however, 94% ( ±0.5%) of the Flur‐R population and 7% ( ±0.5%) of J01‐S individuals survived chlorsulfuron (137 g ai ha^−1^) indicating that there is multiple resistance in the Flur‐R population. Two target site mutations were identified in a SNP analysis of RNA‐sequencing data that confer ALS resistance, including a proline 197 to threonine mutation and a tryptophan 574 to leucine mutation in the *ALS* gene (Tranel & Wright, 2002) (Figure S1).

### 3.3 KASP

Kompetitive allele‐specific PCR (KASP) was used to genotype individuals using allelic discrimination to determine whether or not Flur‐R individuals contained the G127N *IAA16* mutation reported by LeClere et al. (2018). Specific fluorophore sequences were assigned to each forward primer, which generated a fluorescent signal to determine which allele was present in the kochia DNA sample. Relative Fluorescence Units (RFU) were measured to determine which of the fluorophore sequences amplified for each sample (Figure 3a). Of the 20 verified fluroxypyr‐resistant individuals tested from the Flur‐R population, 10 individuals displayed high RFU for the HEX labeled primer, indicating they had a homozygous wildtype genotype. There were six individuals that displayed approximately equal RFU for both alleles, indicating heterozygous individuals for G127N *IAA16*. Two known susceptible wild type controls were included (kochia lines J01‐S, 7710), as well as one homozygous mutant resistant control (9425). These results indicate that the asparagine‐127 *IAA16* mutant allele is not essential for fluroxypyr resistance, as most individuals were homozygous for the wildtype glycine‐127 *IAA16* allele and were resistant to fluroxypyr. The dicamba resistance asparagine‐127 *IAA16* allele is present and segregating in the Flur‐R population.

**FIGURE 3:**
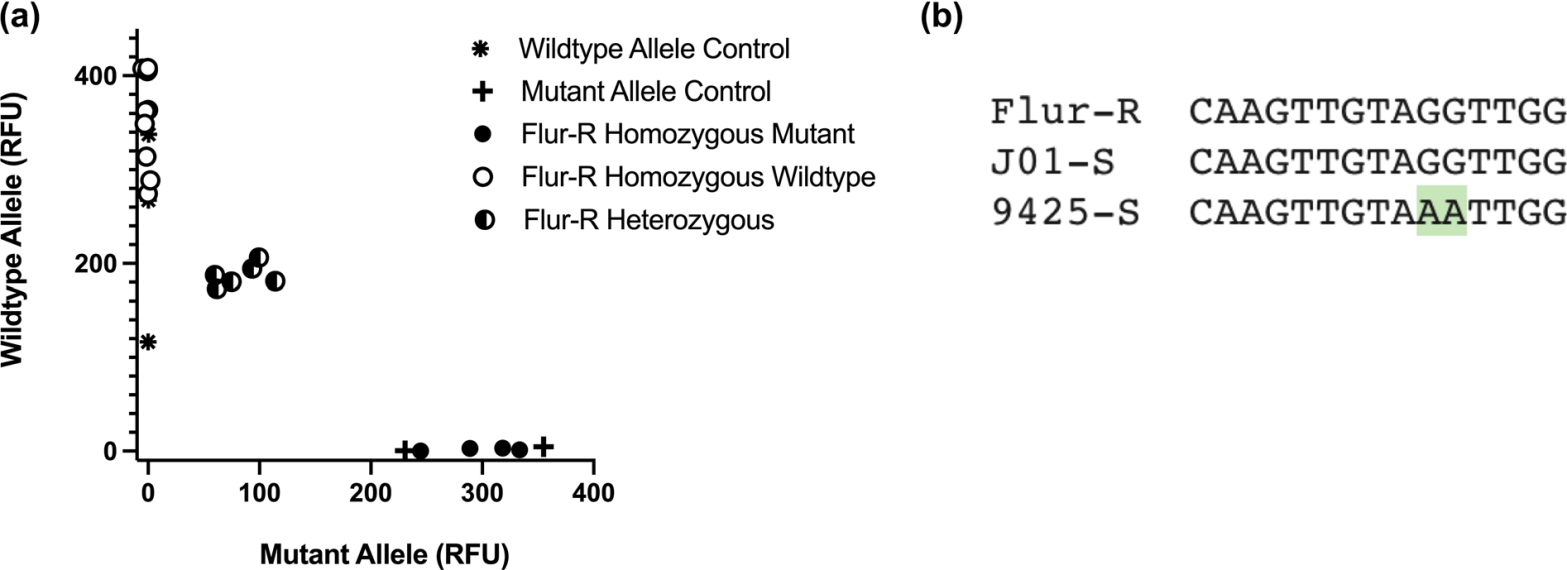
(a) KASP assay with fluroxypyr‐resistant individuals sprayed with 157 g ai ha^−1^ fluroxypyr. Wildtype allele control lines were fluroxypyr and dicamba susceptible line 7,710 and J01‐S. Mutant allele control was homozygous dicamba‐resistant line 9,425. (b) Consensus sequenced based on KASP and previously published sequencing data at the mutation point of interest in J01‐S, Flur‐R, and dicamba‐resistant line 9,425 conferring resistance to dicamba as reported by LeClere et al., 2018. The mutation from GG to AA confers a G127N change.

### 3.4 Fluroxypyr absorption, translocation, and metabolism

Mean percent radioactivity recovery was 82.99% (±3.39), with two samples per line at 192 h that were ≥50%. Maximum percent absorption of ~3.33 kBq [^14^C]‐fluroxypyr ester was 91.99% ( ±3.14) for Flur‐R, and 85% ( ±3.13) for J01‐S. No significant differences in maximum absorption between Flur‐R and J01‐S were found (pvalue = .155) (Figure 4a). The time (h) after treatment in which 90% of the herbicide is absorbed based on the model in R was not statistically different between 12 h ( ±2.15) for Flur‐R, and 9.7 h ( ±2.34) for J01‐S (pvalue = .47). There were no differences in translocation of [^14^C]‐fluroxypyr ester from the treated leaf to the rest of the plant between Flur‐R and J01‐S (Figure 4b,c).

**FIGURE 4:**
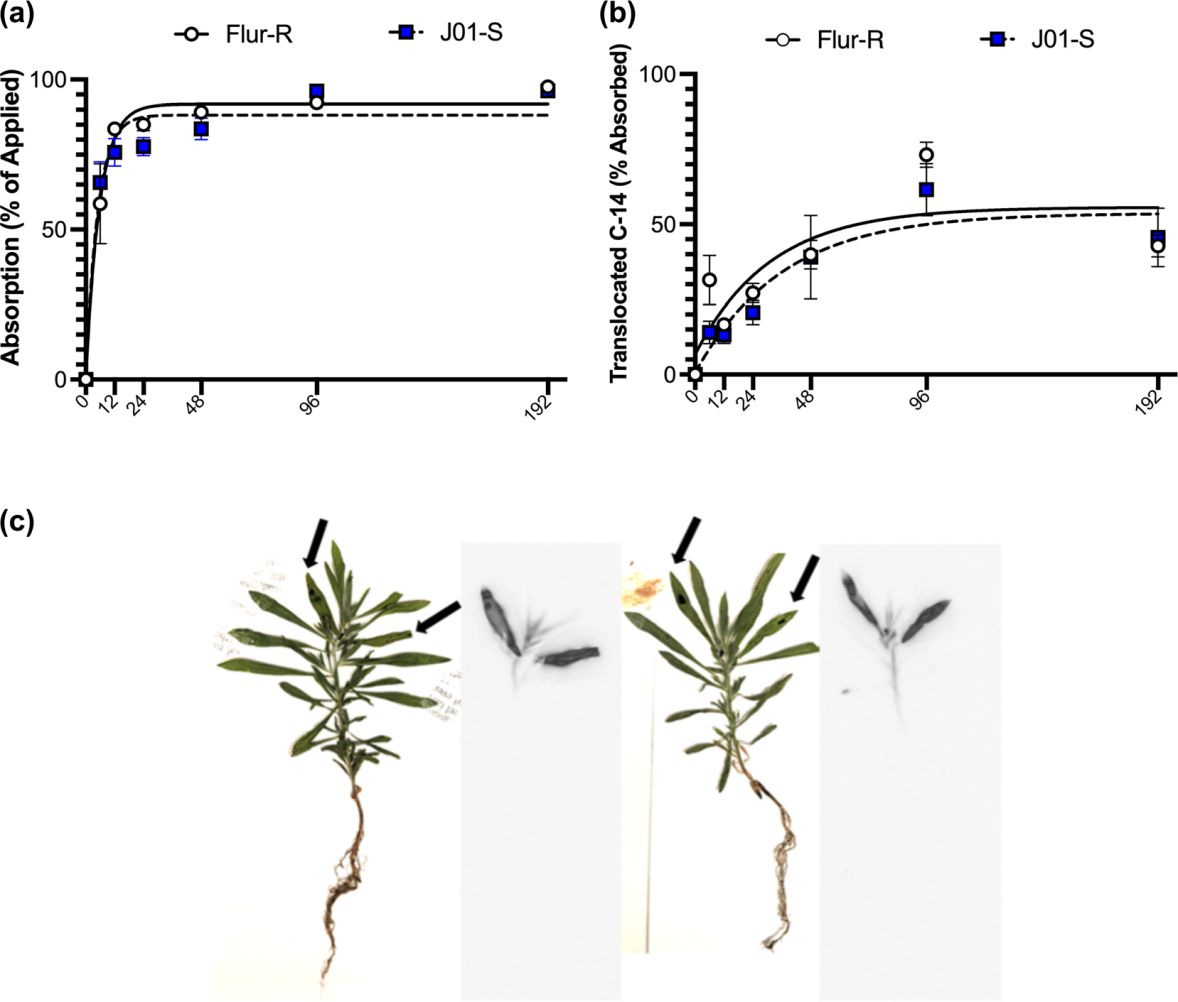
Whole plant absorption (a) and translocation (b) of fluroxypyr on resistant Flur‐R line and susceptible line J01‐S assessed over 6, 12, 24, 48, 96, and 192 h after treatment with [^14^C]‐fluroxypyr ester. The absorption and translocation graphs depict mean percent absorption as percent of applied radiation and mean percent translocation as percent of absorbed radiation to account for slight variation in application rates, with error bars representing SEM. There were no differences in absorption or translocation of [^14^C]‐fluroxypyr ester between Flur‐R and J01‐S. C. Pressed plant and phosphor‐images showed translocation of [^14^C]‐fluroxypyr ester in Flur‐R (left) and J01‐S (right) at 12 h, the time at which max absorption was at 90% in both lines. The black arrows mark the two treated meristem leaves on each individual. The phosphor image to the right of each pressed plant photo shows early‐stage translocation of [^14^C]‐fluroxypyr ester.

Whole plant metabolites were extracted for [^14^C]‐fluroxypyr ester metabolism studies. Analysis of the proportion of [^14^C]‐fluroxypyr ester in each population showed a significant difference at 12 h. The overall proportion of [^14^C]‐fluroxypyr ester was lower in Flur‐R than J01‐S, supporting rapid conversion from the [^14^C]‐fluroxypyr ester to biologically active [^14^C]‐fluroxypyr acid or other [^14^C]‐fluroxypyr metabolites (Figure 5). In Flur‐R, the high amount of [^14^C]‐fluroxypyr acid at 12 h was significantly reduced by 48 h, showing rapid conversion to other fluroxypyr metabolites (Figure 5b). At 96 h and 192 h, the proportion of unknown metabolites numbered 4 and 2 were higher or uniquely present in Flur‐R compared to J01‐S (Figure 5d,f). This suggests that the formation and flux of these metabolites are catalyzed by a process that is more active in Flur‐R than J01‐S and may play a role in reducing concentrations of phytotoxic [^14^C]‐fluroxypyr acid.

**FIGURE 5:**
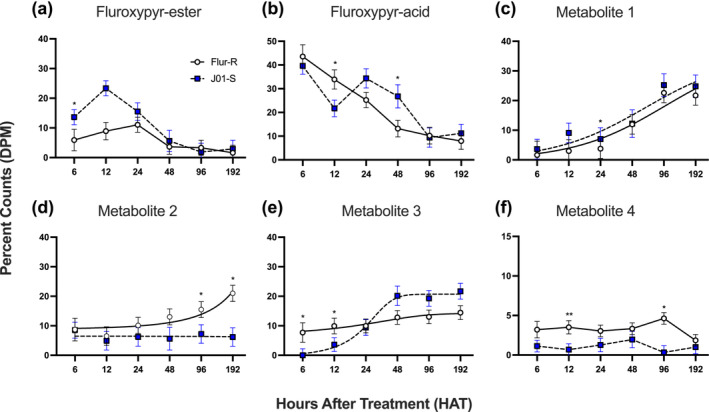
HPLC fluroxypyr parent and metabolite profiles over a 192 h time‐course in fluroxypyr resistant kochia (*Bassia scoparia)* line Flur‐R and fluroxypyr susceptible J01‐S. (a) Parent compound, [^14^C]‐fluroxypyr ester (9.5 min retention). (b) Biologically active compound, [^14^C]‐fluroxypyr acid (7.7 min retention). (c) Unknown metabolite 1 (4.5 min retention). (d) Unknown metabolite 2 (5.8 min retention). E. Unknown metabolite 3 (6.4 min retention). F. Unknown metabolite 4 (7.2 min retention). * *p* < .05, ** *p* ≤ .005, error bars represent SEM.

### 3.5 Differential expression analysis

We identified 231 unique genes that had higher expression in Flur‐R compared to both 9,425 and J01‐S at the untreated timepoint (Figure 6). 

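Meristem tissue of the fluroxypyr-resistant line Flur-R and of the susceptible lines 9425 and J01-S was sampled for RNA-seq before treatment and at 3 and 10 h after treatment (HAT) with fluroxypyr, a herbicide that mimics auxin, at 157 g ae per ha. The untreated tissue came from the same plants, 24 h before they were sprayed, and no untreated tissue was taken at 3 or 10 h. The values used here are from 27 libraries. Flur-R and 9425 each have 3 untreated libraries, 3 at 3 HAT and 4 at 10 HAT, and J01-S has 2, 2 and 3, as in the paper's Table S1, where its methods describe 4 plants per line. The authors aligned the reads to the coding sequences of the kochia genome assembly version 2 with HISAT2, counted them per transcript and normalized them with DESeq. The normalized counts are whole numbers for 45517 transcripts of 43114 gene loci, and isoforms of a locus share reads, so their separate levels are uncertain. Summed over transcripts, the normalized counts of a library ranged from 70.1 to 76.6 M in untreated Flur-R (median 75.2), from 59.4 to 76.9 M in untreated 9425 (median 67.3) and were 72.7 and 75.2 M in untreated J01-S. At 3 HAT they ranged from 60.2 to 73.6 M in Flur-R (median 66.4), from 60 to 66.6 M in 9425 (median 64.3) and were 72.1 and 75.6 M in J01-S. At 10 HAT they ranged from 50.9 to 58.6 M in Flur-R (median 53.8), from 52.4 to 60.5 M in 9425 (median 58.3) and from 53.4 to 61.3 M in J01-S (median 53.7). The paper's methods give the reads sequenced per sample; the comparisons use the normalized counts, from which whole reads cannot be recovered. Groups were compared with limma on log2 of the normalized count plus 1, in 1 fit over the 9 groups of line and time. The 29165 transcripts with a normalized count of at least 10 in at least 2 libraries were tested. A transcript was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 0.5 in size, the thresholds of the paper's methods. Fold changes are on this log2 scale, and levels are mean normalized counts ± SD. The line of each 10 HAT library was checked on 904 transcripts that part 9425 from J01-S in the untreated and 3 HAT libraries. In the library labelled J01-S 10 HAT replicate 3, 99% of them were on the 9425 side, and in the library labelled 9425 10 HAT replicate 3, 38.6%. The other 9425 libraries at 10 HAT had 98.9 to 99.3% and the other J01-S libraries 0.996 and 27.5%. Both libraries were used as labelled, so each 9425 or J01-S mean at 10 HAT includes 1 of them.

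**Figure D1:**
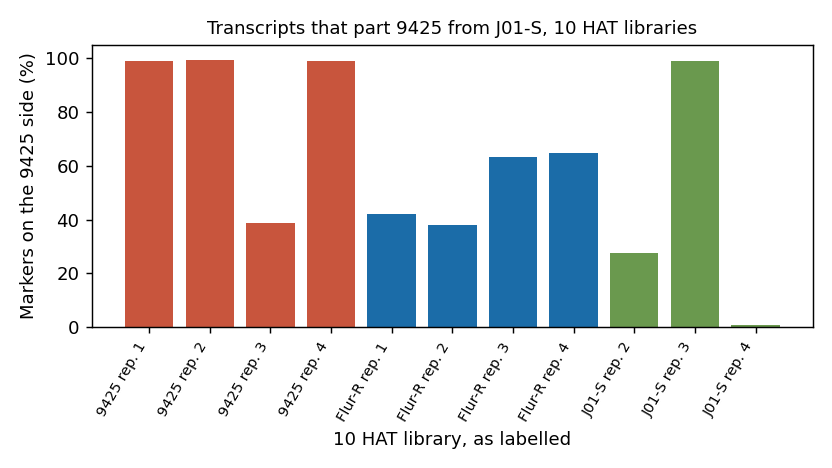
Bars give the percent of the 904 transcripts on the 9425 side in each 10 HAT library, named by its label and coloured by the labelled line. The bar of the library labelled J01-S replicate 3 stands at 99% and that of the library labelled 9425 replicate 3 at 38.6%.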

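Before fluroxypyr was applied, 180 transcripts were higher in Flur-R than in both susceptible lines and 24 were lower than in both. Bs.00g410010.m01 (chromosome 5, 103866649 to 103873887), for which the sources used here give no function, had 2077 ± 1034 (SD, n = 3) in Flur-R, 6.33 ± 3.51 (n = 3) in 9425 and 1 ± 1.41 (n = 2) in J01-S. Bs.00g275210.m01 (chromosome 7, 58099233 to 58105151), also without a function, ran the other way, at 1.33 ± 1.53 in Flur-R, 829.67 ± 115 in 9425 and 507 ± 79.2 in J01-S. The log2 fold change of Flur-R was 8.16 against 9425 (limma, Benjamini-Hochberg adjusted p = 4.76e-07) and 10.12 against J01-S (adjusted p = 7.06e-08) for Bs.00g410010.m01, and -8.69 (adjusted p = 2.38e-08) and -7.98 (adjusted p = 5.34e-07) for Bs.00g275210.m01. Of the 180 transcripts, 104 were below 10 in every untreated and 3 HAT library of both susceptible lines. Both comparisons use the same Flur-R libraries, so part of the overlap can come from those libraries. Independent lists of these sizes would share 7.93 transcripts, and 100 simulations of unchanged groups against the Flur-R libraries, which hold no line differences, shared a mean of 0, which leaves open how many of the 180 the shared libraries bring. The log2 fold changes of the 2 comparisons correlated across transcripts, which are not independent replicates, at 0.378 (simulated 0.448), with a covariance of 0.806 (simulated 0.415). The 180 became 79 without Flur-R untreated replicate 2, 81 without J01-S untreated replicate 1 and 98 without J01-S untreated replicate 4.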

Because we identified differential metabolism in Flur‐R, we explored the hypothesis that genes related to herbicide metabolism may have differential regulation or be highly expressed at the untreated timepoint in Flur‐R. Of these 231 highly expressed genes in Flur‐R at the untreated timepoint, there were six ABC transporters of both class B and G, including genes homologous to *ABCG31‐like* (*Bs.00 g217020.m01*), two similar ABCB28 annotated genes (*Bs.00 g454440.m01, Bs.00 g282300.m01*), two isoforms of *ABCG34* (*Bs.00 g184080.m01, Bs.00 g184080.m02*), and *ABCG29* (*Bs.00 g251290.m01*). 

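Of the 6 ABC transporters, a family that moves metabolites and xenobiotics across membranes, 2 were higher in untreated Flur-R than in both susceptible lines, 3 were higher than in 9425 only and 1 passed neither test. ABCG31-like (Bs.00g217020.m01, chromosome 3, 69037854 to 69045947) had 62.7 ± 21.4 normalized counts (SD, n = 3) in Flur-R, was listed at 0 in every 9425 library (n = 3) and had 2 ± 2.83 (n = 2) in J01-S. ABCB28 (Bs.00g454440.m01, chromosome 2, 49790219 to 49800942) had 276 ± 90.5 in Flur-R, 51.7 ± 12.6 in 9425 and 58 ± 21.2 in J01-S. The second ABCB28 gene (Bs.00g282300.m01, chromosome 7, 72986976 to 73004441) had 108 ± 101, 2 ± 2 and 1.5 ± 0.707 in these lines. Isoforms .m01 and .m02 of ABCG34 (Bs.00g184080, contig unscaffolded1, 15808363 to 15876768), which share reads, had 2147 ± 986 and 2257 ± 1026 in Flur-R, 2.67 ± 2.89 and 2.67 ± 2.89 in 9425 and 2067 ± 709.9 and 2121 ± 745 in J01-S. ABCG29 (Bs.00g251290.m01, chromosome 7, 11549798 to 11556677) had 1461 ± 316, 341 ± 118 and 473 ± 334. With limma and Benjamini-Hochberg adjustment, ABCG31-like was higher than in 9425 at adjusted p = 4.47e-06 and than in J01-S by 4.78 on the log2 scale (adjusted p = 0.000347), and ABCB28 (Bs.00g454440.m01) by 2.37 (adjusted p = 0.00219) and 2.23 (adjusted p = 0.0104). The adjusted p of Bs.00g282300.m01 was 0.0637 against 9425 and 0.149 against J01-S, and without Flur-R untreated replicate 4 it was 0.00685 and 0.0132. Against 9425, ABCG34 had 0.0288 and 0.0284 and ABCG29 0.0398; against J01-S these 3 transcripts had 1, 1 and 0.199. Each of the 3 lost its call against 9425 when any 1 of the 6 libraries compared was left out, with adjusted p from 0.0532 to 0.132 for ABCG34.m01, from 0.0527 to 0.131 for .m02 and from 0.062 to 0.193 for ABCG29. The spread in these tests is shared over all groups, so it includes the 2 libraries at 10 HAT whose line is in doubt. All 3 calls were kept without those 2 libraries. The call of ABCB28 against J01-S was lost without Flur-R untreated replicate 2 (0.0656) or J01-S untreated replicate 1 (0.172). The paper looked at these genes because it had found different metabolism of fluroxypyr in Flur-R.

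**Figure D2:**
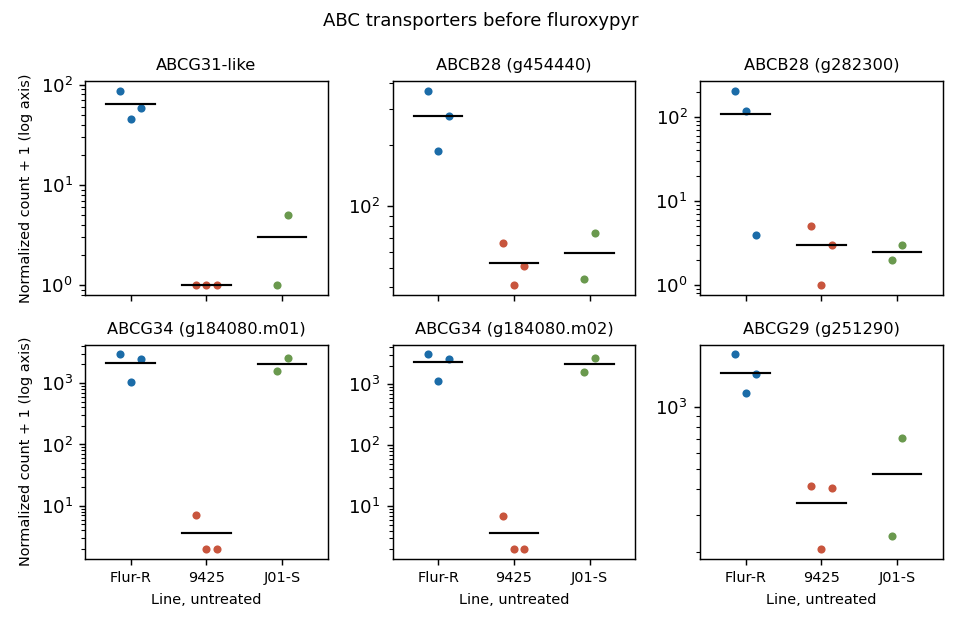
Points are the untreated libraries of Flur-R, 9425 and J01-S, on a log axis of the normalized count plus 1, and black bars are group means, for each of the 6 ABC transporter transcripts. ABCG31-like is listed at 0 in 9425, and the ABCG34 isoforms stand at about the same level in Flur-R and J01-S.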

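Against untreated 9425, 3 of the cytochrome P450 transcripts named for untreated Flur-R were higher, and against J01-S none passed the test. CYP90C1/D1 (Bs.00g245700.m01, chromosome 7, 5686356 to 5693819), a brassinosteroid synthesis enzyme, had 416 ± 147 normalized counts (SD, n = 3) in Flur-R, 114 ± 7.81 (n = 3) in 9425 and 175 ± 24.8 (n = 2) in J01-S. Ent-kaurene oxidase (Bs.00g184110.m01, contig unscaffolded1, 15923141 to 15926451), an enzyme of gibberellin synthesis, had 133 ± 63.2, 1.67 ± 2.08 and 55 ± 76.4. CYP71D10/11 (Bs.00g051830.m01, chromosome 8, 90990852 to 90992826) had 137 ± 92.7, 5 ± 8.66 and 61 ± 35.4. CYP82D47 (Bs.00g486870.m01, chromosome 6, 13160914 to 13162587) had 1847 ± 619.5 in Flur-R, 713 ± 829 in 9425 and 61 ± 39.6 in J01-S, and CYP96A15 (Bs.00g541440.m01, contig unscaffolded2, 16200502 to 16201774) had 232 ± 131, 10.3 ± 6.66 and 18.5 ± 26.2. Adjusted p-values against 9425 (limma, Benjamini-Hochberg) were 0.0027 for CYP90C1/D1 (log2 fold change 1.80), 0.0364 for ent-kaurene oxidase (5.86), 0.0337 for CYP71D10/11 (5.50), 0.612 for CYP82D47 and 0.174 for CYP96A15 (0.0411 with 8 in place of 1 added to the counts). Against J01-S they were 0.101, 0.512, 0.893, 0.28 and 0.243 in the same order. The spread is shared over all groups, so a wide spread in 1 group, as for CYP82D47 in 9425 (713 ± 829), widens every test. A missing call therefore does not show equal levels. Leaving out any 1 of the 6 libraries ended the call of ent-kaurene oxidase against 9425 (adjusted p from 0.053 to 0.176), and that of CYP71D10/11 was lost without 9425 untreated replicate 2 (0.148) or 3 (0.121) or Flur-R untreated replicate 2 (0.182) or 3 (0.0784). Both calls were kept without the 2 libraries at 10 HAT whose line is in doubt. Of a list of 12 cytochrome P450s described in the paper's tables, which leaves out ent-kaurene oxidase, 5 were higher in Flur-R than in 9425 and none was lower (6 higher when adjusted over the list alone). The list moved upward in camera, at an adjusted p of 1.5e-05 and 0.00966 with an estimated correlation. Against J01-S none was called (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.544), with a median log2 fold change of -0.93 and a mean of 0.23. The study chose this list on these samples, so it is not independent evidence.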

There were five CYP450 annotated genes between two families, the CYP71 family (*CYP82D47* [*Bs.00 g486870.m01*], *CYP96A15* [*Bs.00 g541440.m01*], *CYP71D10/11* [*Bs.00 g051830.m01*], Ent‐kaurene oxidase [*Bs.00 g184110.m01*],) and the CYP85 family (*CYP90C1/D1* [*Bs.00 g245700.m01*]). Several types of glucosyltransferases were expressed, such as UDP‐glucosyltransferase 73B2 (*Bs.00 g142060.m01*), two isoforms of UDP‐glucuronosyl/UDP‐glucosyltransferase 89A2‐like (*Bs.00 g480980.m01, Bs.00 g480980.m02*), and UDP‐glycosyltransferase 87A1 (*Bs.00 g061050.m01*) (Table 2).

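Among the glucosyltransferases, which join sugars to small molecules, UDP-glucosyltransferase 89A2-like was the only gene that passed the test with all libraries and no block, and against 9425 alone. Its isoform Bs.00g480980.m01 (chromosome 6, 6816831 to 6822373) had 510 ± 336 normalized counts (SD, n = 3) in untreated Flur-R, 14 ± 7.21 (n = 3) in 9425 and 63 ± 12.7 (n = 2) in J01-S, and Bs.00g480980.m03, which shares its reads, had 538 ± 353, 15 ± 7.94 and 66.5 ± 12. Bs.00g480980.m02 was not analysed here. UDP-glucosyltransferase 73B2 (Bs.00g142060.m01, chromosome 1, 18376469 to 18386330) had 37.3 ± 8.08 in Flur-R, was listed at 0 in 9425 and had 6 ± 8.49 in J01-S. UDP-glycosyltransferase 87A1 (Bs.00g061050.m01, chromosome 4, 1850191 to 1854866) had 6019 ± 2357, 1187 ± 887 and 2716 ± 2373. Against 9425, the 89A2-like isoforms differed by 5.04 (limma, Benjamini-Hochberg adjusted p = 0.0106) and 5.04 (adjusted p = 0.0123) on the log2 scale, and 87A1 by 2.50 (adjusted p = 0.056). The adjusted p of 87A1 was 0.0485 without the 2 libraries whose line is in doubt and 0.0414 without 9425 untreated replicate 3. With the plant number as a block it was 0.0435, but that block pairs different plants of the lines. The adjusted p of 73B2 was 0.156, with a spread shared over all groups, which does not show that its levels were equal. Against J01-S the adjusted p-values were 0.342 and 0.355 for the 89A2-like isoforms, 0.594 for 73B2 and 0.523 for 87A1. The calls of the isoforms .m01 and .m03 were lost without 9425 untreated replicate 1 (0.0507 and 0.0572) or Flur-R untreated replicate 2 (0.0857 and 0.0947). The paper's tables describe 6 glucosyltransferase transcripts of 5 genes. As a list they were higher in Flur-R than in 9425 (2 higher, the isoforms .m01 and .m03 of the 1 gene, and none lower; 4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0076, 0.0363 with an estimated correlation and 0.0805 with the isoforms of a gene summed) and than in J01-S (none called over all transcripts or when adjusted over the list alone; camera adjusted p = 0.000614, 0.013 with an estimated correlation and 0.00255 with isoforms summed; median log2 fold change 2.11). The study chose these genes on the same samples, so the list is not independent evidence.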

**FIGURE 6:**
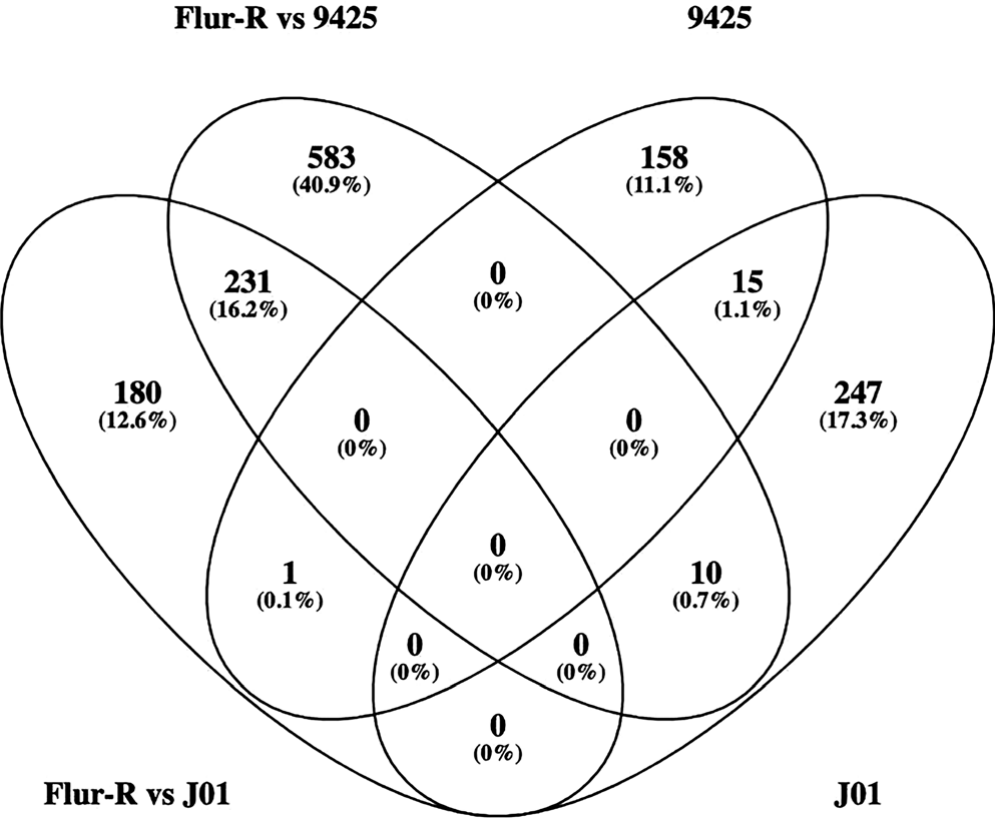
Venn diagram of upregulated genes between the untreated condition in Flur‐R compared to both untreated conditions in fluroxypyr susceptible lines 9,425‐S and J01‐S in DESeq2 (Flur‐R vs 9,425; Flur‐R vs J01). Genes upregulated in both 9,425‐S and J01‐S compared to Flur‐R in DESeq2 are represented by their singular line name in the diagram (J01, 9,425). Overlapping ovals represent genes that are commonly expressed at the untreated condition between comparisons.

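In the untreated comparison with 9425, 758 transcripts were higher in Flur-R and 199 lower, and in that with J01-S, 305 were higher and 289 lower. Of the higher transcripts, 578 were called against 9425 only and 125 against J01-S only. Transcripts of 1 stretch of chromosome 3 were among the largest differences from 9425: cytochrome P450 90A1, an enzyme of brassinosteroid synthesis, had 1166 ± 361 normalized counts (SD, n = 3) in Flur-R for Bs.00g205780.m01 (chromosome 3, 35485782 to 35500266) and 868 ± 304 for Bs.00g205800.m01 (chromosome 3, 35511173 to 35548924), and both were listed at 0 in untreated 9425. The cytochrome P450 Bs.00g206320.m01 (chromosome 3, 37079544 to 37083261) had 10980 ± 6011 in Flur-R and 0.667 ± 1.16 in 9425 (n = 3). Adjusted p-values against 9425 were 2.01e-05, 6.09e-05 and 0.000134 with limma and Benjamini-Hochberg adjustment. In J01-S (n = 2) the 3 transcripts had 2316 ± 456, 1809 ± 4.24 and 20967 ± 1894, with adjusted p-values of 0.854, 0.838 and 0.902 for the difference from Flur-R. Single libraries moved these counts. The 758 became 224 without Flur-R untreated replicate 2, 459 without Flur-R untreated replicate 4, 383 without 9425 untreated replicate 2 and 460 without 9425 untreated replicate 3, and the 199 became 51 without the first of these and 102 and 111 without those 9425 replicates. The 305 became 134 without Flur-R untreated replicate 2 and 122 without J01-S untreated replicate 1, and the 289 became 148 and 71 without these libraries, 173 without Flur-R untreated replicate 3 and 186 without J01-S untreated replicate 4. Without the 2 libraries at 10 HAT whose line is in doubt, which leaves the untreated groups as they are and changes the spread, 1155 were higher and 378 lower than in 9425 and 465 were higher than in J01-S.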

**TABLE 2:** Genes with higher expression at the untreated timepoint in kochia ( *Bassia scoparia* ) line Flur‐R compared to 9,425 and J01‐S lines at the untreated timepoint. Raw normalized counts and Log2 fold change for highly expressed ABC transporters, UDP glucosyltransferases, and cytochrome P450 monooxygenases in the fluroxypyr‐resistant population Flur‐R compared to either susceptible population 9,425 or J01‐S. Genes that are higher expressed in Flur‐R compared to both susceptible populations and are denoted with † and represented with the normalized count and fold change comparison to 9,425. Log2 fold change was calculated in DESeq2, log2 fold change standard error, and adjusted *p*‐value were also calculated in DESeq2. The Wald‐test obtained *p*‐values were adjusted using the Benjamini‐Hochberg method. The FDR was < .05.

Gene ID	Mean of normalized counts		Fold change	Log2 fold change ( ±SE)	*p*‐value (adjusted)	Gene description
	Flur‐R	9,425				
Bs.00 g184080.m02	2,258	3	753	9.70 (.75)	1.85E‐32	ABC‐G 34 isoform 2
Bs.00 g184080.m01	2,147	3	716	9.63 (.75)	9.86E‐32	ABC‐G 34 isoform 1
Bs.00 g217020.m01 †	63	0	63	8.98 (2.85)	1.31E‐06	ABC‐G 31‐like
Bs.00 g142060.m01	38	0	38	8.02 (2.81)	6.52E‐05	UDP‐glucosyltransferase 73B2 related
Bs.00 g184110.m01	133	2	67	6.24 (.96)	3.59E‐08	CYP701 subfamily (Ent‐ Kaurene oxidase)
Bs.00 g282300.m01 †	108	6	18	5.18 (1.47)	.0028	ABC‐G 28‐like
Bs.00 g480980.m01 †	510	14	36	5.01 (.63)	2.11E‐11	UDP‐glucuronosyl/UDP‐glucosyltransferase 89A2‐like
Bs.00 g480980.m03 †	538	15	36	4.99 (.63)	2.72E‐11	UDP‐glucuronosyl/UDP‐glucosyltransferase 89A2‐like
Bs.00 g541440.m01	232	10	23	4.21 (.72)	2.00E‐06	CYP96A15
Bs.00 g051830.m01	233	5	47	4.03 (1.48)	.0231	CYP71D10/11
Bs.00 g454440.m01 †	276	52	5	2.28 (.44)	.0003	Putative ABC‐B 28‐like
Bs.00 g061050.m01	6,018	1,187	5	2.08 (.59)	.027	UDP‐glycosyltransferase 87A1 related
Bs.00 g251290.m01	1,462	341	4	1.98 (.38)	.0008	ABC‐G 29‐like
Bs.00 g245700.m01	417	114	4	1.72 (.40)	.0113	CYP90C1/D1 (3‐Epi‐6‐Deoxocathasterone 23‐monooxygenase)

	Flur‐R	J01‐S				
Bs.00 g486870.m01	1847	61	31	4.85 (.55)	1.29E‐13	CYP82D47‐like
Bs.00 g142720.m01	8,246	3,606	2	1.17 (.15)	.0001	7‐deoxyloganetin glucosyltransferase‐like 85A23

When analyzing the treated timepoints within Flur‐R, J01‐S, and 9,425, 188 (3 h after treatment [HAT] vs untreated) and 300 genes (10 HAT vs untreated) were upregulated in response to fluroxypyr treatment in all three lines (Figure 7a,b). Of those shared upregulated genes, auxin‐responsive genes encoding proteins such as GH3.2 (*Bs.00 g477580.m01*), Ethylene responsive transcription factors, Small auxin‐up RNAs (SAURs), Aux/IAAs, and ACS (*Bs.00 g478760.m01*) were among them, indicating that all three kochia lines perceived fluroxypyr and had transcriptional activation of these auxin‐responsive genes following fluroxypyr treatment (Figure S2). 

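After fluroxypyr, 569 transcripts rose in all 3 lines at 3 HAT and 991 at 10 HAT. The largest rise at 10 HAT in Flur-R was that of a precursor of the signalling peptides CEP13 and CEP14 (Bs.00g016210.m01, chromosome 8, 20258286 to 20258640), which went from 0.667 ± 0.577 normalized counts (SD, n = 3) before treatment to 607 ± 244 at 3 HAT (n = 3) and 2485 ± 697 at 10 HAT (n = 4). In 9425 it went from 1.67 ± 0.577 to 419 ± 420.4 and 1676 ± 626, and in J01-S from 2.5 ± 3.54 to 589 ± 148 and 1874 ± 707. At 10 HAT the log2 fold changes were 10.58 in Flur-R (limma, Benjamini-Hochberg adjusted p = 1.1e-09), 9.24 in 9425 (adjusted p = 1.97e-09) and 9.52 in J01-S (adjusted p = 8.78e-08). A dehydration-responsive element-binding protein 1A-related transcript (Bs.00g419000.m01, chromosome 5, 114437051 to 114437728), of a family of cold and drought regulators, rose at 3 HAT in Flur-R, from 3.67 ± 4.04 to 1779 ± 1028 (adjusted p = 2.07e-05), and in J01-S, from a listed 0 to 762 ± 145 (adjusted p = 0.00016). In 9425 it had 5.67 ± 3.79 and 96 ± 85 (adjusted p = 0.0729). By line, 1390 transcripts rose at 3 HAT and 2228 at 10 HAT in Flur-R, 1151 and 3309 in 9425, and 1237 and 2030 in J01-S. Independent lists of these sizes would share 2.33 transcripts at 3 HAT and 17.6 at 10 HAT. With the plant as a replicate block, 2195, 1823 and 2182 rose at 3 HAT in Flur-R, 9425 and J01-S and 918 in all 3 lines. The same plants were sampled before and after treatment, but not every plant has a library at each time. Plants with libraries both untreated and at 3 HAT were 2, 3 and 4 in Flur-R, 2 and 3 in 9425 and 1 and 4 in J01-S. Without the 2 libraries whose line is in doubt, 926 rose at 10 HAT in all 3 lines. The count shared at 3 HAT was 295 without 9425 3 HAT replicate 3, 308 without J01-S untreated replicate 4 and 269 without J01-S 3 HAT replicate 1, and that at 10 HAT was 574 and 612 without J01-S untreated replicates 1 and 4. In Flur-R, 891 rose at 3 HAT without untreated replicate 3. In 9425, 761 rose at 3 HAT without untreated replicate 2 and 442 without 3 HAT replicate 3. In J01-S, 776 and 498 rose at 3 HAT without untreated replicates 1 and 4, 404 without 3 HAT replicate 1, and 810 at 10 HAT without untreated replicate 1.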

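GH3.2, ACS and 3 Aux/IAA transcripts rose in all 3 lines at both times. GH3.2 (Bs.00g477580.m01, chromosome 6, 3114613 to 3118346), which joins amino acids to auxin and so inactivates it, went in Flur-R from 67.3 ± 17.2 normalized counts (SD, n = 3) to 12615 ± 9197 at 3 HAT (n = 3) and 29708 ± 11660 at 10 HAT (n = 4). In 9425 it went from 92 ± 105 to 13976 ± 5183 and 39708 ± 19330, and in J01-S from 279 ± 260.2 (n = 2) to 26190 ± 15190 (n = 2) and 45370 ± 1459 (n = 3). ACS (Bs.00g478760.m01, chromosome 6, 4394631 to 4404814), the enzyme that makes the precursor of ethylene, went from 1.33 ± 2.31 to 517 ± 339 and 930.25 ± 466 in Flur-R, from 7 ± 2.65 to 583 ± 496 and 665 ± 312 in 9425 and from 1.5 ± 2.12 to 345 ± 49.5 and 793 ± 379 in J01-S. At 10 HAT, GH3.2 rose by 8.71, 9.26 and 7.75 on the log2 scale in Flur-R, 9425 and J01-S (limma, Benjamini-Hochberg adjusted p = 8.39e-09, 3.71e-09 and 1.02e-06), and ACS by 8.97, 6.31 and 8.48 (adjusted p = 9.84e-09, 8.57e-07 and 6.34e-07). At 3 HAT the adjusted p of GH3.2 was 1.33e-06, 1.38e-06 and 6.88e-05, and that of ACS 7.7e-07, 4.35e-05 and 4.17e-05. All 3 Aux/IAA transcripts described in the paper's tables, repressors of auxin signalling that auxin itself induces, rose in every line at both times. IAA15 (Bs.00g301680.m01, chromosome 9, 5126719 to 5127795) had 1427 ± 504, 23625 ± 5491 and 19852 ± 1106 in Flur-R before treatment, at 3 HAT and at 10 HAT (adjusted p = 1.74e-08 and 1.81e-09), and IAA29 (Bs.00g048560.m01, chromosome 8, 87090874 to 87092782) had 977 ± 598, 11264 ± 1582 and 22061 ± 4331 (adjusted p = 7.7e-07 and 3.05e-09). None of these GH3.2, ACS and Aux/IAA responses was called different between Flur-R and a susceptible line (lowest adjusted p = 0.572, for ACS at 10 HAT against 9425). The study chose these genes on the same samples, so their direction is not independent evidence. SAURs were not analysed here. The paper takes the induction of these genes as a sign that all 3 lines perceived fluroxypyr.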

The Ethylene responsive transcription factors, *GH3*, and *ACS* were in the top 20 genes with the highest fold change through the 3 HAT vs untreated and 10 HAT vs untreated timepoints in Flur‐R, J01‐S, and 9,425 (Tables 3, 4, and 5). 

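Ranked by log2 fold change among the 29165 tested transcripts, GH3.2 stood at 6 and 3 in Flur-R at 3 and 10 HAT, at 1 and 2 in 9425 and at 27 and 7 in J01-S. ACS stood at 3 and 2 in Flur-R, 12 and 30 in 9425 and 15 and 5 in J01-S. Of the 4 transcription factors that the paper's tables describe as ethylene-responsive or as AP2/ERF, 3 rose in all 3 lines at 3 HAT. ERF13 (Bs.00g370370.m01, chromosome 5, 18531552 to 18534818) went in Flur-R from 3 ± 3 normalized counts (SD, n = 3) to 95.3 ± 38.2 (n = 3) and 495 ± 170.4 (n = 4), and ranked 70 at 3 HAT and 8 at 10 HAT. It rose in each line at both times, with adjusted p-values (limma, Benjamini-Hochberg) of 0.00177 and 4.67e-06 in Flur-R, 0.0332 and 1.85e-05 in 9425 and 0.00577 and 0.000502 in J01-S. ERF/PTI6 (Bs.00g304090.m01, chromosome 9, 7315292 to 7315902) went in Flur-R from 256 ± 215 to 1499.7 ± 1305 and 4232 ± 2193 and rose in all 3 lines at both times as well (highest adjusted p = 0.00961, in J01-S at 3 HAT). Another factor (Bs.00g418990.m01, chromosome 5, 114422106 to 114422699) was raised at 3 HAT, to 1534 ± 548 in Flur-R (rank 30), 162 ± 128 in 9425 and 1055 ± 409 in J01-S (adjusted p = 1.1e-05, 0.00721 and 0.000157). At 10 HAT it passed the test in no line, with 70 ± 26.3, 39.3 ± 27.5 and 89.3 ± 39.3 and adjusted p-values of 0.281, 0.331 and 0.0589. The fourth factor, Bs.00g419000.m01, ranked 1 in Flur-R at 3 HAT and 2 in J01-S. The paper's tables describe it as AP2/ERF and as dehydration-responsive element-binding protein 1A-related, not as ethylene-responsive. The study chose these factors on the same samples, so their direction is not independent evidence.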

Two isoforms of the IAA cellular transporter PIN were upregulated in 9425 at 10 HAT (*Bs.00 g190770.m01* and *Bs.00 g190770.m02*), but the response in Flur‐R and J01‐S did not meet the differential expression filtering criteria and therefore the response was not statistically different following fluroxypyr treatment (Figure 8). 

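Both PIN isoforms, which carry auxin out of cells, rose at 10 HAT in all 3 lines. Isoform Bs.00g190770.m01 (contig unscaffolded1, 40437865 to 40443486) went in 9425 from 9799 ± 912 normalized counts (SD, n = 3) to 24765 ± 6382 at 3 HAT (n = 3) and 30391 ± 7556 at 10 HAT (n = 4). In Flur-R it went from 12582 ± 3477 to 24994 ± 3266 and 29347 ± 6960, and in J01-S from 10343 ± 1025 (n = 2) to 13312 ± 1153 (n = 2) and 29563 ± 13380 (n = 3). Isoform Bs.00g190770.m02, which shares reads with it, reached 36053 ± 9416 at 10 HAT in 9425, 34666 ± 8301 in Flur-R and 34756 ± 15870 in J01-S. For .m01, limma gave log2 fold changes at 10 HAT of 1.60 in 9425 (adjusted p = 0.000198), 1.23 in Flur-R (adjusted p = 0.0029) and 1.41 in J01-S (adjusted p = 0.00546), and for .m02 adjusted p-values of 0.000216, 0.00363 and 0.00503. At 3 HAT the adjusted p of .m01 was 0.00901 in 9425, 0.0342 in Flur-R and 0.732 in J01-S. The response in Flur-R was not called different from that in either susceptible line at 3 or 10 HAT (lowest adjusted p = 0.908, for .m02). The J01-S call at 10 HAT was lost with the plant as a block (adjusted p = 0.356 and 0.353 for .m01 and .m02) and without J01-S untreated replicate 1 (0.0735 and 0.0679), and the 9425 call at 3 HAT without 9425 3 HAT replicate 3 (0.0612 and 0.0623). The blocked J01-S value rests on the only J01-S plant sampled both untreated and at 10 HAT. The Flur-R call at 3 HAT was lost without Flur-R 3 HAT replicate 2 (0.0803 and 0.0842) or 3 (0.125 and 0.132), without Flur-R untreated replicate 3 (0.0741 and 0.0831) or 4 (0.181 and 0.185) and, for .m02, without Flur-R 3 HAT replicate 4 (0.0535).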

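In Flur-R, 397 transcripts rose at 3 HAT and 568 at 10 HAT that were called in neither susceptible line. Of these, 342 and 474 moved in the same direction as in Flur-R in both susceptible lines. Only 1 of the 397, Bs.00g116580.m01, and none of the 568, had a response that was itself called different from that of 9425, and none of either differed from that of J01-S. Over all transcripts, the response differed between Flur-R and 9425 for 9 transcripts at 3 HAT and 11 at 10 HAT, and between Flur-R and J01-S for 0 and 3 (limma, Benjamini-Hochberg; unadjusted p under 0.05 for 781, 2076, 505 and 1497). Bs.00g127780.m01 (chromosome 1, 1850346 to 1862083), for which the sources used here give no function, was, like Bs.00g116580.m01, picked from these after its values were seen. It had 9179 ± 2139 normalized counts (SD, n = 3) in untreated Flur-R and 11196 ± 4658 at 10 HAT (n = 4), against 4774 ± 916 and 597 ± 81.4 in 9425 and 4751 ± 669 and 464 ± 341 in J01-S. The difference in response at 10 HAT was 3.20 on the log2 scale against 9425 (adjusted p = 0.0204) and 3.80 against J01-S (adjusted p = 0.0128). With the plant as a replicate block, 631 rose in Flur-R and in neither susceptible line at 3 HAT, and the responses that differed from 9425 numbered 0 at 3 HAT and 65 at 10 HAT (53 and 145 with the plant as a random effect, 9 and 0 with a filter at 50). The 397 became 248, 207 and 243 without Flur-R untreated replicates 2, 3 and 4, 195 and 233 without Flur-R 3 HAT replicates 2 and 3, and 610 without J01-S 3 HAT replicate 1. The 568 became 274 without Flur-R untreated replicate 4 and 333 and 305 without Flur-R 10 HAT replicates 1 and 2. The responses that differed are few and moved with single libraries: against 9425 from 0 (without 9425 3 HAT replicate 2 or 4, Flur-R untreated replicate 4 or Flur-R 3 HAT replicate 2) to 19 (without 9425 3 HAT replicate 3) at 3 HAT and from 0 (without 9425 untreated replicate 1 or 3 or Flur-R untreated replicate 2) to 24 (without Flur-R 10 HAT replicate 1) at 10 HAT, and against J01-S at 10 HAT from 0 (without J01-S untreated replicate 1) to 97 (without J01-S 10 HAT replicate 4). The call of Bs.00g127780.m01 against 9425 was lost with a filter at 50 (0.0884) and without 9425 untreated replicate 1 (0.0966) or 3 (0.11), 9425 10 HAT replicate 1 (0.0577) or 3 (0.0542), Flur-R untreated replicate 2 (0.0671) or 3 (0.062) or Flur-R 10 HAT replicate 2 (0.0674), and that against J01-S with only the groups compared in the fit (0.79), without the 2 libraries at 10 HAT whose line is in doubt (0.111) and without Flur-R untreated replicate 3 (0.0668), J01-S untreated replicate 1 (0.141) or 4 (0.0816) or J01-S 10 HAT replicate 3 (0.0656).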

Within the Flur‐R line at 3 HAT vs untreated, there were 278 uniquely upregulated genes and 303 at 10 HAT vs untreated (Figure 7a,b). Some unique auxin‐induced genes such as *SAURs* and *ARF11* were upregulated in Flur‐R, but six additional ABC transporters of class G, two ABC transporters of class C, one ABC transporter of class A, six additional UDP‐glucosyltransferases (GTs), and three sugar transporters were upregulated following fluroxypyr treatment (expression data not shown). 

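Of the ABC transporters described in the paper's tables of induced genes, both ABCG40 genes rose in all 3 lines at both times. ABCG40, known in Arabidopsis as an importer of abscisic acid, went for Bs.00g301780.m01 (chromosome 9, 5215174 to 5222335) from 650.33 ± 127 normalized counts (SD, n = 3) to 24203 ± 11750 at 3 HAT (n = 3) and 5482 ± 2944 at 10 HAT (n = 4) in Flur-R. At 3 HAT it had 4539 ± 608 in 9425 and 12514 ± 9788 in J01-S. Its neighbour Bs.00g301770.m01 (chromosome 9, 5201845 to 5209278) went from 65.3 ± 18.8 to 2253 ± 1111 and 468 ± 214 in Flur-R. Adjusted p-values of Bs.00g301780.m01 (limma, Benjamini-Hochberg) were 8.8e-06 and 0.000428 in Flur-R, 0.00075 and 0.000658 in 9425 and 0.00109 and 0.00818 in J01-S. The glucosyltransferase 85A23 (Bs.00g142720.m01, chromosome 1, 19040650 to 19047143) rose at 3 HAT in all 3 lines, from 8246 ± 644 to 29560 ± 5458 in Flur-R, from 9793 ± 479.6 to 27072 ± 4152 in 9425 and from 3606 ± 79.9 to 14750 ± 11020 in J01-S (adjusted p = 0.00434, 0.025 and 0.0239). Of the 6 glucosyltransferase transcripts of the paper's tables, 1 was higher and 1 lower in Flur-R at 3 HAT (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.474), and 3 were lower at 10 HAT, over all transcripts and when adjusted over the list alone (camera adjusted p = 0.0227, 0.0705 with an estimated correlation and 0.0901 with the isoforms of a gene summed). The study chose this list on these samples, so it is not independent evidence. The 85A23 call in 9425 was lost without 9425 3 HAT replicate 2 (0.0535) or 3 (0.124) or 9425 untreated replicate 1 (0.0635), 2 (0.0686) or 3 (0.0595), and that in J01-S without J01-S 3 HAT replicate 1 (0.407) or J01-S untreated replicate 1 (0.1) or 4 (0.128).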

CYP450s *CYP81B2* (*Bs.00 g431990.m01*), *CYP82D47*, and *CYP71A9* (*Bs.00 g241110.m01*) were induced by fluroxypyr treatment, as well as four Glutathione s‐transferases (GSTs) in Flur‐R at 3 and 10 HAT compared to the untreated timepoint.

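Of the 3 cytochrome P450s, enzymes that oxidize hormones and herbicides, CYP81B2 rose in Flur-R at 10 HAT and the other 2 passed the test at neither time. CYP81B2 (Bs.00g431990.m01, chromosome 2, 9001309 to 9004180) went in Flur-R from 8.67 ± 2.08 normalized counts (SD, n = 3) to 61.3 ± 26.7 at 3 HAT (n = 3) and 398 ± 296 at 10 HAT (n = 4). It rose in 9425 as well, to 375 ± 548 (n = 4), and had 43.3 ± 37.9 in J01-S (n = 3). CYP82D47 had 2316 ± 988 and 2749.8 ± 926 in Flur-R at 3 and 10 HAT. CYP71A9 (Bs.00g241110.m01, chromosome 7, 1662385 to 1664626) had 146 ± 124 before treatment, 642 ± 412 at 3 HAT and 299 ± 219.6 at 10 HAT in Flur-R. The adjusted p of CYP81B2 (limma, Benjamini-Hochberg) was 0.171 at 3 HAT and 0.00114 at 10 HAT in Flur-R (log2 fold change 5.15), 0.000202 at 10 HAT in 9425 and 0.155 in J01-S. At 10 HAT replicate 3 stood apart, with 837 against 207 to 313 in Flur-R and 1197 against 79 to 118 in 9425. This 9425 library is 1 of the 2 whose line is in doubt, and the J01-S mean at 10 HAT includes the other. The levels of CYP81B2 in 9425 and J01-S at 10 HAT are therefore uncertain. For CYP82D47 in Flur-R the adjusted p was 1 and 0.924, and for CYP71A9 0.0836 and 0.34, with 0.0416 at 3 HAT without Flur-R 3 HAT replicate 2 and 0.0402 without Flur-R untreated replicate 4. On the list of 12 cytochrome P450s described in the paper's tables, which leaves out ent-kaurene oxidase, 2 rose and 2 fell in Flur-R at 3 HAT. At 10 HAT 3 rose and 5 fell. Adjusted over the list alone, 2 were higher and 3 lower at 3 HAT, and 3 higher and 5 lower at 10 HAT. Camera gave the list adjusted p = 0.474 and 0.456. The study chose these genes on these samples, so the list is not independent evidence. A member that rose in each line at both times was cytochrome P450 734A1 (Bs.00g050510.m01, chromosome 8, 89451939 to 89456476), which inactivates brassinosteroids, from 165 ± 125 to 1222 ± 410.1 and 1198 ± 142 in Flur-R (adjusted p = 4.72e-05 and 5.7e-06). Glutathione S-transferases were not analysed here.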

**FIGURE 7:**
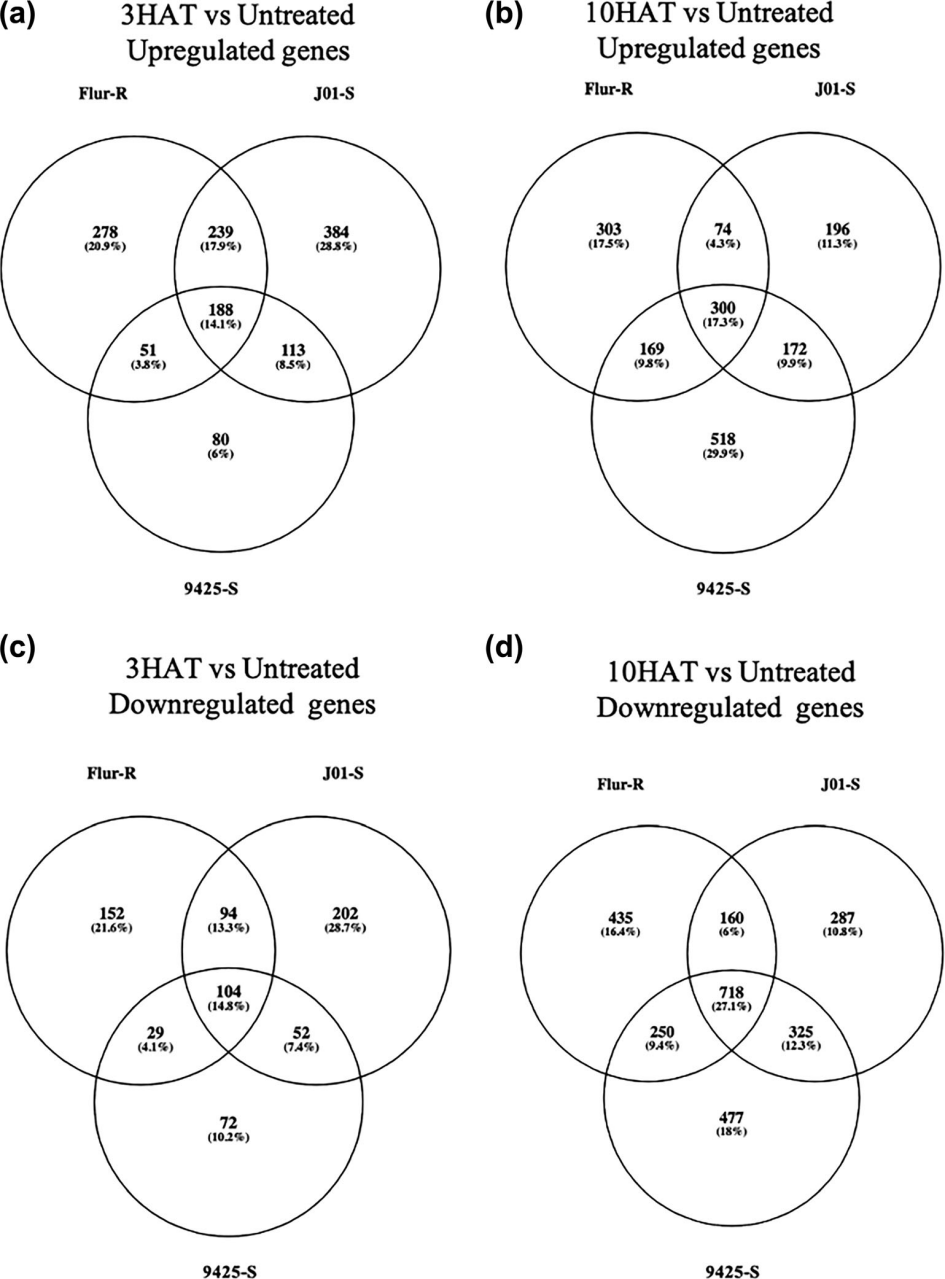
Number of transcripts that were either up or downregulated between the untreated condition and either 3 or 10 h after treatment (HAT) with fluroxypyr in fluroxypyr‐resistant line Flur‐R and susceptible lines 9,425 and J01‐S. (a) Shared and uniquely upregulated genes at 3 HAT among and between all three lines. (b) Shared and uniquely upregulated genes at 10 HAT among and between all three lines. (c) Shared and uniquely downregulated genes at 3 HAT among and between all three lines. (d) Shared and uniquely downregulated genes at 10 HAT among and between all three lines.

**TABLE 3:** Top 20 upregulated genes in fluroxypyr‐resistant kochia ( *Bassia scoparia* ) line Flur‐R at 3 h after treatment (HAT) and 10 HAT compared to the untreated timepoint. fold change was calculated using the mean of normalized counts, which was produced using the DESeq2 package in R. Log2 fold change was calculated in DESeq2, log2 fold change standard error and adjusted *p*‐value were also calculated in DESeq2. The Wald‐test obtained *p*‐values were adjusted using the Benjamini‐Hochberg method. The FDR was < .05.

Gene ID	Mean of normalized counts		Fold change	Log2 fold change ( ±SE)	*p*‐value	Gene description
	Flur‐R untreated	Flur‐R 3HAT				
Bs.00 g016210.m01^j^, ^†^	.71	607	855	5.30 (.39)	1.59E‐14	Precursor of CEP13/CEP14
Bs.00 g306100.m01	8	383	48	4.79 (.33)	2.84E‐28	Transcription factor, MADS‐box
Bs.00 g477580.m01^c^, ^†^				4.63 (.40)	1.22E‐35	GH3 family protein
Bs.00 g523550.m01	20	1,131	57	4.57 (.380	8.34E‐24	Reverse transcriptase zinc‐binding domain
Bs.00 g418990.m01	34	1,534	45	4.48 (.37)	3.11E‐23	Ethylene‐responsive transcription factor
Bs.00 g010340.m01	1,187	24,154	20	4.43 (.28)	3.94E‐42	Membrane attack complex component/perforin (MACPF) domain
Bs.00 g435130.m01	34	1,425	42	4.11 (.39)	2.77E‐19	Proton‐dependent oligopeptide transporter family
Bs.00 g315820.m01	242	7,163	30	4.03 (.37)	2.01E‐18	Amino acid transporter
Bs.00 g520970.m01	4	791	198	3.98 (.47)	3.34E‐13	Uncharacterized protein
Bs.00 g419000.m01^a^	4	1779	445	3.99 (.49)	3.20E‐11	Dehydration‐responsive element‐binding protein 1A‐related
Bs.00 g315840.m01	184	5,117	28	3.92 (.38)	1.28E‐16	Amino acid transporter
Bs.00 g301780.m01	650	24,203	37	3.90 (.40)	2.28E‐17	ABC transporter G family member 40
Bs.00 g087440.m01	17	547	32	3.88 (.40)	5.86E‐14	Amino acid transporter
Bs.00 g181270.m02^a^	150	5,353	36	3.87 (.42)	4.17E‐14	Protein NLP6‐related
Bs.00 g257560.m01	1	330	330	3.85 (.45)	3.93E‐11	C2 domain (calcium/lipid‐binding domain, Calb)
Bs.00 g200680.m01	1	80	80	3.85 (.42)	2.58E‐07	Uncharacterized protein
Bs.00 g244620.m01	75	1873	25	3.85 (.34)	7.44E‐20	Uncharacterized protein
Bs.00 g301770.m01	65	2,253	35	3.82 (.40)	3.74E‐16	ABC transporter G family member 40
Bs.00 g428240.m01	3	126	42	3.78 (.42)	3.22E‐10	Extended Synaptotagmin‐related
Bs.00 g036810.m01	750	16,564	22	3.73 (.36)	1.72E‐17	Protein phosphatase 2C

	Flur‐R untreated	Flur‐R 10 HAT				
Bs.00 g016210.m01^j^, ^†^	.71	2,485	4,007	7.43 (.36)	9.28E‐23	Precursor of CEP13/CEP14
Bs.00 g477580.m01^c^, ^†^	67	29,708	443	6.01 (.41)	6.01E‐57	GH3
Bs.00 g239120.m01^k^	7	1,135	162	5.82 (.39)	1.82E‐33	Aquaporin transporter
Bs.00 g168520.m01^k^	35	3,260	93	5.25 (.35)	1.44E‐36	Cold regulated protein 27
Bs.00 g168520.m02^d^	37	3,298	89	5.41 (.38)	1.41E‐43	Cold regulated protein 27
Bs.00 g107600.m01	13	2,990	230	5.21 (.43)	7.35E‐34	Barwin‐like endoglucanases
Bs.00 g370370.m01	3	495	65	5.14 (.41)	1.50E‐22	Ethylene‐responsive transcription factor 13 related
Bs.00 g431740.m01	33	4,437	134	5.12 (.44)	2.94E‐27	Heme‐dependent peroxidases
Bs.00 g057300.m01	.34	142	418	5.06 (.49)	3.98E‐08	CYP71D10‐like
Bs.00 g217150.m01	6	1,485	248	4.92 (.44)	4.39E‐28	Bet v I/major latex protein
Bs.00 g122020.m01	42	16,883	393	4.88 (033)	2.86E‐36	Uncharacterized protein
Bs.00 g261130.m01	43	6,160	143	4.83 (.33)	1.71E‐23	Bet v I/major latex protein
Bs.00 g291860.m01	0	153	153	4.78 (.47)	7.06E‐11	Secoisolariciresinol dehydrogenase
Bs.00 g478760.m01^h^	1	930	930	4.48 (.46)	5.42E‐19	1‐Aminocyclopropane‐1‐carboxylate synthase 4 related
Bs.00 g282410.m01	6	730	122	4.43 (.45)	2.22E‐19	Cysteine‐rich repeat secretory protein 38
Bs.00 g056520.m01	532	16,588	31	4.39 (.33)	5.82E‐31	Alanine dehydrogenase/pyridine nucleotide transhydrogenase
Bs.00 g370420.m01	.37	76	205	4.35 (.45)	5.86E‐07	Uncharacterized protein
Bs.00 g422990.m01^d^	4,681	137,203	29	4.28 (.32)	4.34E‐32	4‐Hydroxyphenylpyruvate dioxygenase‐like
Bs.00 g020740.m01	5	709	142	4.27 (.48)	1.40E‐16	WRKY transcription factor
Bs.00 g148640.m01^m^	1,158	32,325	28	4.26 (.30)	7.67E‐36	2‐Oxoisovalerate dehydrogenase subunit alpha 2

^a^ Shared between J01‐S 3 HAT and Flur‐R 3 HAT top 20 upregulated genes.

^c^ Shared between 9,425‐S 10 HAT, J01‐S 10 HAT and Flur‐R 3/10 HAT top 20 upregulated genes.

^d^ Shared between J01‐S 10 HAT and Flur‐R 3 HAT upregulated top 20 upregulated genes.

^h^ Shared between 9,425‐S 3 HAT, Flur‐R 10 HAT, and J01‐S 10 HAT top 20 upregulated genes.

^j^ Shared between 9,425‐S 10 HAT, Flur‐R 3 HAT/10 HAT, and J02‐S 10 HAT top 20 upregulated genes.

^k^ Shared between 9,425‐S 10 HAT, Flur‐R 10 HAT, and J01‐S 10 HAT top 20 upregulated genes.

^m^ Shared between 9,425‐S 10 HAT and Flur‐R 10 HAT top 20 upregulated genes.

^†^ Shared between Flur‐R 3 HAT/10 HAT top 20 upregulated genes.

**TABLE 4:** Top 20 upregulated genes in fluroxypyr‐susceptible kochia ( *Bassia scoparia* ) line J01‐S at 3 h after treatment (HAT) and 10 HAT compared to the untreated timepoint. fold change was calculated using the mean of normalized counts which was produced using the DESeq2 package in R. Log2 fold change was calculated in DESeq2, log2 fold change standard error and adjusted *p*‐value were also calculated in DESeq2. The Wald‐test obtained *p*‐values were adjusted using the Benjamini‐Hochberg method. The FDR was <.05.

Gene ID	Mean of normalized counts		Fold change	Log2 fold change ( ±SE)	*p*‐value	Gene description
	J01‐S untreated	J01‐S 3 HAT				
Bs.00 g058350.m01	4	3,428	763	7.33 (.40)	2.01E‐40	NADH oxidoreductase‐related
Bs.00 g144030.m01	173	40,872	237	6.42 (.44)	1.39E‐37	Glycoside hydrolase, family 16
Bs.00 g487370.m01	3	694	247	5.84 (.46)	1.66E‐17	Alpha/Beta hydrolase fold
Bs.00 g397110.m01	0	494	494	5.46 (.51)	1.71E‐09	Zinc finger, RING/FYVE/PHD‐type
Bs.00 g435120.m01	31	2,720	87	5.44 (.37)	2.45E‐36	Proton‐dependent oligopeptide transporter family
Bs.00 g419000.m01^a^	0	762	762	5.43 (.53)	4.51E‐10	AP2/ERF
Bs.00 g122020.m01^†^	20	10,546	515	5.43 (.46)	4.17E‐37	Uncharacterized protein
Bs.00 g142660.m01	232	13,906	60	5.39 (.32)	6.56E‐47	Exordium‐like
Bs.00 g430680.m01	5	8,380	1847	5.38 (.53)	2.75E‐25	Protein phosphatase 2C family
Bs.00 g167370.m01	23	2,527	110	5.23 (.48)	2.31E‐18	Elo, fatty acid acyl transferase‐related
Bs.00 g058830.m01	337	54,400	162	5.20 (.50)	5.41E‐20	Harbinger transposase‐derived nuclease domain
Bs.00 g415260.m01	328	31,294	95	5.12 (.46)	4.78E‐21	WRKY domain
Bs.00 g361960.m01	24	1,628	67	4.96 (.43)	1.07E‐20	Gibberellin 2‐Beta‐dioxygenase 4
Bs.00 g428250.m02	34	5,275	154	4.87 (.52)	7.13E‐16	C2 domain (calcium/lipid‐binding domain, Calb)
Bs.00 g244130.m01	100	15,352	154	4.70 (.51)	3.15E‐17	Protein TIFY 11A‐related
Bs.00 g181270.m02^a^	74	6,520	88	4.65 (.49)	2.26E‐16	Uncharacterized protein
Bs.00 g428250.m01	34	4,864	142	4.64 (.53)	5.42E‐14	Extended Synaptotagmin‐related
Bs.00 g512260.m01^i^	552	20,157	37	4.63 (.42)	9.41E‐18	Glyoxalase/Fosfomycin resistance/dioxygenase domain
Bs.00 g228950.m01	2	333	207	4.56 (.55)	1.44E‐07	Dehydration‐responsive element‐binding protein 1a‐related
Bs.00 g481180.m01	11	762	70	4.55 (.46)	1.44E‐15	Malectin‐like carbohydrate‐binding domain

	J01‐S untreated	J01‐S 10 HAT				
Bs.00 g122020.m01^†^	20	13,981	683	6.76 (.41)	3.41E‐61	Uncharacterized protein
Bs.00 g016210.m01^j^	2	1874	811	6.29 (.43)	2.46E‐24	Precursor of CEP13/CEP14
Bs.00 g176460.m01	7	1,155	173	5.88 (.39)	3.91E‐32	At‐hook motif nuclear‐localized protein 27
Bs.00 g218880.m01	3	529	183	5.30 (.43)	3.47E‐17	D‐Arabinono‐1,4‐lactone oxidase
Bs.00 g168520.m01^k^	43	3,475	80	5.23 (.40)	6.91E‐31	Cold regulated protein 27
Bs.00 g168520.m02^k^	42	3,334	78.7	5.08 (.42)	1.54E‐27	Cold regulated protein 27
Bs.00 g176480.m01	1	295	511	5.07 (.46)	6.62E‐07	At‐hook motif nuclear‐localized protein 27
Bs.00 g239120.m01^k^	6	1,088	176	4.96 (.49)	3.49E‐18	Aquaporin Tip3–1‐related
Bs.00 g478760.m01^h^	2	793	457	4.70 (.49)	3.96E‐14	1‐Aminocyclopropane‐1‐carboxylate synthase 4‐related
Bs.00 g112620.m01	7	731	110	4.56 (.47)	8.44E‐17	Lipase/Lipooxygenase domain
Bs.00 g044610.m01^l^	263	9,925	37.7	4.54 (.35)	1.05E‐29	Uncharacterized protein
Bs.00 g304090.m01^g^	154	4,039	26.3	4.28 (.31)	7.03E‐32	AP2/ERF domain
Bs.00 g477580.m01^c^	279	45,370	162	4.28 (.50)	7.01E‐23	Indole‐3‐acetic acid‐Amido Synthetase GH3.2‐related
Bs.00 g112710.m01	416	34,778	83.5	4.24 (.48)	7.24E‐20	Lipoxygenase, C‐terminal
Bs.00 g275080.m01	2	376	228	4.23 (.48)	5.48E‐11	Heme‐dependent peroxidases
Bs.00 g364070.m01	380	9,639	25.4	4.22 (.36)	2.28E‐22	NAC domain‐containing protein 10‐related
Bs.00 g422990.m01^d^	3,600	120,541	33.5	4.15 (.40)	8.07E‐20	4‐Hydroxyphenylpyruvate dioxygenase
Bs.00 g359220.m02^n^	12	14,262	1,145	4.10 (.58)	4.71E‐22	Proteinase inhibitor I13
Bs.00 g520060.m01	448	8,022	17.9	3.93 (.24)	1.18E‐46	B‐box domain protein 26‐related
Bs.00 g058370.m01	1	152	131	3.92 (.47)	3.23E‐07	Metacaspase‐4‐related

^a^ Shared between J01‐S 3 HAT and Flur‐R 3 HAT top 20 upregulated genes.

^c^ Shared between 9,425‐S 10 HAT, J01‐S 10 HAT, and Flur‐R 3/10 HAT top 20 upregulated genes.

^d^ Shared between J01‐S 10 HAT and Flur‐R 10 HAT top 20 upregulated genes.

^g^ Shared between 9,425‐S 3 HAT and J01‐S 10 HAT top 20 upregulated genes.

^h^ Shared between 9,425‐S 3 HAT, Flur‐R10 HAT, and J01‐S 10 HAT top 20 upregulated genes.

^i^ Shared between J01‐S 3 HAT and 9,425‐S 3 HAT upregulated top 20.

^j^ Shared between 9,425‐S 10 HAT, Flur‐R 3/10 HAT, and J01‐S 3 HAT/10 HAT top 20 upregulated genes.

^k^ Shared between 9,425‐S 10 HAT, Flur‐R 10 HAT, and J01‐S 10 HAT top 20 upregulated genes.

^l^ Shared between 9,245‐S 3 HAT/10 HAT and J01‐S 10 HAT top 20 upregulated genes.

^n^ Shared between 9,425‐S 10 HAT and J01‐S 10 HAT top 20 upregulated genes.

^†^ Shared between J01‐S 3 HAT/10 HAT top 20 upregulated genes.

**TABLE 5:** Top 20 upregulated genes in fluroxypyr‐susceptible kochia ( *Bassia scoparia* ) line 9,425 at 3 h after treatment (HAT) and 10 HAT compared to the untreated timepoint. fold change was calculated using the mean of normalized counts which was produced using the DESeq2 package in R. Log2 fold change was calculated in DESeq2, log2 fold change standard error and adjusted *p*‐value were also calculated in DESeq2. The Wald‐test obtained *p*‐values were adjusted using the Benjamini‐Hochberg method. The FDR was <.05.

Gene ID	Mean of normalized counts		Fold change	Log2 fold change ( ±SE)	*p*‐value	Gene description
	9,425 untreated	9,425 3 HAT				
Bs.00 g044610.m01^l^ ^†^	188	9,324	50	4.69 (.32)	3.31E‐39	Uncharacterized protein
Bs.00 g301680.m01	973	17,616	18	3.73 (.27)	8.83E‐32	Auxin‐responsive protein IAA15
Bs.00 g174320.m01^†^	39	664	17	3.36 (.31)	6.95E‐19	Histidine kinase/HSP90‐like ATPase superfamily
Bs.00 g050510.m01	150	1971	13	3.36 (.26)	1.40E‐24	Cytochrome P450 734A1
Bs.00 g229060.m01	84	2,342	28	3.34 (.41)	1.90E‐11	Multi antimicrobial extrusion protein/protein detoxification 50
Bs.00 g107340.m01	474	5,929	13	3.34 .24)	5.55E‐30	Auxin‐responsive protein IAA1‐related
Bs.00 g293750.m01	16	283	18	3.32 (.34)	6.03E‐14	Uncharacterized protein
Bs.00 g478760.m01^h^	7	583	83	3.31 (.44)	3.80E‐13	1‐Aminocyclopropane‐1‐carboxylate synthase 4‐related
Bs.00 g506330.m01	49	1,128	23	3.27 (.41)	4.61E‐10	Chaperone J‐domain superfamily
Bs.00 g044350.m01	605	9,804	16	3.14 (.36)	7.06E‐12	Uncharacterized protein
Bs.00 g512260.m01^i^	100	4,635	46	3.13 (.47)	1.83E‐05	Lactoylglutathione Lyase glyoxalase I
Bs.00 g305330.m01	79	2,260	29	3.06 (.45)	5.39E‐07	Cytochrome P450 76c1‐related
Bs.00 g357520.m01	2	88	41	2.96 (.42)	2.21E‐07	Late embryogenesis abundant protein
Bs.00 g364640.m01	641	7,072	11	2.94 (.31)	4.70E‐13	Signal transduction response regulator, receiver domain
Bs.00 g304090.m01^g^	196	2097	11	2.91 (.30)	1.87E‐14	AP2/ERF transcription factor ERF/PTI6
Bs.00 g204690.m01	249	4,008	16	2.90 (.41)	1.21E‐07	Zinc finger, RING/FYVE/PHD‐type
Bs.00 g048560.m01	768	8,441	11	2.88 (.31)	4.70E‐13	Auxin‐responsive protein IAA29
Bs.00 g112660.m01	352	9,548	27	2.87 (.42)	7.59E‐10	Linoleate 9S‐lipoxygenase 5, Chloroplastic
Bs.00 g415260.m01	263	9,451	36	2.86 (.47)	3.22E‐06	WRKY transcription factor 46‐related
Bs.00 g290110.m01	336	3,706	11	2.85 (.35)	7.53E‐10	Uncharacterized protein

	9,425 untreated	9,425 10 HAT				
Bs.00 g427230.m01	28	5,143	183	6.20	1.09E‐37	Member of ‘GDXG’ family of Lipolytic enzymes
Bs.00 g168520.m01^k^	46	4,282	94	5.64	6.80E‐40	Cold regulated protein 27
Bs.00 g168520.m02^k^	53	4,276	81	5.44	1.36E‐35	Cold regulated protein 27
Bs.00 g174320.m01^†^	39	2,571	66	5.40	1.17E‐53	Histidine kinase/HSP90‐like ATPase superfamily
Bs.00 g044610.m01^l^, ^†^	188	10,766	57	5.07	3.35E‐49	Uncharacterized protein
Bs.00 g261820.m01	0	77	77	4.93	4.95E‐07	Pectin Lyase fold/virulence factor
Bs.00 g016210.m01^j^	2	1,675	988	4.87	9.19E‐22	Precursor of CEP13/CEP14
Bs.00 g413330.m01	620	71,783	116	4.85	4.01E‐22	Cystathionine gamma‐Lyase
Bs.00 g148640.m01^m^	660	27,633	42	4.71	1.26E‐34	2‐Oxoisovalerate dehydrogenase subunit alpha 2, mitochondrial
Bs.00 g305280.m01	0	52	52	4.65	1.41E‐05	Allergen V5/TPX‐1‐related, conserved site
Bs.00 g142300.m01	0	48	48	4.58	2.08E‐05	Pectin Lyase fold/virulence factor
Bs.00 g477660.m01	9	4,426	510	4.56	1.47E‐25	Gibberellin‐regulated GASA/GAST/SNAKIN family protein‐related
Bs.00 g359220.m02^n^	41	15,538	383	4.56	1.16E‐25	Proteinase inhibitor I13, potato inhibitor I superfamily
Bs.00 g239120.m01^k^	2	1,207	619	4.54	5.71E‐14	Aquaporin TIP3–1‐related
Bs.00 g208750.m01	287	11,553	40	4.52	1.72E‐25	CASP‐like protein 1E1‐related
Bs.00 g430360.m01	60	2,663	44	4.44	7.76E‐24	Protein early flowering 4
Bs.00 g100040.m01	3	789	228	4.43	5.81E‐09	Bet V I/major latex protein
Bs.00 g477580.m01^c^	92	39,708	431	4.41	8.98E‐30	Indole‐3‐acetic acid‐Amido Synthetase GH3.2‐related
Bs.00 g526000.m01	228	9,711	43	4.40	4.47E‐21	NAC domain
Bs.00 g447890.m01	0	73	73	4.36	6.43E‐07	Pectinesterase

^c^ Shared between 9,425‐S 10 HAT, J01‐S 10 HAT, and Flur‐R 3 HAT/10 HAT top 20 upregulated genes.

^g^ Shared between 9,425‐S 3 HAT and J01‐S 10 HAT top 20 upregulated genes.

^h^ Shared between 9,425‐S 3 HAT, Flur‐R 10 HAT, and J01‐S 10 HAT top 20 upregulated genes.

^I^ Shared between 9,425‐S 3 HAT and J01‐S 3 HAT top 20 upregulated genes.

^j^ Shared between 9,425‐S 10 HAT, Flur‐R 3 HAT/10 HAT, and J01‐S 3 HAT/10 HAT top 20 upregulated genes.

^k^ Shared between 9,425‐S 10 HAT, Flur‐R 10 HAT, and J01‐S 10 HAT top 20 upregulated genes.

^l^ Shared between 9,245‐S 3 HAT/10 HAT and J01‐S 10 HAT top 20 upregulated genes.

^m^ Shared between 9,425‐S 10 HAT and Flur‐R 10 HAT top 20 upregulated genes.

^n^ Shared between 9,425‐S 10 HAT and J01‐S 10 HAT top 20 upregulated genes.

^†^ Shared between 9,425‐S 3 HAT/10 HAT top 20 upregulated genes.

**FIGURE 8:**
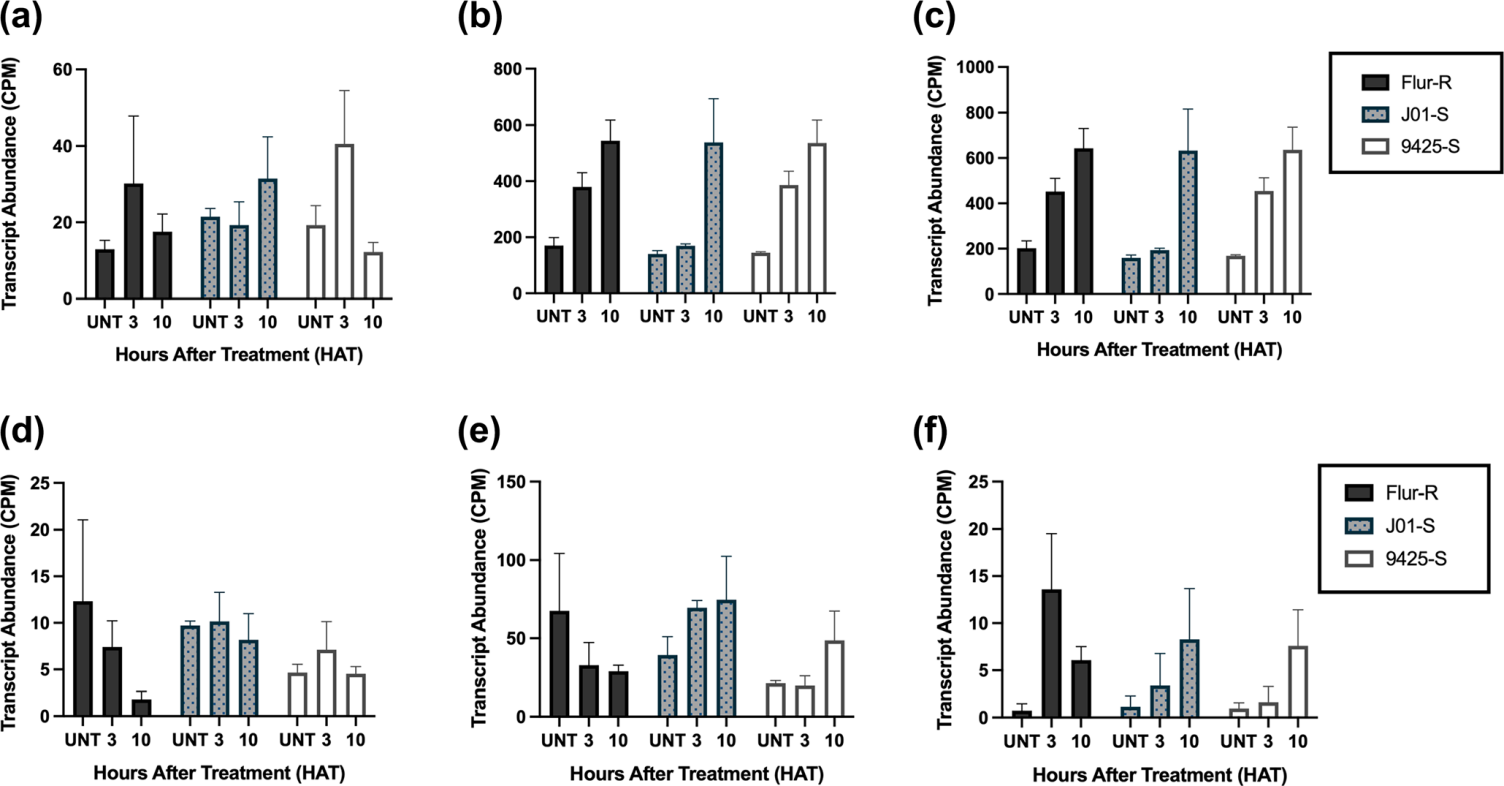
Expression profiles for auxin‐induced influx and efflux transporters and NCED in fluroxypyr‐resistant kochia ( *Bassia scoparia* ) Flur‐R, susceptible J01‐S, and susceptible 9,425 following differential expression analysis of RNA‐Seq data. (a) Auxin transporter‐like protein 2 (AUX1/LAX2/3) (Bs.00 g309300.m01). (b) Auxin efflux carrier component (Bs.00 g190770.m01). (c) Auxin efflux carrier component (Bs.00 g190770.m02). (d) NCED2 (Bs.00 g024060.m01) E. NCED2 (Bs.00 g059470.m01) F. NCED6 (Bs.00 g347670.m01). X‐axis treatments: untreated, 3 h after treatment (HAT), and 10 HAT grouped by kochia line. Normalized counts on the y‐axis were a result of the DESeq2 function and model fitting in R package “DESeq2”. Both isoforms of the auxin efflux carrier component were upregulated in response to fluroxypyr in the 9,425 line. There were no differences in expression for the AUX/LAX transporter. NCED6 was induced at both 3 HAT and 10 HAT in Flur‐R, while NCED2 was downregulated in Flur‐R.

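The AUX/LAX auxin influx carrier (Bs.00g309300.m01, chromosome 9, 14000441 to 14004932) passed the test in no line. In Flur-R it had 950 ± 256 normalized counts (SD, n = 3) before treatment, 1884 ± 1805 at 3 HAT (n = 3) and 940.25 ± 493 at 10 HAT (n = 4). In 9425 it had 1270 ± 437, 2534 ± 1360 and 700.25 ± 288, and in J01-S 1591 ± 260.2 (n = 2), 1862 ± 575 (n = 2) and 1730 ± 961 (n = 3). The lowest adjusted p (limma, Benjamini-Hochberg) was 0.35, in 9425 at 10 HAT, where 1 of the 4 libraries, replicate 1, had 1130 and the others 520 to 599.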

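NCED enzymes catalyse the committed step of abscisic acid synthesis. NCED2 (Bs.00g024060.m01, chromosome 8, 34873481 to 34875307) went in Flur-R from 934 ± 1172 normalized counts (SD, n = 3) before treatment to 508 ± 378 at 3 HAT (n = 3) and 101 ± 102 at 10 HAT (n = 4), a fall at 10 HAT. In 9425 it had 309.67 ± 89.7, 463 ± 357 and 263 ± 103, and in J01-S 719 ± 31.8 (n = 2), 975 ± 295 (n = 2) and 459.67 ± 262 (n = 3). In Flur-R the log2 fold change at 10 HAT was -2.87 (limma, Benjamini-Hochberg adjusted p = 0.0113). At 10 HAT the adjusted p was 0.863 in 9425 and 0.611 in J01-S, and the response in Flur-R was not called different from theirs (0.657 and 0.941). The Flur-R call was lost without Flur-R untreated replicate 4 (adjusted p = 0.123). The other NCED2 gene (Bs.00g059470.m01, chromosome 4, 455544 to 457379) had 5119 ± 4943, 2298 ± 1957 and 1583 ± 479 in Flur-R and passed the test in no line (lowest adjusted p = 0.252, in Flur-R at 10 HAT).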

When the downregulated 3 and 10 HAT timepoints were contrasted with the untreated timepoint within each line, Flur‐R, J01‐S, and 9,425 identified 104 and 718 common fluroxypyr downregulated genes for the 3 and 10 HAT vs untreated timepoints, respectively (Figure 7c,d). Twelve of these shared genes were related to photosystem I and II at 10 HAT. 

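After fluroxypyr, 457 transcripts fell in all 3 lines at 3 HAT and 1737 at 10 HAT. The magnesium-chelatase subunit H (Bs.00g192330.m01, contig unscaffolded1, 42628690 to 42634531), of the enzyme that starts chlorophyll synthesis, went in Flur-R from 293420 ± 73020 normalized counts (SD, n = 3) to 85995 ± 30070 at 3 HAT (n = 3) and 9287 ± 2422 at 10 HAT (n = 4). It fell to 10445 ± 4549 in 9425 (n = 4) and 13499 ± 7388 in J01-S (n = 3) at 10 HAT, with limma adjusted p-values of 8.8e-09 in Flur-R, 1.63e-08 in 9425 and 1.26e-06 in J01-S. All 5 transcripts (of 4 genes) that the paper's tables describe as chlorophyll A-B binding, 2 of which they also name ELIP1, fell in Flur-R at 3 HAT, and 3 of them at 10 HAT (5 when adjusted over the list alone). In 9425 and in J01-S, 3 fell at 3 HAT (5 when adjusted over the list alone) and 5 at 10 HAT. The median log2 fold change of the list at 10 HAT was -3.97 in Flur-R, -4.94 in 9425 and -5.76 in J01-S, and camera gave adjusted p-values of 3.45e-08, 1.21e-08 and 6.01e-10 (0.00191, 0.00144 and 0.00067 with an estimated correlation). At 3 HAT they were 1.01e-07, 1.22e-07 and 2.66e-07 (0.00257, 0.00271 and 0.0034 with an estimated correlation). Before treatment none of the 5 differed between Flur-R and 9425 or J01-S, over all transcripts or adjusted over the list alone (camera adjusted p = 0.455 and 0.24). The study chose this list on these samples, so it is not independent evidence. By line, 1168 transcripts fell at 3 HAT and 3022 at 10 HAT in Flur-R, 972 and 3618 in 9425, and 956 and 2560 in J01-S, where independent lists would share 1.28 at 3 HAT and 32.9 at 10 HAT. With the plant as a replicate block, 2062, 1588 and 1856 fell at 3 HAT in Flur-R, 9425 and J01-S and 725 in all 3 lines. Without the 2 libraries whose line is in doubt, 1595 fell at 10 HAT in all 3 lines. The count shared at 3 HAT was 249 without 9425 3 HAT replicate 3, 274 and 189 without J01-S untreated replicates 1 and 4 and 178 and 299 without J01-S 3 HAT replicates 1 and 4, and that at 10 HAT was 1121 without J01-S untreated replicate 1. In Flur-R, 758 and 719 fell at 3 HAT without untreated replicates 3 and 4 and 668 without 3 HAT replicate 2. In 9425, 644 fell at 3 HAT without untreated replicate 3 and 387 without 3 HAT replicate 3. In J01-S, 580 and 253 fell at 3 HAT without untreated replicates 1 and 4, 248 and 548 without 3 HAT replicates 1 and 4, and 1255 at 10 HAT without untreated replicate 1.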

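The photosystem I transcript described in the paper's tables fell in all 3 lines at 10 HAT. It encodes reaction center subunit IV A (Bs.00g115330.m01, chromosome 4, 96523040 to 96524820) and went in Flur-R from 53719 ± 7721 normalized counts (SD, n = 3) to 18951 ± 9758 at 3 HAT (n = 3) and 2174 ± 826 at 10 HAT (n = 4). In 9425 it went from 64679 ± 26380 to 36058 ± 10960 and 2835 ± 813, and in J01-S from 71272 ± 14030 (n = 2) to 27728 ± 1858 (n = 2) and 1829 ± 767 (n = 3). The log2 fold changes at 10 HAT were -4.70 in Flur-R (limma, Benjamini-Hochberg adjusted p = 1.08e-08), -4.48 in 9425 (adjusted p = 1.97e-08) and -5.35 in J01-S (adjusted p = 9.47e-08). At 3 HAT the adjusted p was 0.00867 in Flur-R, 0.239 in 9425 and 0.0841 in J01-S. The other photosystem transcripts are not named with identifiers for this comparison in the paper's text or tables and were not analysed here.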

Transcripts encoding key proteins related to photosynthetic electron transport such as Chlorophyll A‐B binding protein (*Bs.00 g240870.m01, Bs.00 g240870.m02*) and ATP synthase (*Bs.00 g432500.m01*) were downregulated in all three lines and were present in the top 20 downregulated genes for all three lines (Tables 6, 7, and 8). 

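Chlorophyll A-B binding protein, which gathers light for the photosystems, fell about as far in each line at 10 HAT with the libraries as labelled. Its isoform Bs.00g240870.m01 (chromosome 7, 1525280 to 1526083) went in Flur-R from 389610 ± 6140 normalized counts (SD, n = 3) to 118160 ± 31570 at 3 HAT (n = 3) and 3606 ± 1138 at 10 HAT (n = 4). In 9425 it went from 419020 ± 129800 to 161310 ± 37440 and 3501 ± 1778, and in J01-S from 407870 ± 9670 (n = 2) to 115340 ± 141 (n = 2) and 5349 ± 3928 (n = 3). The 10 HAT means of 9425 and J01-S each hold 1 library whose line is in doubt. The library labelled 9425 replicate 3 had 926 of .m01 and the other 9425 libraries 3739 to 4845, so the falls in these 2 lines are uncertain in size. Isoform Bs.00g240870.m02, which lies within .m01 and shares its reads, had 246960 ± 5266, 77609 ± 21330 and 2360.2 ± 754 in Flur-R. ATP synthase (Bs.00g432500.m01, chromosome 2, 9663085 to 9663747) went from 50944 ± 4005 to 20514 ± 5808 and 6737 ± 858 in Flur-R, and at 10 HAT had 10173 ± 3288 in 9425 and 7819.7 ± 536 in J01-S. At 10 HAT, the log2 fold changes of .m01 were -6.80, -7.11 and -6.50 in Flur-R, 9425 and J01-S (limma, Benjamini-Hochberg adjusted p = 3.81e-09, 1.97e-09 and 2.02e-07), ranking 7, 6 and 15 among the largest falls. Those of ATP synthase were -2.92, -2.56 and -3.05 (adjusted p = 9.17e-08, 4.45e-07 and 1.13e-06), ranking 525, 905 and 705. At 3 HAT the adjusted p of .m01 was 0.029 in Flur-R, 0.111 in 9425 and 0.0736 in J01-S (0.0323 with the plant as a block), and that of ATP synthase 0.00297, 0.124 and 0.0499 (J01-S 0.0524 with the block). Without the 2 libraries at 10 HAT whose line is in doubt, .m01 fell at 3 HAT in 9425 (0.0119) and J01-S (0.00605) as well. The Flur-R call of .m01 at 3 HAT was lost without Flur-R 3 HAT replicate 2 (0.124) or 3 (0.0741) or Flur-R untreated replicate 2 (0.0713), 3 (0.0823) or 4 (0.075), and the J01-S call of ATP synthase at 3 HAT without any 1 of the 4 libraries compared (0.144 to 0.218).

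**Figure D3:**
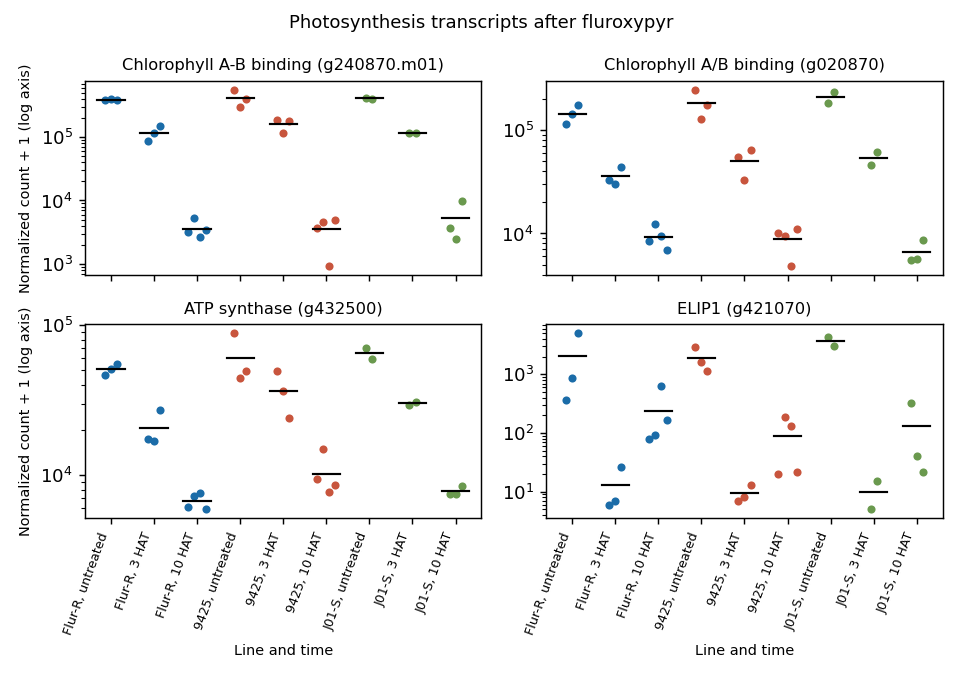
Points are libraries, on a log axis of the normalized count plus 1, and black bars are group means, for 2 chlorophyll binding proteins, ATP synthase and ELIP1 in each line before treatment and at 3 and 10 HAT. The chlorophyll binding proteins and ATP synthase stand lowest at 10 HAT in each line and ELIP1 (Bs.00g421070.m01) at 3 HAT.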

Two chlorophyll biosynthesis regulator genes encoding Early light‐induced protein‐1 (*Bs.00 g421070.m01, Bs.00 g420960.m01*) were uniquely downregulated and among the genes with the highest downregulation in both susceptible lines. These proteins play a role in preventing oxidative stress and excess accumulation of free chlorophyll (Hutin et al., 2003). Additionally, four Cellulose synthase genes (*Bs.00 g015170.m01, Bs.00 g015170.m02, Bs.00 g056700.m01, Bs.00 g260720.m01*) were downregulated in both susceptible lines and are of interest due to the role cellulose plays in cell wall structural support. 

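The 2 ELIP1 genes named for the susceptible lines, whose proteins bind chlorophyll and protect the chloroplast in strong light, fell at 3 HAT in all 3 lines. Bs.00g421070.m01 (chromosome 5, 116500183 to 116501218) went in 9425 from 1918 ± 960.1 normalized counts (SD, n = 3) to 8.33 ± 3.22 at 3 HAT (n = 3) and 89.8 ± 84.3 at 10 HAT (n = 4). In J01-S it went from 3659 ± 896 (n = 2) to 9 ± 7.07 (n = 2) and 129 ± 170.3 (n = 3), and in Flur-R from 2101 ± 2571 to 12 ± 11.3 and 241 ± 263. Bs.00g420960.m01 (chromosome 5, 116390254 to 116396997), for which sharing of reads was not tested, went from 1557 ± 909.7 to 7.67 ± 2.08 and 74.5 ± 67.3 in 9425, from 2805 ± 656 to 5.5 ± 2.12 and 114 ± 154 in J01-S and from 1713 ± 2048 to 11.7 ± 11.6 and 204 ± 220 in Flur-R. At 3 HAT the log2 fold change of Bs.00g421070.m01 was -7.62 in 9425 (limma, Benjamini-Hochberg adjusted p = 0.000193), -8.70 in J01-S (adjusted p = 0.000345) and -6.84 in Flur-R (adjusted p = 0.000302), and for Bs.00g420960.m01 the adjusted p was 0.000225, 0.000297 and 0.000314. At 10 HAT both genes stayed lower in 9425 (adjusted p = 0.00096 and 0.000944) and J01-S (0.00233 and 0.00259), while Flur-R had 0.0561 and 0.0539 (0.0376 and 0.0356 with 8 in place of 1 added to the counts). In Flur-R at 10 HAT replicate 3 stood apart, with 632 and 532 against 77 to 163 and 71 to 121, and both genes were called without it (0.0228 and 0.0221) or without Flur-R untreated replicate 2 (0.0279 and 0.0292). The response of these 2 genes in Flur-R was not called different from that in 9425 or J01-S at either time (lowest adjusted p = 0.822). Another ELIP1 of the paper's tables, Bs.00g268300.m01 (chromosome 7, 40848063 to 40852200), went in 9425 from 724 ± 217 to 5.33 ± 8.39 and 4.25 ± 2.63, and fell at both times (adjusted p = 0.000232 and 3.33e-05). It had 173 ± 249, 35.3 ± 28.9 and 2.75 ± 1.5 in Flur-R (adjusted p = 0.709 at 3 HAT and 0.00685 at 10 HAT) and 308 ± 204, 35 ± 14.1 and 20.3 ± 28.3 in J01-S (0.23 and 0.0147). Its response at 3 HAT differed between Flur-R and 9425 by 6.62, which was not called (adjusted p = 0.31). Its 10 HAT call in Flur-R was lost without Flur-R untreated replicate 4 (0.0798), and that in J01-S with the plant as a block (0.0634), without the 2 libraries whose line is in doubt (0.0683) and without J01-S untreated replicate 1 (0.173) or J01-S 10 HAT replicate 3 (0.0656).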

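Cellulose synthases build the cellulose of the cell wall. At 10 HAT, 3 of the 4 transcripts fell in all 3 lines and the fourth in 9425 and J01-S. Isoform Bs.00g015170.m01 (chromosome 8, 18533672 to 18539039) went from 761 ± 222 normalized counts (SD, n = 3) to 121 ± 41.1 at 10 HAT (n = 4) in 9425, from 1649 ± 242 (n = 2) to 274 ± 133 (n = 3) in J01-S and from 762 ± 235 to 178 ± 133 in Flur-R, and Bs.00g015170.m02 shares its reads. Bs.00g056700.m01 (chromosome 8, 96118591 to 96124042) went from 2001 ± 314 to 657 ± 155 in 9425, from 4940 ± 963 to 1312 ± 255 in J01-S and from 2223 ± 80.7 to 884 ± 485 in Flur-R. Bs.00g260720.m01 (chromosome 7, 24950437 to 24955349) went from 236 ± 64.2 to 8.75 ± 3.3 in 9425 and from 254 ± 80.6 to 28.3 ± 18.8 in J01-S, and had 136 ± 58.6 and 40.3 ± 28.8 in Flur-R. Adjusted p-values at 10 HAT (limma, Benjamini-Hochberg) for 9425, J01-S and Flur-R were 0.000354, 0.00324 and 0.00136 for Bs.00g015170.m01, 3e-04, 0.00336 and 0.0013 for Bs.00g015170.m02, 0.00173, 0.00359 and 0.00361 for Bs.00g056700.m01 and 0.000239, 0.027 and 0.0849 for Bs.00g260720.m01. The response of Bs.00g260720.m01 in Flur-R was not called different from that in 9425 or J01-S (adjusted p = 0.687 and 0.943). In J01-S a plant block rests on the only plant sampled both untreated and at 10 HAT. With the plant as a block, the J01-S calls of Bs.00g056700.m01 (adjusted p = 0.0616) and Bs.00g260720.m01 (0.064) were lost and Bs.00g260720.m01 was called in Flur-R (0.0318). The J01-S call of Bs.00g260720.m01 was also lost without the 2 libraries whose line is in doubt (0.0776), and without J01-S 10 HAT replicate 3 (0.0815) or 4 (0.0714) or J01-S untreated replicate 1 (0.198) or 4 (0.0713).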

Genes uniquely downregulated at 10 HAT in Flur‐R included two additional photosystem II subunit genes (*Bs.00 g059220.m01, Bs.00 g338570.m01*) as well as genes encoding several synthases such as Terpene synthase (*Bs.00 g074880.m01*), Polyprenyl synthetase (*Bs.00 g449610.m01*), Strictosidine synthase (*Bs.00 g057800.m01*), Phosphomethylpyrimidine synthase (*Bs.00 g253210.m01*), Aminodeoxychorismate (ADC) synthase (*Bs.00 g135570.m01*), and ABA biosynthesis gene *NCED2* (*Bs.00 g024060.m01*).

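Of the 7 photosystem and synthase genes named for Flur-R at 10 HAT, all fell in Flur-R, and 6 of them, all but terpene synthase, were also called lower in both susceptible lines. The photosystem II subunit Bs.00g059220.m01 (chromosome 4, 206508 to 207343) went in Flur-R from 114450 ± 16510 normalized counts (SD, n = 3) to 31630 ± 6759 (n = 4), in 9425 from 110170 ± 46220 to 53419 ± 5477 and in J01-S from 141870 ± 45770 (n = 2) to 47336 ± 10990 (n = 3). Terpene synthase (Bs.00g074880.m01, chromosome 4, 19057557 to 19062165) went in Flur-R from 22.3 ± 6.66 to 1.5 ± 1.29, was listed at 0 in 9425 at both times and had 3.5 ± 2.12 and 0.667 ± 1.16 in J01-S. Aminodeoxychorismate synthase (Bs.00g135570.m01, chromosome 1, 9222745 to 9232883), of folate synthesis, went from 1250.3 ± 109 to 492 ± 99.8 in Flur-R. Phosphomethylpyrimidine synthase (Bs.00g253210.m01, chromosome 7, 13674092 to 13690577), of thiamine synthesis, went from 19893 ± 1550 to 7398 ± 1797 in Flur-R, with 10090 in replicate 4 and 6326 to 6612 in the others. In Flur-R the adjusted p (limma, Benjamini-Hochberg) was 5.21e-05 for Bs.00g059220.m01, 0.000195 for the photosystem II subunit Bs.00g338570.m01 (chromosome 9, 76929613 to 76933859), 0.000498 for terpene synthase, 8.67e-05 for polyprenyl synthetase (Bs.00g449610.m01, chromosome 2, 36422850 to 36425959), 0.00645 for strictosidine synthase (Bs.00g057800.m01, chromosome 8, 97212856 to 97216298), 0.000621 for phosphomethylpyrimidine synthase and 0.000154 for aminodeoxychorismate synthase. Without terpene synthase, whose adjusted p was 1 in 9425 and 0.171 in J01-S, the same order gives 0.0128, 0.0159, 0.00513, 0.00787, 0.00203 and 0.000188 in 9425 and 0.00248, 0.00277, 0.0058, 0.00432, 0.00587 and 0.00166 in J01-S. The response of terpene synthase in Flur-R was not called different from that in 9425 or J01-S (adjusted p = 0.239 and 0.941). In J01-S, with the plant as a block, all 6 calls were lost (adjusted p = 0.118, 0.124, 0.077, 0.137, 0.281 and 0.0741 in that order), and without J01-S untreated replicate 1 the first 5 (0.0812, 0.0924, 0.0622, 0.0618 and 0.166). The blocked J01-S values rest on the only J01-S plant sampled both untreated and at 10 HAT. In 9425 the 2 photosystem II calls were lost without 9425 untreated replicate 1 (0.113 and 0.142). At 3 HAT 388 transcripts, and at 10 HAT 612, fell in Flur-R and were called in neither susceptible line, of which 360 and 482 moved the same way in both, and none had a response called different from that of 9425 or J01-S (770 at 3 HAT with the plant as a replicate block). The 388 became 217, 198 and 186 without Flur-R untreated replicates 2, 3 and 4, and 144, 163 and 618 without Flur-R 3 HAT replicates 2, 3 and 4. The 612 became 294 without Flur-R untreated replicate 4 and 392 and 405 without Flur-R 10 HAT replicates 1 and 2.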

**TABLE 6:** Top 20 downregulated genes in fluroxypyr resistant kochia ( *Bassia scoparia* ) line Flur‐R at 3 h after treatment (HAT) and 10 HAT compared to the untreated timepoint. fold change was calculated using the mean of normalized counts which was produced using the DESeq2 package in R. Log2 fold change was calculated in DESeq2, log2 fold change standard error and adjusted *p*‐value were also calculated in DESeq2. The Wald‐test obtained *p*‐values were adjusted using the Benjamini‐Hochberg method. The FDR was <.05.

Gene ID	Mean of normalized counts		Fold change	Log2 fold change ( ±SE)	*p*‐value	Gene description
	Flur‐R untreated	Flur‐R 3 HAT				
Bs.00 g258890.m01^†^	136	2	−66	−3.96 (.44)	5.28E‐11	LRR
Bs.00 g104620.m01^e^, ^†^	7,356	172	−43	−3.64 (.43)	4.34E‐13	Protein kinase
Bs.00 g354480.m01^r^	4,017	217	−19	−3.35 (.37)	4.39E‐13	SAM dependent carboxyl methyltransferase
Bs.00 g370120.m01^r^	197	7	−29	−3.19 (.45)	2.63E‐08	Lipid binding domain
Bs.00 g362240.m01	574	29	−20	−3.16 (.42)	7.22E‐09	Bicarbonate transporter
Bs.00 g195790.m01^b^	234	10	−24	−3.10 (.44)	2.63E‐08	Proton dependent oligopeptide transporter
Bs.00 g056860.m01	127	1	−95	−3.01 (.48)	1.48E‐06	Peptidase/proteinase inhibitor I9
Bs.00 g119650.m01	1,565	66	−24	−2.97 (.44)	4.39E‐08	Nicotianamine synthase
Bs.00 g251440.m01^r^	687	51	−13	−2.97 (.37)	3.33E‐10	Multicopper oxidase
Bs.00 g126000.m01^†^	66,186	1,694	−39	−2.94 (.47)	3.76E‐08	NADH cytochrome B5 reductase
Bs.00 g123470.m01	475	38	−13	−2.92 (.37)	3.95E‐10	Glycoside hydrolase
Bs.00 g264170.m01^r^	5,895	687	−9	−2.87 (.23)	6.32E‐23	Glycoside hydrolase
Bs.00 g195800.m01	205	14	−15	−2.82 (.42)	3.44E‐07	Proton dependent oligopeptide transporter
Bs.00 g403960.m01^†^	36,087	2,902	−12	−2.75 (.39)	1.81E‐08	Carotenoid oxygenase
Bs.00 g528960.m01^r^	1,273	96	−13	−2.73 (.40)	1.24E‐07	Auxin‐inducible
Bs.00 g348080.m01	965	77	−13	−2.73 (.40)	9.58E‐08	Uncharacterized protein
Bs.00 g420960.m01^p^	1713	12	−148	−2.65 (049)	1.28E‐08	Chlorophyll A‐B binding protein
Bs.00 g421070.m01^p^	2,101	12	−177	−2.63 (.49)	4.44E‐09	Chlorophyll A‐B binding protein
Bs.00 g429620.m01	67	4	−16	−2.63 (.44)	2.53E‐05	Multicopper oxidase
Bs.00 g372170.m02	220	11	−20	−2.62 (.46)	6.13E‐06	Uncharacterized protein

	Flur‐R untreated	Flur‐R 10 HAT				
Bs.00 g253530.m01^u^	3,988	31	−131	−6.56 (.29)	2.06E‐91	Tetratricopeptide‐like helical domain superfamily
Bs.00 g240870.m01^u^	389,614	3,606	−108	−6.40 (.26)	1.25E‐104	Chlorophyll A‐B binding protein
Bs.00 g240870.m02^u^	246,956	2,360	−105	−6.35 (.27)	5.04E‐101	Chlorophyll A‐B binding protein
Bs.00 g060850.m01^u^	59,810	959	−62	−5.34 (.36)	1.12E‐37	Thiamine Thiazole synthase
Bs.00 g126000.m01^†^	66,186	447	−148	−5.12 (.50)	4.64E‐19	NADH‐cytochrome B5 reductase
Bs.00 g258890.m01^†^	136	1	−126	−5.10 (.48)	1.28E‐14	Tyrosine‐protein kinase, active site
Bs.00 g205780.m01	1,166	26	−44	−4.99 (.32)	8.66E‐41	Cytochrome P450 90A1
Bs.00 g133350.m02	459	11	−44	−4.88 (.34)	8.43E‐35	Serine protease family S10 serine carboxypeptidase
Bs.00 g104620.m01^e^ ^†^	7,356	100	−73	−4.81 (.45)	7.39E‐21	Phosphoenolpyruvate carboxylase kinase 1‐related
Bs.00 g133350.m01	507	12	−41	−4.69 (.36)	3.06E‐28	Peptidase S10, serine carboxypeptidase
Bs.00 g192330.m01	293,420	9,287	−32	−4.60 (.31)	1.24E‐37	Magnesium‐chelatase, subunit H
Bs.00 g279710.m01^f^	7,847	165	−48	−4.59 (.42)	6.82E‐20	Aerolysin‐like toxin
Bs.00 g299020.m01	794	16	−50	−4.58 (.44)	9.29E‐19	O‐acyltransferase WSD1
Bs.00 g116620.m01	2,862	91	−31	−4.54 (.31)	2.96E‐37	Coenzyme Q‐binding protein Coq10
Bs.00 g480400.m01^v^	498	8	−62	−4.52 (.49)	4.12E‐14	Plc‐like phosphodiesterase
Bs.00 g206320.m01	10,980	18	−609	−4.48 (.58)	5.73E‐15	Cytochrome P450 superfamily
Bs.00 g058520.m01^u^	1710	65	−26	−4.47 (.26)	1.29E‐47	Acyl‐CoA N‐acyltransferases
Bs.00 g205800.m01	868	23	−38	−4.45 (.41)	1.42E‐19	Cytochrome P450 90A1
Bs.00 g403960.m01^†^	36,087	952	−38	−4.45 (.38)	4.49E‐23	Carotenoid cleavage dioxygenase 4, Chloroplastic‐related
Bs.00 g471400.m01	279	6	−43	−4.44 (.43)	3.69E‐17	Voltage‐gated potassium channels

^b^ Shared between J01‐S 3 HAT and Flur‐R 3 HAT top 20 downregulated genes.

^e^ Shared between J01‐S 3 HAT and Flur‐R 3 HAT/10 HAT top 20 downregulated genes.

^f^ Shared between J01‐S 10 HAT and Flur‐R 10 HAT top 20 downregulated genes.

^p^ Shared between 9,425‐S 3 HAT, J01‐S 3 HAT, and Flur‐R 3 HAT top 20 downregulated genes.

^r^ Shared between 9,425‐S 3 HAT and Flur‐R 3 HAT top 20 downregulated genes.

^v^ Shared between 9,425‐S 10 HAT and Flur‐R 10 HAT top 20 downregulated genes.

^†^ Shared between Flur‐R 3 HAT/10 HAT top 20 downregulated genes.

**TABLE 7:** Top 20 downregulated genes in fluroxypyr susceptible kochia ( *Bassia scoparia* ) line J01‐S at 3 h after treatment (HAT) and 10 HAT compared to the untreated timepoint. fold change was calculated using the mean of normalized counts which was produced using the DESeq2 package in R. Log2 fold change was calculated in DESeq2, log2 fold change standard error and adjusted *p*‐value were also calculated in DESeq2. The Wald‐test obtained *p*‐values were adjusted using the Benjamini‐Hochberg method. The FDR was <.05.

Gene ID	Mean of normalized counts		Fold change	Log2 fold change ( ±SE)	*p*‐value	Gene description
	J01‐S untreated	J01‐S 3 HAT				
Bs.00 g420960.m01^p^	2,805	114	−25	−7.08 (.43)	3.21E‐37	Early light‐induced protein 1, Chloroplastic‐related
Bs.00 g421070.m01^p^	3,659	129	−28	−6.40 (.46)	1.24E‐31	Early light‐induced protein 1, Chloroplastic‐related
Bs.00 g104620.m01^e †^	6,485	87	−74	−5.07 (.37)	1.81E‐33	Phosphoenolpyruvate carboxylase kinase 1‐related
Bs.00 g518390.m01^o^	1,330	91	−15	−4.38 (.45)	8.59E‐17	Chalcone/stilbene synthase
Bs.00 g383340.m01^q^ ^†^	62,541	614	−102	−4.23 (.38)	5.29E‐22	S‐Adenosyl‐L‐methionine‐dependent methyltransferase
Bs.00 g383340.m02^q^ ^†^	63,412	627	−101	−4.22 (.38)	6.99E‐22	S‐Adenosyl‐L‐methionine‐dependent methyltransferase
Bs.00 g479050.m01	1,337	71	−19	−4.00 (.37)	2.08E‐19	Multicopper oxidase, type 1, 2, 3
Bs.00 g150590.m01	19,150	874	−22	−3.52 (.23)	6.20E‐37	Carboxyvinyl‐Carboxyphosphonate Phosphorylmutase, Chloroplastic
Bs.00 g417520.m01	3,342	727	−5	−3.51 (.46)	1.48E‐09	Cytochrome P450 86a7
Bs.00 g196880.m01	12,374	621	−20	−3.40 (.29)	7.21E‐22	Haloacid dehalogenase‐like hydrolase domain‐containing protein
Bs.00 g228740.m01	3,131	464	−7	−3.36 (.43)	4.71E‐10	Glucose‐methanol‐choline oxidoreductase
Bs.00 g488230.m02^s^	493	30	−16	−3.27 (.39)	4.26E‐11	BTB/POZ domain‐containing protein Dot3
Bs.00 g091650.m01	5,414	1,641	−3	−3.24 (.40)	1.94E‐10	Cytochrome P450 77A4‐related
Bs.00 g179870.m01	560	21	−27	−3.20 (.48)	1.00E‐07	Thioredoxin‐LIK
Bs.00 g488230.m01^s^	589	39	−15	−3.15 (.38)	3.15E‐11	BTB/POZ domain‐containing protein DOT3
Bs.00 g124100.m01	25,716	1786	−14	−3.14 (.37)	1.34E‐11	Multi antimicrobial extrusion protein
Bs.00 g195790.m01^b^	661	34	−20	−3.11 (.53)	1.62E‐06	Proton‐dependent oligopeptide transporter family
Bs.00 g247060.m01	1,115	125	−9	−3.08 (.36)	3.19E‐11	Major facilitator protein
Bs.00 g418430.m01	2076	95	−22	−3.05 (.24)	3.85E‐24	Peptidase S10, serine carboxypeptidase
Bs.00 g310680.m01	4,294	815	−5	3.02 (.39)	3.14E‐09	Aquaporin transporter

	J01‐S untreated	J01‐S 10 HAT				
Bs.00 g237950.m01	31,050	185	−168	−6.11 (.47)	2.24E‐29	Purine and uridine phosphorylases
Bs.00 g383340.m01^q^ ^†^	62,541	614	−102	−5.98 (.34)	5.59E‐55	S‐Adenosyl‐L‐methionine‐dependent methyltransferase
Bs.00 g383340.m02^q^ ^†^	63,412	627	−101	−5.97 (.34)	7.93E‐55	S‐Adenosyl‐L‐methionine‐dependent methyltransferase
Bs.00 g060850.m01^u^	61,097	963	−63	−5.71 (.25)	7.00E‐96	Thiamine Thiazole synthase
Bs.00 g253530.m01^u^	3,380	51	−66	−5.61 (.30)	2.91E‐59	Tetratricopeptide‐like helical domain superfamily
Bs.00 g104620.m01^e^ ^†^	6,485	87	−74	−5.57 (.33)	7.03E‐51	Phosphoenolpyruvate carboxylase kinase 1‐related
Bs.00 g002550.m01^t^	6,898	56	−123	−5.53 (.50)	1.28E‐19	Glucose‐6‐phosphate/phosphate translocator 2, Chloroplastic
Bs.00 g058520.m01^u^	2,423	35	−69	−5.51 (.36)	1.50E‐39	Acyl‐CoA N‐acyltransferase
Bs.00 g279710.m01^f^	25,350	388	−65	−5.38 (.41)	1.01E‐26	Aerolysin‐like toxin
Bs.00 g240870.m01^u^	407,872	5,349	−76	−5.26 (.45)	3.48E‐22	Chlorophyll A‐B binding protein
Bs.00 g240870.m02^u^	265,402	3,480	−76	−5.24 (.46)	1.70E‐21	Chlorophyll A‐B binding protein
Bs.00 g236450.m01	13,388	387	−35	−4.88 (.24)	4.84E‐72	Protein proton gradient regulation 5
Bs.00 g115330.m01	71,272	1829	−39	−4.85 (.34)	7.75E‐34	Photosystem I reaction center subunit iv A, Chloroplastic‐related
Bs.00 g020870.m01	209,812	6,578	−32	−4.69 (.28)	3.26E‐46	Chlorophyll A/B binding protein
Bs.00 g412900.m01	18,823	572	−33	−4.65 (.31)	1.54E‐39	Granule‐bound starch synthase 1, Chloroplastic/amyloplastic
Bs.00 g476760.m01	699	11	−62	−4.63 (.50)	4.10E‐14	Z − 3‐Hexen‐1‐Ol acetyltransferase
Bs.00 g527540.m01	7,607	68	−112	−4.47 (.58)	7.97E‐10	Proteinase inhibitor I3, Kunitz legume
Bs.00 g472680.m01	1,623	58	−28	−4.35 (.36)	3.49E‐23	Uncharacterized protein
Bs.00 g383860.m01	33,142	1,574	−21	−4.31 (.15)	7.02E‐130	Fructose‐1,6‐Bisphosphatase‐related
Bs.00 g055990.m01	635	21	−30	−4.28 (.40)	3.67E‐19	Uncharacterized protein

^b^ Shared between J01‐S 3 HAT and Flur‐R 3 HAT top 20 downregulated genes.

^e^ Shared between 9,425‐S 3 HAT, J01‐S 3 HAT/10 HAT and Flur‐R 3 HAT/10 HAT top 20 downregulated genes.

^f^ Shared between J01‐S 10 HAT and Flur‐R 10 HAT top 20 downregulated genes.

^o^ Shared between 9,425‐S 3 HAT/10 HAT and J01‐S 3 HAT top 20 downregulated genes.

^p^ Shared between 9,425‐S 3 HAT, J01‐S 3 HAT, and Flur‐R 3 HAT top 20 downregulated genes.

^q^ Shared between 9,425‐S 3 HAT and J01‐S 3 HAT/10 HAT top 20 downregulated genes.

^s^ Shared between 9,425‐S 3 HAT and J01‐S 3 HAT top 20 downregulated genes.

^t^ Shared between 9,425‐S 10 HAT and J01‐S 10 HAT top 20 downregulated genes.

^u^ Shared between 9,425‐S 10 HAT, J01–10 HAT, Flur‐R 10 HAT top 20 downregulated genes.

^w^ Shared between 9,425‐S 10 HAT and J01‐S 3 HAT top 20 downregulated genes.

**TABLE 8:** Top 20 downregulated genes in fluroxypyr susceptible kochia ( *Bassia scoparia* ) line 9,425 at 3 hours after treatment (HAT) and 10HAT compared to the untreated timepoint. fold change was calculated using the mean of normalized counts which was produced using the DESeq2 package in R. Log2 fold change was calculated in DESeq2, log2 fold change standard error and adjusted *p*‐value were also calculated in DESeq2. The Wald‐test obtained *p*‐values were adjusted using the Benjamini‐Hochberg method. The FDR was <.05.

Gene ID	Mean of normalized counts		Fold change	Log2 fold change ( ±SE)	Pvalue	Gene description
	9,425 untreated	9,425 3 HAT				
Bs.00 g518390.m01^o^ ^†^	4,504	68	67	−5.06	1.80E‐41	Chalcone/stilbene synthase
Bs.00 g421070.m01^p^	1918	8	238	−3.69	1.06E‐14	Early light‐induced protein 1, Chloroplastic‐related
Bs.00 g420960.m01^p^	1,557	7	210	−3.61	9.55E‐14	Early light‐induced protein 1, Chloroplastic‐related
Bs.00 g543360.m01	2,375	98	24	−3.38	1.15E‐11	Oxoglutarate/iron‐dependent dioxygenase
Bs.00 g383340.m01^q^	13,230	691	19	−3.31	1.70E‐12	S‐Adenosyl‐L‐methionine‐dependent methyltransferase
Bs.00 g383340.m02^q^	13,404	701	19	−3.31	1.82E‐12	S‐Adenosyl‐L‐methionine‐dependent methyltransferase
Bs.00 g354480.m01^r^	1,542	87	18	−3.25	1.69E‐11	S‐Adenosyl‐L‐methionine‐dependent methyltransferase
Bs.00 g370120.m01^r^	364	8	45	−3.20	6.65E‐09	CRAL‐TRIO lipid binding domain
Bs.00 g268300.m01^†^	724	5	140	−3.16	2.50E‐10	Early light‐induced protein 1, Chloroplastic‐related
Bs.00 g364920.m01	453	37	12	−3.13	1.87E‐15	Serine–threonine/tyrosine‐protein kinase, catalytic domain
Bs.00 g488230.m01^s^	532	38	14	−3.11	2.63E‐12	BTB/POZ domain‐containing protein DOT3
Bs.00 g488230.m02^s^	447	37	12	−3.02	1.55E‐12	BTB/POZ domain‐containing protein DOT3
Bs.00 g475340.m01	478	38	13	−2.95	1.42E‐09	Camp‐response element binding protein‐related
Bs.00 g528960.m01^r^	880	51	17	−2.89	1.17E‐07	Auxin_Inducible
Bs.00 g180610.m01	1,127	60	19	−2.86	1.87E‐07	Glycoside hydrolase family 1
Bs.00 g251440.m01^r^	1,535	140	11	−2.81	4.78E‐10	Multicopper oxidase, type 2
Bs.00 g396960.m01	646	57	11	−2.70	3.62E‐08	UDP‐glycosyltransferase/glycogen phosphorylase
Bs.00 g420270.m01	1,575	133	12	−2.67	2.39E‐06	Glucose‐methanol‐choline oxidoreductase
Bs.00 g104620.m01^e^	1,497	106	14	−2.67	9.72E‐07	Serine/threonine‐protein kinase
Bs.00 g264170.m01^r^	11,365	1,301	9	−2.66	1.13E‐10	Beta‐glucosidase 1‐related

	9,425‐S untreated	9,425 10 HAT				
Bs.00 g002550.m01^t^	10,014	41	242	−6.95	3.36E‐47	Glucose‐6‐phosphate/phosphate translocator 2, Chloroplastic
Bs.00 g518390.m01^o^ ^†^	4,504	21	213	−6.94	7.61E‐75	Chalcone/stilbene synthase, C‐terminal
Bs.00 g240870.m01^u^	419,016	3,501	120	−6.09	2.32E‐35	Chlorophyll A‐B binding protein
Bs.00 g240870.m02^u^	274,431	2,301	119	−6.09	4.32E‐35	Chlorophyll A‐B binding protein
Bs.00 g058520.m01^u^	3,828	37	103	−6.08	4.85E‐49	Acyl‐CoA N‐acyltransferase
Bs.00 g060850.m01^u^	105,278	1,179	89	−5.75	2.70E‐36	Thiamine Thiazole synthase
Bs.00 g253530.m01^u^	3,725	49	76	−5.63	1.99E‐37	Tetratricopeptide‐like helical domain superfamily
Bs.00 g535160.m01	480	4	110	−5.57	2.65E‐21	WAT1‐related protein
Bs.00 g124870.m01	18,471	116	160	−5.33	8.61E‐16	Lipoxygenase
Bs.00 g480400.m01^v^	684	8	85	−5.33	1.31E‐20	PLC‐like phosphodiesterase
Bs.00 g418430.m01	3,350	46	73	−5.33	6.52E‐27	Peptidase S10, serine carboxypeptidase
Bs.00 g535430.m01	143	1	108	−5.30	7.70E‐15	Cyclin_A_B_D_E
Bs.00 g518030.m01	721	2	412	−5.13	1.43E‐12	Chalcone/stilbene synthase, polyketide synthase, type III, Hydroxymethylglutaryl‐CoA synthase
Bs.00 g055200.m01	754	15	51	−5.06	7.48E‐28	Glyceraldehyde‐3‐phosphate dehydrogenase‐like
Bs.00 g535430.m02	121	1	92	−5.05	2.97E‐13	Cyclin_A_B_D_E
Bs.00 g249240.m01	212	2	117	−5.02	5.87E‐13	Uncharacterized protein
Bs.00 g268300.m01^†^	724	4	171	−5.01	6.54E‐14	Early light‐induced protein 1
Bs.00 g435140.m01	1,573	29	55	−4.95	4.56E‐22	Proton‐dependent oligopeptide transporter family
Bs.00 g136920.m01	1931	16	123	−4.92	1.48E‐13	Cupin_1
Bs.00 g478150.m01	781	6	138	−4.90	1.45E‐11	Glycoside hydrolase family 17

^e^ Shared between 9,425 3 HAT, J01–3 HAT/10 HAT and Flur‐R 3 HAT/10 HAT top 20 downregulated genes.

^o^ Shared between 9,425‐S 3 HAT/10 HAT and J01‐S 3 HAT top 20 downregulated genes.

^p^ Shared between 9,425‐S 3 HAT, J01‐S 3 HAT, and Flur‐R 3 HAT top 20 downregulated genes.

^q^ Shared between 9,425‐S 3 HAT and J01‐S 3 HAT/10 HAT top 20 downregulated genes.

^r^ Shared between 9,425‐S 3 HAT and Flur‐R 3 HAT top 20 downregulated genes.

^s^ Shared between 9,425‐S 3 HAT and J01‐S 3 HAT top 20 downregulated genes.

^t^ Shared between 9,425‐S 10 HAT and J01‐S 10 HAT top 20 downregulated genes.

^v^ Shared between 9,425‐S 10 HAT and Flur‐R 10 HAT top 20 downregulated genes.

^w^ Shared between 9,425‐S 10 HAT and J01‐S 3 HAT top 20 downregulated genes.

^†^ Shared between 9,425‐S 3 HAT and 10 HAT top 20 downregulated genes.

### 3.6 Variant analysis

Our decision criteria to determine resistance‐conferring sequence variant candidates were that all four Flur‐R individuals from the RNA‐seq experiment must have the variant. The candidate variant also must be absent in the two S lines (9,425 and J01‐S). Of the 147 genes annotated as CYP450s in the kochia genome, there were no unique variants in the Flur‐R line. There were 37 genes annotated as having an Aux/IAA domain or function and 21 genes with an ARF domain or function. Of these genes, three genes contained a nonsynonymous mutation or a deletion. ARF19/7 (*Bs.00 g057730.m01*), one of five transcriptional activators in the ARF family, had two nonsynonymous mutations (Gly446Ser; Leu486Ile) and two single codon deletions (Figure S3A). A protein annotated as ARF3 (*Bs.00 g076170.m01*) also known as ETTIN (ETT) showed one nonsynonymous homozygous variant (Leu293Ser), where three J01‐S individuals were heterozygous for the variant found in Flur‐R, one was homozygous, and the remaining four 9,425 were wildtype. *Aux/IAA4‐like* (*Bs.00 g107340.m01*) displayed one nonsynonymous variant (Glu52Arg) in a non‐conserved region 6–10 bases N terminal of the Aux/IAA Domain II described by Ramos et al. (2001) (Figure S3B). We also determined there were no variants in any proteins annotated as AFB or TIR1 proteins that were unique to Flur‐R and met our specified criteria, and there were no mutations in the 18 LRR‐rich C terminus where Aux/IAA and auxin are reported to bind (Villalobos et al., 2012).

## 4 DISCUSSION AND CONCLUSION

Flur‐R, 9425, and J01‐S all had up‐regulation of auxin‐regulated genes in response to fluroxypyr that was similar to the auxin mimic herbicide gene expression response in Arabidopsis (Gleason et al., 2011; Goda et al., 2004). The increased expression of auxin‐responsive genes following fluroxypyr treatment suggests that fluroxypyr is being perceived similarly by all three lines and supports our findings that target‐site variants found in *Aux/IAA4* and *ARF19/7* are likely not the cause of the fluroxypyr resistance response in Flur‐R. Specifically in *ARF19/7*, the identified variants are predicted to have no significant effect on fluroxypyr binding due to their position in the variable middle region described by Ulmasov et al. (1999) (Figure S3A). Although we did find a Flur‐R homozygous variant in *ARF3*, the region boundaries of *ARF3* are unlike most other ARFs in that it does not contain Domain III/IV, two key domains for interaction with Aux/IAA proteins relating to auxin gene expression. ARF3 does function in some auxin‐related pathways (reviewed by Liu et al., 2014) but the protein has been described to function as a repressor of several proteins causing inhibition of cytokinin activity, a plant hormone that often partners with IAA (Zhang et al., 2018). While we cannot be certain that the variant in *ARF3* does not contribute indirectly to fluroxypyr resistance or affect cytokinin levels in the plant, due to the ARF3 described function, there is stronger support for metabolism being the underlying cause of resistance. Additionally, if target‐site variants were present that affected auxin‐mimic perception or binding, such as the *IAA16* Gly127Asn mutation described by LeClere et al. (2018), the expected auxin‐response gene expression would likely not be induced as reported by Pettinga et al. (2018) in the 9,425 line when tested with the auxin‐mimic herbicide dicamba.

The translocation data suggest that fluroxypyr, being primarily in its acid form based on the 6 h metabolism results, is moving symplastically throughout the plant as a phloem mobile herbicide (Schober et al., 1986). Transcripts for two IAA transporter (PIN) isoforms were upregulated in the susceptible lines 9,425 and J01‐S when treated with fluroxypyr, suggesting that PINs can transport fluroxypyr in a similar manner to the transport of IAA. Based on the lack of differences in translocation between Flur‐R and J01‐S, these two identified PIN transporters are not moving phytotoxic fluroxypyr acid throughout the resistant or susceptible plants at a different rate. Other transporters such as ATP binding cassettes (ABCs) in class B can move multiple substrates including xenobiotics. Some members of this large protein family serve as auxin transporters (Cho & Cho, 2013). ABC transporters from both class B and G were upregulated in Flur‐R following fluroxypyr treatment, none of which have been individually implicated in herbicide resistance. Several class G transporters are involved in auxin homeostasis and other phytohormone transport, cellular detoxification of heavy metals, and pathogen resistance (Dhara & Raichaudhuri, 2021; Gräfe & Schmitt, 2021). The functional suite of ABC class G transporters in kochia is yet to be fully described, though cellular export of fluroxypyr conjugates is not outside the scope of known activity for class G transporters.

In Flur‐R, abscisic acid (ABA) biosynthesis gene *NCED2* transcript expression decreased over a 10 h time period, contrasting the results from the two susceptible lines in which *NCED6* transcripts had increased expression at 3 h in all three lines (Figure 8). 

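NCED6 (Bs.00g347670.m01, chromosome 9, 92507125 to 92508736) stayed near the lower end of the measurable range in all 3 lines and passed the test in none. At 3 HAT it had 13.7 ± 10.3 normalized counts (SD, n = 3) in Flur-R, against 0.667 ± 1.16 (n = 3) before treatment. In 9425 it had 1 ± 1 (n = 3) and 1.67 ± 2.89 (n = 3), and in J01-S 1 ± 1.41 (n = 2) and 3.5 ± 4.95 (n = 2). At 10 HAT the levels were 6.25 ± 2.99 in Flur-R (n = 4), 7.5 ± 7.72 in 9425 (n = 4) and 8.33 ± 9.29 in J01-S (n = 3). The adjusted p at 3 HAT (limma, Benjamini-Hochberg) was 0.0707 in Flur-R, 1 in 9425 and 0.935 in J01-S, and at 10 HAT 0.127, 0.284 and 0.294. In Flur-R at 3 HAT it became 0.0381 with the plant as a block and 0.0365 without the 2 libraries at 10 HAT whose line is in doubt.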

The implications of decreased *NCED2* expression in the resistant line are currently unknown, though some reports show an increased level of response from *NCED* genes following various auxin‐mimic applications (Kraft et al., 2007; McCauley et al., 2020; Raghavan et al., 2005). Among these ABA‐related downregulated genes, seven subunits of Photosystem I and four subunits of Photosystem II are downregulated in all three lines following fluroxypyr application suggesting that fluroxypyr may affect light energy harvesting as part of its mechanism of action. These findings are consistent with the findings of McCauley et al. (2020).

Of the five CYP450s constitutively expressed in Flur‐R compared to either 9,425 or J01‐S, *CYP71D10/11* has been implicated in metabolic herbicide resistance to fenoxaprop‐p‐ethyl (Bai et al., 2020). Other CYP450s in the CYP71 family have been described as shikimate and shikimate intermediate modifiers (Jun et al., 2015), including Ent‐kaurene oxidase (CYP701 subfamily) which functions in gibberellin biosynthesis; its overexpression causes partial resistance to plant growth retardant uniconazole‐P (Miyazaki et al., 2011). *CYP81B2* (*Bs.00 g431990.m01*) in transgenic tobacco metabolized the phenylurea herbicide chlortoluron after the application of auxin‐mimic 2,4‐D. The same study also identified its involvement in secondary metabolite biosynthesis (Ohkawa et al., 1999). The other two treatment‐induced CYP450s in Flur‐R, *CYP82D47*, and *CYP71A9‐like*, have no described role in herbicide resistance, however, there are a significant number of CYP450s involved in herbicide metabolism in the CYP71 family, to which they both belong (Gion et al., 2014; Siminszky et al., 1999; Xiang et al., 2006).

The final constitutively expressed CYP450 in the Flur‐R line, *CYP90C1/D1*, belongs to the CYP85 family which is implicated in modification of cyclic terpenes and sterols in brassinosteroid, abscisic acid, and gibberellin biosynthesis (Jun et al., 2015; Ohnishi et al., 2006; Ohnishi et al., 2012). It is not unusual for CYP450s to be multifunctional (Bernhardt, 2006), and their function can often be attributed to the selectivity of some herbicides, extensively reviewed by Dimaano and Iwakami (2021).

We investigated fluroxypyr resistance using herbicide physiology experiments as well as RNA‐sequencing and identified metabolic detoxification as a plausible explanation of fluroxypyr resistance in Flur‐R. Two of the four metabolites are accounted for, having been reported by the Environmental Protection Agency (EPA, 2010). The action of conjugation by GSTs or GTs may explain one of the two remaining undescribed metabolites presented, which were both rapidly converted from fluroxypyr acid throughout the time course in Flur‐R. Given the high expression of five GSTs and eight GTs in both untreated and treatment‐induced conditions, the formation of secondary metabolic structures is possible. Following CYP450 activity via *O*‐glucosylation, fluroxypyr‐tripeptide GST or ‐sugar conjugates can be catalyzed by GST or UDP‐glucosyl transferase (Ludwig‐Müller, 2011). GSTs and GTs can glycosylate plant hormones and xenobiotics to influence bioactivity, transport, and solubility and can be pumped out of the cell via ABC transporters (Li et al., 2001; Moons, 2005). Subsequent sequestration of the non‐phytotoxic herbicide via ABC transporter may also play a role in the resistance response in Flur‐R, though more work is needed to fully understand the metabolic response following fluroxypyr application in Flur‐R.

In conclusion, Flur‐R converted fluroxypyr‐ester into fluroxypyr‐acid and subsequent metabolites at a faster rate than a susceptible line. Furthermore, the resistant line produced a metabolite that was not detected in the susceptible line. The results from an RNA‐seq fluroxypyr‐induced differential expression analysis showed increased transcript expression of cellular transporters, cytochrome P450 monooxygenases (CYP450), glutathione s‐transferases (GSTs), and UDP‐glucosyl transferase (GTs) in the resistant plants. Taken together, these data suggest that metabolic detoxification of fluroxypyr may be the mechanism of fluroxypyr resistance in Flur‐R.

## 5 FUTURE WORK

Future work elucidating the fluroxypyr resistance mechanism involves in vitro and in vivo testing of the five candidate GSTs, eight GTs, and eight CYP450s. Metabolite identification via LCMS/MS is a crucial next step to determine the metabolic path of the fluroxypyr molecule. Other future studies include genetic mapping of fluroxypyr resistance via test crosses and either Quantitative Trait Loci (QTL) or bulk‐segregant analysis with resistant Flur‐R and susceptible J01‐S, which will provide chromosomal location of resistance gene(s) (Montgomery et al., 2023). Biochemical studies using P450 and GST inhibitors will indicate whether the enhanced fluroxypyr metabolism can be reversed. Metabolic information paired with mapping and ongoing inheritance studies will be a strong contribution to the understanding of auxin‐mimic resistance and the characterization of fluroxypyr resistance in this population. Identifying causal resistance genes in auxin‐mimic resistant kochia populations will allow us to document the evolution of new resistance genes and predict patterns of gene flow, following the model set by Ravet et al. (2021) for gene flow of glyphosate resistance in kochia.

## AUTHOR CONTRIBUTIONS USING CREDIT AUTHOR STATEMENTS

**Olivia E. Todd:** Writing, visualization, data curation, investigation, formal analysis, validation, methodology **Eric L. Patterson:** Resources, methodology **Eric P. Westra:** Resources **André Lucas Simões Araujo:** Investigation **William B. Kramer:** Investigation **Franck E. Dayan:** Methodology, supervision, resources **Scott J. Nissen:** Methodology, resources **Todd A. Gaines:** Writing, supervision, conceptualization.

## CONFLICT OF INTEREST STATEMENT

The Authors did not report any conflict of interest.

## PEER REVIEW

The peer review history for this article is available in the Supporting Information for this article.

## Supporting information

**Table S1.** Summary of RNA‐Seq reads and mapping results. Total read counts, total unmapped reads, uniquely mapped reads, and multimapped reads following BGI‐seq on fluroxypyr resistant kochia population Flur‐R and two fluroxypyr susceptible populations, J01‐S and 9,425. Three treatments in the RNA‐seq study included untreated, “UNT”; 3 hours after treatment with fluroxypyr, “3HAT”; and 10 hours after treatment with fluroxypyr, “10HAT”. Results are taken from the summary text resulting from an alignment of reads to the coding sequence by HISAT2 and feature assignment using featureCounts. Total reads are calculated from the number of pairs. Uniquely mapped reads are calculated from the number of neither concordant nor discordant aligning pairs. Multimapped reads are calculated from the number of concordant pairs that aligned more than once to a given area.

**Figure S1.** Sequence analysis of four Flur‐R individuals from the RNA‐sequencing data show that there is a Proline 197 to Threonine (P197T) mutation and a Tryptophan 574 to Leucine (W574L) mutation in the acetolactate synthase gene. Resistance to ALS herbicides due to these mutations is a dominant or semi‐dominant trait, in which heterozygosity is sufficient to confer resistance to ALS‐inhibiting herbicides.

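Aux/IAA4-like (Bs.00g107340.m01, chromosome 4, 87188917 to 87189546) is a member of the Aux/IAA repressors of auxin signalling. In Flur-R it had 628 ± 525 normalized counts (SD, n = 3) before treatment, 4211 ± 711 at 3 HAT (n = 3) and 5477 ± 1109 at 10 HAT (n = 4). In 9425 it had 474 ± 91, 5929 ± 1698 and 5858 ± 472, and in J01-S 1185 ± 349 (n = 2), 4827 ± 398 (n = 2) and 5264 ± 906 (n = 3). Its rise passed the test in each line at both times (limma, Benjamini-Hochberg), with adjusted p-values at 3 HAT of 1.39e-05 in Flur-R, 4.99e-06 in 9425 and 0.00562 in J01-S. The J01-S call at 3 HAT was lost without J01-S 3 HAT replicate 1 (adjusted p = 0.0679) or J01-S untreated replicate 4 (0.0979).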

**Figure S2.** Expression profiles for auxin‐induced genes GH3.2, ACS, and various high annotation confidence Aux/IAAs in fluroxypyr resistant kochia ( *Bassia scoparia* ) Flur‐R, susceptible J01‐S, and susceptible 9,425‐S following differential expression analysis of RNA‐Seq data. X‐axis shows treatments: untreated, 3 h after treatment (HAT), and 10 HAT grouped by kochia line. Normalized counts on the y‐axis are a result of the DESeq2 function and model fitting in the R package “DESeq2”.

**Figure S3.** A. Variants in the gene ARF 19/7 (Bs.00 g057730.m01). Two nonsynonymous mutations (Gly446Ser; Leu486Ile) are represented by white markers, and two single codon deletions are represented by black markers. B. Aux/IAA 4 (Bs.00 g107340.m01) nonsynonymous mutation (Glu52Arg) in the N terminal region of Domain II present in the Flur‐R line.

**Data S1.** Supporting Information.

## Data Availability

The data underlying this article are available in the Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179578, and can be accessed with GEO Accession GSE179578.

# Supplementary material for: Enhanced metabolic detoxification is associated with fluroxypyr resistance in Bassia scoparia
**Source:** Plant Direct. 2024 Jan 24;8(1):e560. doi: 10.1002/pld3.560
**Supplement:** Supplementary file 1 — Table S1. Summary of RNA‐Seq reads and mapping results. Total read counts, total unmapped reads, uniquely mapped reads, and multimapped reads following BGI‐seq on fluroxypyr resistant kochia population Flur‐R and two fluroxypyr susceptible populations, J01‐S and 9,425. Three treatments in the RNA‐seq study included untreated, “UNT”; 3 hours after treatment with fluroxypyr, “3HAT”; and 10 hours after treatment with fluroxypyr, “10HAT”. Results are taken from the summary text resulting from an alignment of reads to the coding sequence by HISAT2 and feature assignment using featureCounts. Total reads are calculated from the number of pairs. Uniquely mapped reads are calculated from the number of neither concordant nor discordant aligning pairs. Multimapped reads are calculated from the number of concordant pairs that aligned more than once to a given area.

SI Table 1. Summary of RNA-Seq reads and mapping results. Total read counts, total unmapped reads, uniquely mapped reads and multimapped reads following BGI-seq on fluroxypyr resistant kochia population Flur-R and two fluroxypyr susceptible populations, J01-S and 9425. Three treatments in the RNA-seq study included untreated, “UNT”; 3 hours after treatment with fluroxypyr, “3HAT”; and 10 hours after treatment with fluroxypyr, “10HAT”. Results are taken from the summary text resulting from an alignment of reads to the coding sequence by HISAT2 and feature assignment using featureCounts. Total reads are calculated from the number of pairs. Uniquely mapped reads are calculated from the number of neither concordant nor discordant aligning pairs. Multimapped reads are calculated from the number of concordant pairs that aligned more than once to a given area.

| Sample ID | Total Reads | Unmapped Reads | % Unmapped Reads | Uniquely Mapped Reads | % Uniquely Mapped Reads | Multimapped Reads | % Multimapped Reads | % Alignment |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Flur-R-UNT-1 | 97689782 | 45858498 | 46.94 | 46882608 | 47.99 | 4481566 | 4.59 | 63.75 |
| Flur-R-UNT-2 | 95695742 | 45861354 | 47.92 | 45246428 | 47.28 | 4144868 | 4.33 | 63.23 |
| Flur-R-UNT-3 | 97519984 | 45970566 | 47.14 | 46406360 | 47.59 | 4633858 | 4.75 | 63.61 |
| Flur-R-3HAT-1 | 95413504 | 45414436 | 47.60 | 46002926 | 48.21 | 3546352 | 3.72 | 62.77 |
| Flur-R-3HAT-2 | 91184906 | 43299420 | 47.49 | 43985586 | 48.24 | 3486156 | 3.82 | 63.09 |
| Flur-R-3HAT-3 | 95425988 | 46448452 | 48.67 | 44617614 | 46.76 | 3940164 | 4.13 | 61.85 |
| Flur-R-10HAT-1 | 93693734 | 45778908 | 48.86 | 43823698 | 46.77 | 3675860 | 3.92 | 60.84 |
| Flur-R-10HAT-2 | 93129972 | 46437846 | 49.86 | 42670796 | 45.82 | 3554876 | 3.82 | 60.04 |
| Flur-R-10HAT-3 | 95618080 | 47186278 | 49.35 | 44128110 | 46.15 | 3826944 | 4.00 | 60.99 |
| Flur-R-10HAT-4 | 93585040 | 46051500 | 49.21 | 43362892 | 46.34 | 3764776 | 4.02 | 60.93 |
| 9425-UNT-1 | 92544840 | 47348388 | 51.16 | 41298246 | 44.63 | 3534366 | 3.82 | 60.09 |
| 9425-UNT-2 | 94427486 | 44399484 | 47.02 | 45254046 | 47.92 | 4286030 | 4.54 | 63.2 |
| 9425-UNT-3 | 93239008 | 44049906 | 47.24 | 44570942 | 47.80 | 4187108 | 4.49 | 63.46 |
| 9425-3HAT-1 | 94771882 | 48492414 | 51.17 | 42537404 | 44.88 | 3331316 | 3.52 | 59.72 |
| 9425-3HAT-2 | 94873922 | 49298324 | 51.96 | 41903046 | 44.17 | 3278096 | 3.46 | 58.78 |
| 9425-3HAT-3 | 95517488 | 46581770 | 48.77 | 44650670 | 46.75 | 3815516 | 3.99 | 61.89 |
| 9425-10HAT-1 | 94999072 | 47433958 | 49.93 | 43022690 | 45.29 | 4108722 | 4.33 | 60.68 |
| 9425-10HAT-2 | 94852474 | 48913844 | 51.57 | 41679738 | 43.94 | 3791352 | 4.00 | 59.01 |
| 9425-10HAT-3 | 94430284 | 47108688 | 49.89 | 42689258 | 45.21 | 4167778 | 4.41 | 60.12 |
| 9425-10HAT-4 | 93345484 | 46996468 | 50.35 | 41932346 | 44.92 | 3991146 | 4.28 | 59.94 |
| J01-UNT-1 | 94110422 | 45996468 | 48.87 | 44077502 | 46.84 | 4036452 | 4.29 | 62.26 |
| J01-UNT-2 | 94684556 | 43865012 | 46.33 | 46031172 | 48.62 | 4303572 | 4.55 | 64.28 |
| J01-3HAT-1 | 93575648 | 48396434 | 51.72 | 41217110 | 44.05 | 3496888 | 3.74 | 59.14 |
| J01-3HAT-2 | 94616826 | 46806866 | 49.47 | 43718792 | 46.21 | 3618904 | 3.82 | 61.18 |
| J01-10HAT-1 | 94437294 | 45321298 | 47.99 | 44828044 | 47.47 | 3852384 | 4.08 | 61.64 |
| J01-10HAT-2 | 94714112 | 47245290 | 49.88 | 42739518 | 45.12 | 4292828 | 4.53 | 60.34 |
| J01-10HAT-3 | 94407492 | 46128594 | 48.86 | 43538298 | 46.12 | 4283476 | 4.54 | 61.23 |

How the deposited data were processed for this re-analysis (not part of the article)

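RNA-seq values of meristem tissue were analysed for the fluroxypyr-resistant kochia line Flur-R and the susceptible lines 9425 and J01-S, untreated and at 3 and 10 h after treatment (HAT) with fluroxypyr. The 27 libraries were grouped by line and time as labelled, in 9 groups of 2 to 4. The authors aligned the reads with HISAT2 (2.1.0 in the submitters' notes) to the coding sequences of the kochia genome assembly version 2, counted reads per transcript and normalized them with DESeq, and used DESeq2 1.28.1 for their own tests. The deposited values are of the score type: the authors' DESeq-normalized counts per transcript, rounded to whole numbers, from which the read counts cannot be recovered, so tools that need read counts were not run. Coordinates are those of the gene models on assembly version 2.

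Median library totals, given with the first comparison, were lowest at 10 HAT in every line. The test was limma 3.58.1 in R 4.3.3, with a variance trend, on log2 of the normalized count plus 1, with 1 mean per group over all 27 libraries and the Benjamini-Hochberg adjustment within each comparison. Transcripts with a value of at least 10 in at least 2 libraries were tested, which are 29165 transcripts of 27153 loci, and 16352 were not tested. A transcript was called at an adjusted p under 0.05 and a log2 fold change over 0.5 in size. The comparisons were Flur-R against 9425 and against J01-S before treatment, each time point against untreated within each line, and the difference of these responses between Flur-R and each susceptible line. Tested on simulated data with the spread of these libraries, the procedure recovered 13 to 32% of 2-fold and 43 to 70% of 4-fold changes, depending on the comparison, none in the wrong direction, and called 4 to 9 unchanged transcripts per comparison.

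The genes named are those in the paper's results text, all of Table 2 and the first 5 for each time point in Tables 3 to 8, whose values in the paper counted as seen, and, by comparison, the 5 largest called changes in each direction with no overlap between groups and a mean of at least 50 in the higher group. For each gene list tested, the 2 members with the smallest adjusted p were added. At most 2 genes without a description were named per direction, and genes outside this rule are said to have been picked after their values were seen. This rule, the test, its thresholds and the alternatives were chosen before the data were examined. Gene lists were drawn from the descriptions in the paper's tables, since the gene models carry none, and lists of at least 5 genes were tested with camera at a preset correlation of 0.01: cytochrome P450s (12), glucosyltransferases (6 transcripts of 5 genes) and light harvesting (5 of 4 genes). Ent-kaurene oxidase, a cytochrome P450 of Table 2, is not in the first of these lists. Shorter lists were not tested.

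The alternatives were 0.5 or 8 in place of 1 added to the counts, no filter, a filter at 50, TMM rescaling, fits with only the groups compared, transcripts summed by locus, the plant as a replicate block or as a random effect, each library left out in turn and, for the lists, an estimated correlation and the rotation test fry. Plant numbers link the libraries of a line because the same plants were sampled before and after treatment. Between lines they link nothing, and in the untreated comparisons of lines the block was the plant number, which pairs different plants. Across transcripts, the deviations of libraries of 1 plant from their group means correlated with a median of 0.722 in Flur-R, 0.46 in 9425 and 0.607 in J01-S, and those of different plants with -0.275, -0.158 and -0.222. In J01-S at 10 HAT only plant 4 was also sampled untreated, so the blocked value there rests on that plant. Leaving out the 2 libraries at 10 HAT whose line is in doubt, and summing the isoforms of a gene in the lists, were added after the data were seen. Flowering plants and RNA batches are not identified among the libraries and were not modelled.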

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

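The tests of exchanged labels, of line differences removed by fluroxypyr, of the time of day, and of other splits of the libraries were chosen after the results were seen. Of 64 groups of 4 libraries examined for 1 library far from the others, 7 had a gap to the next library above Dixon's 95% critical share of the group's range, and chance flags about 1 in 20 groups.

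Among the 9425 libraries at 10 HAT, the one labelled replicate 3 stood apart in its share of line-specific transcripts on the 9425 side (gap 0.993 of the range), and CYP81B2 (Bs.00g431990.m01) stood apart in the same library (0.965). In the library labelled J01-S replicate 3, 99% of these transcripts were on the 9425 side, and across transcripts it correlated at 0.786 and 0.782 with plant 3 of 9425 at 3 HAT and untreated, and at no more than 0.501 with any other earlier library. Loss of line differences under fluroxypyr is argued against by the other 9425 libraries, where at least 98.9% stayed on the 9425 side. A mixture is argued against as well: transcripts higher in J01-S summed to 3.32% of their level in J01-S replicate 4 in the library labelled J01-S replicate 3 (0.911 to 6.48% in the other 9425 libraries), and 60.6% of the transcripts higher in 9425 lay under 5% of their 9425 median in the library labelled 9425 replicate 3. An exchange of the 2 labels may explain both libraries, while the library labelled 9425 replicate 3 had no close partner among the earlier J01-S libraries (highest correlation 0.241), whose plants 2 and 3 have none here. Its 38.6% on the 9425 side also lies within the 38.1 to 64.8% of the Flur-R libraries at 10 HAT. Of the transcripts that part Flur-R from J01-S, 53.8% were on the Flur-R side in it. The Flur-R libraries at 10 HAT had 97.1 to 99.8%, and J01-S replicates 2 and 4 had 48.8 and 1.47%. The line of this library is therefore not settled.

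Light and clock transcripts form another pattern. Early flowering 4 (Bs.00g430360.m01, chromosome 2, 7112240 to 7112626), a clock gene, rose by 3.94 to 5.76 on the log2 scale in the 3 lines at 3 and 10 HAT, while light-harvesting transcripts fell. The median of the light-harvesting transcripts in Flur-R at 10 HAT was -3.97, and -3.98 after TMM. TMM factors on these normalized counts ranged only from 0.961 to 1.025. They could hardly move the median, so this does not decide whether the normalization plays a part. The time of day could move both sets, and it cannot be told apart from fluroxypyr, because treated and untreated tissue was taken at different times and no untreated plants were sampled at 3 or 10 h.

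In Flur-R at 10 HAT, replicate 4 stood apart for phosphomethylpyrimidine synthase (Bs.00g253210.m01, 0.924) and replicate 3 for the ELIP1 genes Bs.00g420960.m01 (0.892) and Bs.00g421070.m01 (0.845) and CYP81B2 (Bs.00g431990.m01, 0.832), and in 9425 at 10 HAT replicate 1 for the AUX/LAX carrier Bs.00g309300.m01 (0.87). The response differed between Flur-R and 9425 for 9 transcripts at 3 HAT and 11 at 10 HAT, and between Flur-R and J01-S for 3 at 10 HAT.

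Other splits of the same libraries were counted for the comparisons with at least 3 libraries per group. Within a line the same plants are in both groups, so the real split is set against those that part as many plants' libraries, 8 at 10 HAT and 4 at 3 HAT, which are too few for a share under 0.05: 2228 higher and 3022 lower in Flur-R at 10 HAT (highest other 650 and 342), 3309 and 3618 in 9425 at 10 HAT (1104 and 763), 1390 and 1168 in Flur-R at 3 HAT (0 and 0) and 1151 and 972 in 9425 at 3 HAT (0 and 0). Splits that part fewer plants' libraries reached 1392 and 1036 in Flur-R and 2419 and 2208 in 9425 at 10 HAT. For untreated Flur-R against 9425, 10 splits are also too few: 758 and 199 (highest other 1 and 1). For the differences in response from 9425, lines were shuffled separately at each time, which does not keep a plant's libraries together. Of 100 splits, 10 gave as many as the 9 at 3 HAT (highest other 848). At 10 HAT 5 of 100 gave as many as the 11 (highest other 1361). A split that exchanges lines at 1 time only turns line differences into differences in response. These splits therefore cannot judge chance, which is not excluded.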

How the results depend on the processing

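Leaving out the 2 libraries at 10 HAT whose line is in doubt, alone or with the plant as a block, and summing the isoforms of a gene in the lists were chosen after the results were seen. No called result reversed its direction under any alternative; of the list tests that were not called, the glucosyltransferases changed direction with the block in 9425 at 3 HAT (camera adjusted p = 0.663 and 0.879) and in J01-S at 10 HAT (0.735 and 0.218). Adding 0.5 to the counts, TMM rescaling and summing transcripts by locus left every count within 1.5 times its value, and the block moved no count but those listed. For the named genes, 348 calls kept their side under TMM, 346 of 348 with 0.5 added, 345 with 8 added, 312 with the block and 338 without the 2 doubted libraries, and 1840 of 2010 when 1 library was left out. Count tools were not run, since read counts cannot be recovered. The filter left 16352 transcripts untested and depth was not varied; on simulated data 13% of 2-fold changes were recovered in J01-S at 3 HAT (2 libraries against 2) and 32% in 9425 at 10 HAT (4 against 3). With isoforms summed, 8 of the 10 list tests passed that did before, without the glucosyltransferases in Flur-R against 9425 (0.0805) and in Flur-R at 10 HAT (0.0901). The values that moved follow by setting, and the cause was not tested; a lone library left in a group is assumed to vary like the other groups.

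With only the groups compared in the fit, the counts were 199 higher in Flur-R than in J01-S; 570 higher, 377 lower at 3 HAT in Flur-R; 61 higher, 65 lower at 3 HAT in 9425; 0 higher, 0 lower at 3 HAT in J01-S; 667 higher, 1176 lower at 10 HAT in J01-S; 0 higher, 0 lower at 3 HAT in all 3 lines; 344 higher, 803 lower at 10 HAT in all 3 lines; 1008 higher, 1014 lower at 10 HAT in Flur-R alone; 0 responses at 3 HAT that differ between Flur-R and 9425; 0 responses at 10 HAT that differ between Flur-R and J01-S. With the plant as a block, the counts were 2195 higher, 2062 lower at 3 HAT in Flur-R; 1823 higher, 1588 lower at 3 HAT in 9425; 2182 higher, 1856 lower at 3 HAT in J01-S; 918 higher, 725 lower at 3 HAT in all 3 lines; 631 higher, 770 lower at 3 HAT in Flur-R alone; 0 responses at 3 HAT that differ between Flur-R and 9425; 65 responses at 10 HAT that differ between Flur-R and 9425. With the plant as a random effect, the counts were 2439 higher, 2325 lower at 3 HAT in Flur-R; 2097 higher, 1983 lower at 3 HAT in 9425; 2519 higher, 2366 lower at 3 HAT in J01-S; 1094 higher, 960 lower at 3 HAT in all 3 lines; 598 higher, 744 lower at 3 HAT in Flur-R alone; 53 responses at 3 HAT that differ between Flur-R and 9425; 145 responses at 10 HAT that differ between Flur-R and 9425; 3 responses at 3 HAT that differ between Flur-R and J01-S; 12 responses at 10 HAT that differ between Flur-R and J01-S. With 8 added to the counts, the counts were 16 responses at 3 HAT that differ between Flur-R and 9425; 3 responses at 3 HAT that differ between Flur-R and J01-S; 6 responses at 10 HAT that differ between Flur-R and J01-S. Without a filter, the counts were 14 responses at 3 HAT that differ between Flur-R and 9425; 45 responses at 10 HAT that differ between Flur-R and 9425; 25 responses at 3 HAT that differ between Flur-R and J01-S; 35 responses at 10 HAT that differ between Flur-R and J01-S. With a filter at 50 in at least 2 libraries, the counts were 181 lower in Flur-R than in J01-S; 0 responses at 10 HAT that differ between Flur-R and 9425; 1 responses at 10 HAT that differ between Flur-R and J01-S. Without the 2 libraries whose line is in doubt, the counts were 1155 higher, 378 lower in Flur-R than in 9425; 465 higher in Flur-R than in J01-S; 3 responses at 3 HAT that differ between Flur-R and 9425; 17 responses at 10 HAT that differ between Flur-R and 9425; 1 responses at 10 HAT that differ between Flur-R and J01-S. Without these 2 libraries and with the plant as a block, the counts were 1355 higher, 608 lower in Flur-R than in 9425; 495 higher in Flur-R than in J01-S; 280 higher in Flur-R than in both susceptible lines; 2619 higher, 2585 lower at 3 HAT in Flur-R; 3465 higher at 10 HAT in Flur-R; 2333 higher, 2129 lower at 3 HAT in 9425; 2692 higher, 2496 lower at 3 HAT in J01-S; 1069 higher, 943 lower at 3 HAT in all 3 lines; 740 higher, 890 lower at 3 HAT in Flur-R alone; 1074 higher, 1177 lower at 10 HAT in Flur-R alone; 44 responses at 10 HAT that differ between Flur-R and 9425; 5 responses at 3 HAT that differ between Flur-R and J01-S; 5 responses at 10 HAT that differ between Flur-R and J01-S. Before treatment, the block in the comparisons of Flur-R with the susceptible lines was the plant number, so those blocked counts pair different plants. Where a count of responses is 0 here (limma), the unadjusted p was under 0.05 for 781, 2076 and 1497 transcripts over all 9 groups (3 HAT and 10 HAT against 9425, 10 HAT against J01-S).

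Lowest to highest without 1 library: higher in Flur-R than in 9425, 224 to 560; lower in Flur-R than in 9425, 51 to 194; higher in Flur-R than in J01-S, 122 to 205; lower in Flur-R than in J01-S, 71 to 196; higher in Flur-R than in both susceptible lines, 79 to 148; higher at 3 HAT in Flur-R, 891 to 1231; lower at 3 HAT in Flur-R, 668 to 1328; higher at 10 HAT in Flur-R, 1588 to 2177; lower at 10 HAT in Flur-R, 2355 to 2852; higher at 3 HAT in 9425, 442 to 1174; lower at 3 HAT in 9425, 387 to 962; higher at 10 HAT in 9425, 2680 to 3317; lower at 10 HAT in 9425, 3063 to 3651; higher at 3 HAT in J01-S, 404 to 847; lower at 3 HAT in J01-S, 248 to 580; higher at 10 HAT in J01-S, 810 to 1755; lower at 10 HAT in J01-S, 1255 to 2306; higher at 3 HAT in all 3 lines, 269 to 597; higher at 3 HAT in Flur-R alone, 195 to 610; lower at 3 HAT in all 3 lines, 178 to 444; lower at 3 HAT in Flur-R alone, 144 to 618; higher at 10 HAT in all 3 lines, 574 to 1043; higher at 10 HAT in Flur-R alone, 274 to 678; lower at 10 HAT in all 3 lines, 1121 to 1789; lower at 10 HAT in Flur-R alone, 294 to 737; responses at 3 HAT that differ between Flur-R and 9425, 0 to 19; responses at 10 HAT that differ between Flur-R and 9425, 0 to 24; responses at 3 HAT that differ between Flur-R and J01-S, 0 to 1; responses at 10 HAT that differ between Flur-R and J01-S, 0 to 97.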

Differences from the paper's values

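The alternatives named here were set before the data were examined, apart from leaving out the 2 doubted libraries, which was chosen after the values were seen. All alternatives that are not named as not differing also differ, on the same side of the paper's value unless stated. Counts are set beside the paper's at the thresholds it states for its pre-filtering, and the paper's methods describe more samples than the 27 libraries of its Table S1, which are those used. Higher at 3 HAT in all 3 lines: 569 (the paper's 188), and 269 without J01-S 3 HAT replicate 1 does not differ, and 0 with only the groups compared in the fit differs on the other side. Higher at 10 HAT in all 3 lines: 991 (the paper's 300), and 344 with only the groups compared in the fit does not differ. Higher at 10 HAT in Flur-R and called in neither susceptible line: 568 (the paper's 303), and 384 without Flur-R untreated replicate 2, 390 without Flur-R untreated replicate 3, 274 without Flur-R untreated replicate 4, 333 without Flur-R 10 HAT replicate 1, 305 without Flur-R 10 HAT replicate 2 do not differ. Lower at 3 HAT in all 3 lines: 457 (the paper's 104), with none of the alternatives within reach of it, and 0 with only the groups compared in the fit differs on the other side. Lower at 10 HAT in all 3 lines: 1737 (the paper's 718), and 803 with only the groups compared in the fit does not differ.

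Mean normalized counts that differ, under TMM as well: Bs.00g282300.m01 in Table 2, 9425 untreated, 2 (the paper's 6); Bs.00g051830.m01 in Table 2, Flur-R untreated, 137 (the paper's 233); Bs.00g420960.m01 in Table 7, J01-S 3 HAT, 5.5 (the paper's 114); Bs.00g421070.m01 in Table 7, J01-S 3 HAT, 9 (the paper's 129). The 20 means of Table 7 for J01-S at 3 HAT match the 10 HAT means here within 1 and none matches a 3 HAT mean within 1.

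Log2 fold changes that differ: Bs.00g016210.m01 in Table 3, Flur-R 3 HAT vs untreated, 8.50 (the paper's 5.30); Bs.00g306100.m01 in Table 3, Flur-R 3 HAT vs untreated, 5.40 (the paper's 4.79) (4.59 with 8 added, which does not differ); Bs.00g016210.m01 in Table 3, Flur-R 10 HAT vs untreated, 10.58 (the paper's 7.43); Bs.00g477580.m01 in Table 3, Flur-R 10 HAT vs untreated, 8.71 (the paper's 6.01); Bs.00g058350.m01 in Table 4, J01-S 3 HAT vs untreated, 9.33 (the paper's 7.33) (8.11 with 8 added, which does not differ); Bs.00g144030.m01 in Table 4, J01-S 3 HAT vs untreated, 7.70 (the paper's 6.42); Bs.00g122020.m01 in Table 4, J01-S 10 HAT vs untreated, 9.56 (the paper's 6.76); Bs.00g016210.m01 in Table 4, J01-S 10 HAT vs untreated, 9.52 (the paper's 6.29); Bs.00g044610.m01 in Table 5, 9425 3 HAT vs untreated, 5.52 (the paper's 4.69); Bs.00g301680.m01 in Table 5, 9425 3 HAT vs untreated, 4.20 (the paper's 3.73); Bs.00g427230.m01 in Table 5, 9425 10 HAT vs untreated, 7.51 (the paper's 6.20); Bs.00g168520.m01 in Table 5, 9425 10 HAT vs untreated, 6.68 (the paper's 5.64); Bs.00g258890.m01 in Table 6, Flur-R 3 HAT vs untreated, -5.47 (the paper's -3.96) (-3.81 with 8 added, which does not differ); Bs.00g104620.m01 in Table 6, Flur-R 3 HAT vs untreated, -5.55 (the paper's -3.64); Bs.00g253530.m01 in Table 6, Flur-R 10 HAT vs untreated, -6.95 (the paper's -6.56) (-6.66 with 8 added, which does not differ); Bs.00g420960.m01 in Table 7, J01-S 3 HAT vs untreated, -8.77 (the paper's -7.08) (-7.69 with 8 added, which does not differ); Bs.00g421070.m01 in Table 7, J01-S 3 HAT vs untreated, -8.70 (the paper's -6.40); Bs.00g518390.m01 in Table 8, 9425 3 HAT vs untreated, -6.06 (the paper's -5.06) (-5.64 with the plant as a block, which does not differ); Bs.00g421070.m01 in Table 8, 9425 3 HAT vs untreated, -7.62 (the paper's -3.69); Bs.00g002550.m01 in Table 8, 9425 10 HAT vs untreated, -7.90 (the paper's -6.95) (-7.66 with 8 added, which does not differ and -7.59 with the plant as a block, which does not differ); Bs.00g518390.m01 in Table 8, 9425 10 HAT vs untreated, -7.75 (the paper's -6.94) (-7.30 with 8 added, which does not differ and -7.46 with the plant as a block, which does not differ). A fold change counts as differing where its sign is opposite or its gap from the paper's exceeds a standard error. That is the larger of the paper's, where given, and limma's, so the gap allowed varies by gene. The alternatives for these were 0.5 or 8 added, TMM and the plant as a block. Folds against a group listed at 0 in every library are not compared, among them those of Bs.00g217020.m01 and Bs.00g142060.m01 against 9425 in Table 2. The other 14 log2 fold changes of Table 2 had the same sign as here, 12 of them within 0.5, and 0 counted as differing. In Tables 3 to 8 the paper's fold changes are mostly smaller in size than those here, by over 0.5 in 38 of 39 values in Table 3, 34 of 38 in Table 4, 31 of 36 in Table 5, 32 of 40 in Table 6, 28 of 40 in Table 7 and 38 of 40 in Table 8, and 1 of 40 in Table 7 has the opposite sign. The paper's own fold changes are smaller by over 1 than the log2 ratio of its own means in 29 of 38 in Table 3, 31 of 38 in Table 4, 19 of 36 in Table 5, 20 of 40 in Table 6, 11 of 40 in Table 7 and 18 of 40 in Table 8. In Table 7, 4 of 40 are larger by over 1. The ratios of Table 7 at 3 HAT use means that match those at 10 HAT here.

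The paper counts all 6 named ABC transporters as higher in untreated Flur-R than in both lines; here ABCG31-like and ABCB28 (Bs.00g454440.m01) were called against both, where its Table 2 marks these and Bs.00g282300.m01 as such. Bs.00g282300.m01 (adjusted p = 0.0637 and 0.149, limma) was called without Flur-R untreated replicate 4 (0.00685 and 0.0132) and, against 9425, without the 2 doubted libraries (0.0282; chosen after the values were seen). It names CYP82D47, CYP96A15, UDP-glucosyltransferase 73B2 and 87A1 as higher, in its Table 2 than in J01-S for CYP82D47 and than in 9425 for the others. None of these was called here. The test shares 1 spread over all 9 groups, so a missing call does not show that the levels were equal. The paper's Table 2 also has glucosyltransferase 85A23 (Bs.00g142720.m01) higher than in J01-S, by 1.17. Here the difference was 1.19 and was not called (limma adjusted p = 0.234, and 0.186 to 0.335 with 0.5 or 8 added, TMM, the plant-number block or without the 2 doubted libraries). CYP96A15 was called against 9425 with 8 added (0.0411). 87A1 was called without the 2 doubted libraries (0.0485, chosen after the values were seen) or without 9425 untreated replicate 3 (0.0414). It was also called with the plant-number block (0.0435), which pairs different plants. Leaving those 2 out drops none of the 247 entries of the paper's Tables 2 to 8 called here, and in J01-S the calls of ATP synthase at 3 HAT and of Bs.00g260720.m01 at 10 HAT, which its text names. It lists isoform .m02 of Bs.00g480980 in its text and .m03 in Table 2.

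The paper has PIN rising in 9425 and, in another place, in 9425 and J01-S; it was called in Flur-R too. NCED6 is stated to be induced in Flur-R and was not called (0.0707; 0.0381 with the block, 0.0365 without the 2 doubted libraries, chosen after the values were seen). CYP82D47 and CYP71A9 are stated to be induced in Flur-R; neither was called, and CYP71A9 was called without Flur-R 3 HAT replicate 2 (0.0416) or Flur-R untreated replicate 4 (0.0402). The ELIP1 genes are stated to fall in the susceptible lines alone and fell in Flur-R at 3 HAT too, as its Table 6 also lists them. The cellulose synthases fell in Flur-R as well, except Bs.00g260720.m01; with the plant as a block it was called in Flur-R (0.0318), and the J01-S calls of Bs.00g056700.m01 (0.0616) and Bs.00g260720.m01 (0.064) were lost. Of the genes stated to fall in Flur-R alone at 10 HAT, terpene synthase and NCED2 were called in Flur-R alone, and the other 6 in all 3 lines; with the block the J01-S calls of these 6 were lost (0.118, 0.124, 0.077, 0.137, 0.281 and 0.0741). At 10 HAT the blocked J01-S values rest on the only J01-S plant sampled at both times. The paper's text places GH3, ACS and ATP synthase among the top-ranked genes of all 3 lines. Its tables list ACS in 9425 at 3 HAT only, GH3.2 in J01-S at 10 HAT only and ATP synthase in no line. Ranked here by log2 fold change, ATP synthase stood at 525, 905 and 705 at 10 HAT in Flur-R, 9425 and J01-S. ACS stood at 30 in 9425 at 10 HAT and GH3.2 at 27 in J01-S at 3 HAT, while GH3.2 stood at 6 and 3 in Flur-R.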

Other observations

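The tests of random placement, of unplaced reads and of the size of the shared response, and the counts without the 2 doubted libraries, were chosen after the results were seen. A stretch of chromosome 3 carries transcripts that are abundant in Flur-R and J01-S and nearly absent in 9425. Bs.00g206260.m01 (chromosome 3, 37005633 to 37013646) had 47561 ± 27540 normalized counts (n = 3) in untreated Flur-R, 122660 ± 25030 (n = 2) in J01-S and 4.33 ± 0.577 (n = 3) in 9425, and Bs.00g206760.m01 (chromosome 3, 37813283 to 37819131) had 13999 ± 8249, 26756 ± 4185 and a listed 0. With the cytochrome P450s of the same stretch, among them CYP90A1 of brassinosteroid synthesis, they fell after fluroxypyr: CYP90A1 (Bs.00g205780.m01) with log2 fold changes at 10 HAT of -5.42 in Flur-R (limma adjusted p = 0.00105) and -6.99 in J01-S (0.000762; -5.41 and 0.00377 without J01-S 10 HAT replicate 3, whose line is in doubt, 0.0938 with only the groups compared in the fit), and Bs.00g206320.m01 with -9.21 in Flur-R (0.000213) and -7.83 in J01-S (0.00602; -6.16 and 0.0366 without J01-S 10 HAT replicate 3, 0.0906 with only the groups compared, 0.207 with the block, 0.0596 without J01-S untreated replicate 1). In J01-S the calls of Bs.00g206260.m01 and Bs.00g206760.m01 were lost without J01-S 10 HAT replicate 3 (0.218 and 0.0948), with the block (0.473 and 0.351) or without either untreated J01-S library. The 9425 means at 10 HAT are above 0 only through the library labelled replicate 3. These genes were picked after their values were seen.

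A difference in response between Flur-R and 9425 at 10 HAT was called for 11 transcripts. The 5 of 100 splits that reach this count cannot judge chance, because they mix line differences into the response. With limma, the 11 transcripts became 0 with a filter at 50 or without 9425 untreated replicate 1 or 3 or Flur-R untreated replicate 2, 65 with the plant as a block and 145 with it as a random effect. One of them, Bs.00g142300.m01 (chromosome 1, 18619799 to 18621434), is described in the paper's tables only by a pectin lyase fold. It rose at 10 HAT in 9425, from a listed 0 to 48.3 ± 29, and in J01-S, to 37.3 ± 14.6, and had 0.25 ± 0.5 in Flur-R. Its response in Flur-R was called different from that in 9425 (limma adjusted p = 0.0129). This was not called with the filter at 50 (0.0916) or without each of the 3 libraries just named (0.0575, 0.0592 and 0.067). Against J01-S the response was not called different (0.161, and 0.0363 with the plant as a random effect). Bs.00g206420.m01 (chromosome 3, 37313718 to 37320646), 1 of the 3 called against J01-S at 10 HAT, is listed at 0 in every Flur-R library, so Flur-R has no response of it to compare. The others are Bs.00g127780.m01 and Bs.00g121700.m01, which had 1 ± 1 before treatment and a listed 0 at 10 HAT in Flur-R (adjusted p = 0.0128; 0.1 with 8 added, 0.374 with the block, 0.0731 without Flur-R untreated replicate 2, 0.166 and 0.07 without J01-S untreated replicates 1 and 4 and 0.0656 without J01-S 10 HAT replicate 3). These were picked after their values were seen.

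Another pattern is that genes higher in untreated Flur-R than in both susceptible lines lie side by side. Their 170 loci formed 18 neighbouring pairs, where random placement gives 1.06 and at most 5 in 1000 placements (one-sided permutation p = 0.001, the smallest they can give), and 33 of these loci are on chromosome 8. Neighbouring pairs were also more frequent among genes higher in Flur-R than in 9425 (78, random 19.3), higher than in J01-S (31, random 2.99), lower than in 9425 (11, random 1.34), lower than in J01-S (20, random 2.61) and raised at 10 HAT in all 3 lines (108, random 31.6). Reads shared between neighbouring copies may add to this, as may joint regulation. Pairs correlated across libraries at a median of 0.968 (0.882 to 0.999). Both members of a pair were chosen as higher in Flur-R, which by itself raises this correlation. It therefore does not tell whether reads are shared. A sequence difference from the reference that leaves reads of the susceptible lines unplaced could also contribute for the sets higher in Flur-R, with 104 of the 180 transcripts below 10 in every untreated and 3 HAT library of both, and no biological explanation was tested.

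A weaker response in Flur-R, which the paper reports to convert fluroxypyr faster, was looked for in a set that required a call in Flur-R too. This choice removes transcripts that rose weakly in Flur-R and can hide a difference. The set was the 569 transcripts raised at 3 HAT in all 3 lines, chosen on these same libraries. Their mean log2 value at 10 HAT was 10.9 ± 0.133 in Flur-R (n = 4) and 10.75 ± 0.176 in the susceptible lines (n = 7), a difference of 0.151 (two-sided exact permutation p = 0.188, adjusted 0.332 over 12 comparisons, of which the lowest was 0.214), and before treatment Flur-R was already higher by 0.246 (p = 0.107, adjusted 0.332). In plants sampled at both times the rise was 1.76 ± 0.094 in Flur-R (n = 3) and 1.88 ± 0.184 in the susceptible lines (n = 4), a difference of -0.12 (exact p = 0.371, adjusted 0.876 over 8 comparisons; -0.0444 and p = 0.5 without the doubted libraries), so the lines may or may not differ in this. In total, normalized counts changed by -19.7, -10.5 and -17.8 M from untreated to 10 HAT in Flur-R, 9425 and J01-S, the net of falls of -31.7, -25.9 and -30.7 M and rises of 12, 15.5 and 12.9 M; the 100 largest falls made -19.8, -14.1 and -17.8 M of the falls.

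Without the 2 libraries whose line is in doubt, 840 of the 991 transcripts raised in all 3 lines at 10 HAT and 1511 of the 1737 lowered remained in the shared set, and of those called in Flur-R alone 499 of 568 and 546 of 612 remained, with 44 and 47 then called in a susceptible line. Outside Flur-R, 133 transcripts rose and 91 fell in both susceptible lines and not in Flur-R at 3 HAT, and 467 and 341 at 10 HAT.

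For the lists in the susceptible lines, the cytochrome P450s had 3 higher and 2 lower at 3 HAT in 9425 (camera adjusted p = 0.578; 4 and 2 when adjusted over the list alone) and 3 and 2 at 10 HAT (0.378; 3 and 2), and in J01-S 2 and 2 at 3 HAT (0.226; 2 and 2) and 3 and 5 at 10 HAT (0.177; 3 and 5). With fry, which does not compare a list with the other transcripts, the cytochrome P450s had 0.0308 in 9425 at 10 HAT (upwards) and 0.0428 and 0.025 in J01-S at 3 and 10 HAT (downwards), and the glucosyltransferases 0.0382 in 9425 at 10 HAT (downwards, with a median log2 fold change of 0.72). The glucosyltransferases had 1 higher and 1 lower at 3 HAT in 9425 (0.663; 1 and 1) and 1 lower at 10 HAT (0.665; 1 lower), and in J01-S 1 higher at 3 HAT (0.226; 1 higher) and 1 lower at 10 HAT (0.735; 1 lower). The study chose these lists on the same samples, so they are not independent evidence.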
